# *ARABIDOPSIS HOMOLOG OF TRITHORAX1* impacts lateral root development by epigenetic regulation of targets involved in root system architecture

**DOI:** 10.1111/nph.70349

**Published:** 2025-07-07

**Authors:** Selene Napsucialy‐Mendivil, Héctor H. Torres‐Martínez, Gustavo Rodríguez‐Alonso, Diana Marcela Rivera‐Toro, Raúl Alvarez‐Venegas, Marco Adán Júarez‐Verdayes, Svetlana Shishkova, Joseph G. Dubrovsky

**Keywords:** cell cycle, epigenetic regulation, lateral roots, live imaging, methyltransferase activity, morphogenesis, reactive oxygen species, transcriptomics

## Abstract

- Developmental processes are regulated at multiple levels, including the epigenetic level. Among the epigenetic factors, histone H3 lysine 4 (H3K4) methyltransferases contribute to active transcription of target genes, and here, we explored how the H3K4 methyltransferase ARABIDOPSIS HOMOLOG OF TRITHORAX1 (ATX1) affects *Arabidopsis thaliana* lateral root (LR) primordium (LRP) morphogenesis.
- We examined LR development in a loss‐of‐function null mutant (*atx1‐1*) and a mutant affected in the ATX1 catalytic domain (*atx1setm*) through bright‐field and long‐term time‐lapse confocal microscopy, transcriptomics, and chromatin immunoprecipitation.
- LRP morphogenesis in both mutants was severely abnormal, resulting from altered principal growth directions, and was accompanied by extended cell cycle durations and slower transitions between LRP stages. Among the differentially expressed genes downregulated in *atx1setm*, the most enriched Gene Ontology categories were cell wall organization and H_2_O_2_ metabolism, the latter of which included *PEROXIDASE35* (*PRX35*). The LRP morphogenesis abnormalities were similar in *prx35* and *atx1* mutants. Both the deposition of H3K4me3 at the *PRX35* promoter and the *PRX35* expression in the *atx1setm* mutant were significantly reduced.
- Our results reveal a link between LR development and a redox homeostasis controlled by ATX1 at epigenetic level by maintaining active transcription of *PRX35* and thereby impacting root system formation.

## Introduction

Root systems in plants are essential for water and mineral absorption and transport, anchoring the plant in the soil, storing nutrients, and fulfilling other functions (De‐Jesús‐García *et al*., 2020). These systems are formed by producing new roots within parent tissues and by root apical meristem (RAM) activity and rapid cell elongation, which support growth along the root axis. The vast majority of roots in a root system are lateral roots (LRs), which develop from the pericycle of the parent root. Therefore, lateral root initiation (LRI), lateral root primordium (LRP) morphogenesis, and LR emergence are fundamental processes of root system formation.

Regulation of gene expression at the epigenetic level influences all plant development processes, including root development. Posttranslational histone modification has been demonstrated to have an important role in plant development (Takatsuka & Umeda, 2015; Cheng *et al*., 2020). The corepressor complex component *SWIRM domain PAO protein/LSD‐like1* (*SWP1/LDL1*) is a negative regulator of root growth; the *swp1‐1* loss‐of‐function mutant shows increased root growth and LR density (Krichevsky *et al*., 2009; Singh *et al*., 2012). This regulation involves histone deacetylation of chromatin in the root‐specific gene *LATERAL ROOT PRIMORDIUM1* (*LRP1*; Krichevsky *et al*., 2009), which is expressed from the early stages of LRP formation (Smith & Fedoroff, 1995). The expression of genes involved in LRI is either upregulated (*AUXIN RESPONSE FACTOR7* (*ARF7*), *ARF19*, *LATERAL ORGAN BOUNDARIES DOMAIN16* (*LBD16*), and *LBD29*) or downregulated (*AUXIN/INDOLE‐3‐ACETIC ACID14*/*SOLITARY‐ROOT* (*IAA14/SLR*)) in the *swp1‐1* mutant, suggesting that histone deacetylation directly or indirectly affects auxin‐related gene expression in LR founder cells (Singh *et al*., 2012). Importantly, the double mutant affected in *ARF7* and *ARF19* and a single mutant affected in *IAA14/SLR* are deficient in LRI (reviewed in Fukaki *et al*., 2007). PICKLE (PKL; homologous to Chromodomain‐Helicase‐DNA‐Binding ATPase CHD3 (called CHD3) in animals) is involved in chromatin remodeling of *IAA14/SLR* that represses ARF7 and ARF19 activity during LRI in *Arabidopsis thaliana* (Fukaki *et al*., 2006). The PKL protein interacts with RETINOBLASTOMA‐RELATED1 (RBR1), and the PKL‐RBR1 complex negatively regulates LR founder cell divisions via repression of *LBD16* promoter activity (Ötvös *et al*., 2021).

The Polycomb (PcG) and Trithorax (TrxG) group proteins mediate histone modifications and repress or activate gene transcription, respectively (Schuettengruber *et al*., 2011). Many of these proteins are involved in plant development, including root system formation. Polycomb repressive complex 2 (PRC2) catalyzes H3K27 trimethylation (H3K27me3; Bemer & Grossniklaus, 2012), an epigenetic modification usually associated with gene repression. For instance, the EMBRYONIC FLOWER2 (EMF2)–CURLY LEAF (CLF) PRC2 complex acts as a negative regulator of root development, affecting both primary root growth and LR development; *CLF* is preferentially expressed in proliferating cells and represses the activity of the auxin efflux transporter PIN1 by depositing H3K27me3 marks on its chromatin, thereby restricting new LRIs (Gu *et al*., 2014). Furthermore, a H3K27me3 demethylase, RELATIVE OF EARLY FLOWERING6 (REF6), promotes LR formation by removing the repressive mark from the chromatin region where *PIN1*, *PIN2*, and *PIN3* are located (Wang *et al*., 2019).

Notably, TrxG proteins act antagonistically to PcG members; many of them methylate lysine 4 in histone H3 (H3K4), a mark associated with open chromatin states and actively transcribed genes (Alvarez‐Venegas, 2010). The first identified TrxG group histone methyltransferase, ARABIDOPSIS HOMOLOG OF TRITHORAX1 (ATX1), performs dual functions and acts as a facilitator of preinitiation complex assembly and as a H3K4 trimethyl transferase essential for elongation of transcription (Ding *et al*., 2012). It was shown to be required for flower development, as modified organ identity and development of stamenoid petals and carpeloid stamens were reported for the *atx1‐1* mutant (Alvarez‐Venegas *et al*., 2003; Avramova, 2009). In roots, genes encoding H3K4 methyltransferases, *SET DOMAIN GROUP2* (*SDG2*; Yao *et al*., 2013) and *ATX1* (Napsucialy‐Mendivil *et al*., 2014), are also involved in the control of growth and developmental processes. Loss‐of‐function mutants in either of these genes are negatively affected in RAM stem cell function, cell production, and LR formation. The *atx1‐1* mutant has normal LRI but is severely affected in LRP morphogenesis and LR emergence; the LRPs develop slowly, are frequently asymmetric, and sometimes have two domes (Napsucialy‐Mendivil *et al*., 2014). Similar to the delayed emergence of LRs in the *atx1‐1* mutant, the *sdg2‐3* mutant has fewer LRs (Yao *et al*., 2013). It is unknown which specific LRP morphogenesis processes are regulated at the epigenetic level.

Here, we further characterized mutants affected in ATX1 function, including a mutant with a catalytically inactive SET domain, which is involved in H3K4 methylation (*atx1setm*; Ding *et al*., 2012), whose root development was not previously studied. We used live imaging to reveal details of LRP morphogenesis abnormalities. We also performed transcriptomic analysis of the mutant and identified genes potentially regulated by ATX1. Mutations in one of these genes, involved in reactive oxygen species (ROS) homeostasis, resulted in a phenotype similar to that of *atx1* mutants. This work identifies a clear link between LRP morphogenesis and regulation of plant development at the epigenetic level.

## Materials and Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (L.) Heynh accession Wassilewskija (Ws) or Columbia‐0 (Col‐0) was used as the wild‐type (WT). The mutant alleles used in this study included *atx1‐1* (Alvarez‐Venegas *et al*., 2003) and *atx1;ATX1setm* (Ding *et al*., 2012; hereafter called *atx1setm* for simplicity), both in the Ws background, and the T‐DNA insertion mutants *prx35‐1* (SALK_119795C) and *prx35‐2* (SALK_129866) in the Col‐0 background, obtained from the Nottingham Arabidopsis Stock Centre. The ATX1 overexpression line (ATX1OE) in the Col‐0 background was donated by Z. Avramova. The *PRX35* (AT3G49960) gene name is synonymous with *PER35*. The *prx35* T‐DNA‐insertion mutants were selected by PCR genotyping using primers listed in Supporting Information Table S1. *PEROXIDASE35* (*PRX35*) mRNA abundance was quantified in the *prx35* mutants by reverse transcription quantitative polymerase chain reaction (RT‐qPCR). Seed sterilization and the Murashige and Skoog (MS) medium preparation conditions were described previously (Napsucialy‐Mendivil *et al*., 2014). In all cases, 0.2× MS medium supplemented with 1% sucrose was used. Plants for all experiments were grown under the same conditions at 21°C, under a 16 h : 8 h, light : dark photoperiod with a light intensity of 105 μmol photons m^−2^ s^−1^.

### Plasmid construction and transformation

To study LRP morphogenesis, we aimed to create a marker line that contained a protein expressed in nuclei and plasma membrane. For a nuclear marker, we used a minimal promoter of *TRANSLATIONALLY CONTROLLED TUMOR PROTEIN1* (*TCTP1*) expressed in dividing and elongating cells (Berkowitz *et al*., 2008) and three copies of the mVenus reporter sequence (*pTCTP1::3x mVENUS*); for the plasma membrane marker in the root, we used *mRFP::Wave131* (NPSN12, Geldner *et al*., 2009). To create a marker line for time‐lapse experiments, we generated a *pk7pTCTP1::3xVENUS‐pUB10mRFP‐Wave131* plasmid. First, the FspI and SnaBi fragments of pUB10‐mCherry‐At1g48240/NPSN12 from pNIGEL17‐mCherry were cloned into pJet1.2. The pJet 1.2‐Wave fragment was amplified with 03Wave 5782‐Fw/UBQ10‐Rv primers from the resulting plasmid. The pJet1.2‐Wave‐GW plasmid was created using this fragment, and the pH7WG2D Gateway vector linearized with *Eco*RV. Second, the 3xVENUS fragment from the HBp352 plasmid was amplified with FNLSVENUS/RE9ter primers and inserted into the pJet1.2 plasmid. The *TCTP1* promoter was amplified from Col‐0 genomic DNA with *AtTCTP*‐Fw/*AtTCTP*‐Rv primers and cloned into pJet1.2 (3xVENUS). Both resulting plasmids were cut with SwaI and PstI; then, the three purified fragments of interest were ligated. Finally, mRFP fragment from pENTRDmRFP was ligated into the resulting plasmid. We transformed the WT (Ws) and *atx1‐1* mutant with pk7 plasmid containing *pTCTP13VENUS* and *pUB10mRFP‐Wave* and have found that root growth of the transformed plants was normal. Strong expression of *pTCTP1::3xVENUS* marker was observed in all the nuclei. All primer sequences are provided in Table S1. The Ws and *atx1‐1* mutant (in the Ws background) plants were transformed using *Agrobacterium tumefaciens* GV3101 bearing the respective plasmid using the floral dip method (Clough & Bent, 1998). Transgenic plants were selected on media supplemented with 50 mg l^−1^ kanamycin, and the T4 generation was used for time‐lapse experiments. For unknown reasons, we did not detect the expression of the *mRFP‐WAVE* marker in the plasma membrane. The respective lines were called Ws *TCTP1::3xVENUS* and *atx1‐1 TCTP1::3xVENUS* and used for time‐lapse analysis.

### Microscopy and time‐lapse experiments

Roots were cleared with an acidified methanol procedure (Malamy & Benfey, 1997) with modifications as described (Dubrovsky *et al*., 2006), and whole‐mount preparations were analyzed using an Olympus BX53 microscope (Olympus, Tokyo, Japan) equipped with differential interferential contrast optics (Nomarski).

Confocal laser scanning microscopy and time‐lapse experiments to analyze LRP morphogenesis from Stage I onwards were conducted using an inverted confocal laser scanning microscope setup as described (Reyes‐Hernández *et al*., 2019). Briefly, a confocal system was constructed around a Zeiss Axiovert 200 M microscope (Oberkochen, Germany), featuring a high‐speed galvo‐resonant scanner (SCAN‐VIS), a 488‐nm laser source, and a filter cube equipped with 525/45‐ and 630/92‐nm bandpass filters for green and red fluorescent proteins, respectively. The system also included a dual‐channel PMT module, a linear motor travel XY stage, and a Z‐axis piezo stage with controllers (all sourced from Thorlabs Inc., Newton, NJ, USA). Imaging was performed using a Zeiss C‐Plan NEOFLUAR ×40, 0.75NA objective (Oberkochen, Germany).

For time‐lapse experiments, seedlings at 5 d after germination (dag) were carefully positioned in a one‐well Thermo Scientific™ Nunc™ Lab‐Tek™ II Chamber Slide™ System with a #1.5 cover glass at the base of the chamber (Thermo Fisher Scientific, Waltham, MA, USA). The root system was covered with a rectangular piece (*c*. 3 mm thick) of 0.2× MS medium with 1% sucrose and 0.8% agar. To acclimate the seedlings to their new environment, they were horizontally maintained within the growth chamber for 1 h before the beginning of the experiments. Subsequently, the Chamber Slide™ System was placed on a motorized microscope stage. The shoots in the chamber were illuminated using an FP600ERT, a 600‐μm core multimode fiber connected to a fiber‐coupled LED MWWHF2 light source, with a color temperature of 4000 K and an intensity of 16.3 mW (Thorlabs Inc.). To ensure a 16‐h photoperiod, the light source was controlled through a timer. The temperature in the room was kept at 21°C throughout the experiment, providing an optimal and controlled environment for root imaging studies.

An image processing pipeline was implemented to optimize the signal‐to‐noise ratio. Initially, the parallel iterative deconvolution plug‐in (Schindelin *et al*., 2012) was applied, utilizing a configured theoretical Point Spread Function obtained from https://www.optinav.info/imagej.html. Images were further refined using the Gaussian Blur 3D tool (Schindelin *et al*., 2012). Starting from Stage I LRP, nuclei of all cells and their progenies were tracked over time using the Fiji plug‐in LiPlaCeT tools (Schindelin *et al*., 2015; Rueden *et al*., 2017; Hernández‐Herrera *et al*., 2022). The tracked data were manually curated. Visualization Toolkit (*.vtk) files, compatible with ParaView, were created. These files contained information on the position of tracked cells in real coordinates (X, Y, and Z) for each time point. With this application, color‐coded clones of a cell's progeny were viewed in 3D, rotated, and analyzed, and a colormap was used to visualize each cell lineage. From these data, cell cycle durations and principal growth directions (PGDs) were extracted as described (Torres‐Martínez *et al*., 2020; Hernández‐Herrera *et al*., 2022).

### RNA extraction, RT‐qPCR, and transcriptome analysis

Total RNA was extracted from roots of WT and *atx1setm* seedlings 8–10 dag using TRIzol reagent (Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer's instructions. RT‐qPCR analysis was performed using a Light Cycler (R) Nano Real‐Time PCR System (manufactured under license from IT‐IS Life Science Ltd), with SYBR Green (Thermo Fischer Scientific) as a fluorescent probe. First‐strand cDNA synthesis was performed using Superscript II Reverse Transcriptase (Thermo Fischer Scientific) and oligo‐dT primer. For RT‐qPCR reactions, 75 ng of cDNA per reaction was used. The qPCR primers used are listed in Table S1. Data were normalized to the expression of two reference genes: *UBQ10* (At4g05320) and *EF1α* (AT1G07940; Czechowski *et al*., 2005), and the expression levels were calculated according to Vandesompele *et al*. (2002). Three biological replicates with two technical replicates each were performed. RNA‐Seq was carried out on the *atx1setm* and WT roots of 8 dag plants (two biological replicates). Library preparation and 50 cycles of single‐end sequencing on the HiSeq 2000 (Illumina) platform were performed at BGI‐Tech, Hong Kong. The quality of the sequence reads was analyzed with CLC Genomics Workbench v7.5 (CLC GW, CLC bio; Qiagen, Hilden, Germany; http://www.clcbio.com/) (Mortazavi *et al*., 2008). The reads were mapped against the *Arabidopsis* reference genome (TAIR10). For differential expression analysis, we used the extraction of differential gene expression test with fold change ≥ 3, *P*‐value ≤ 0.0001, and false discovery rate‐corrected *P*‐value ≤ 0.01 as parameters. To visualize transcript abundance as heatmaps, the reads per kilobase per million mapped reads values of each sample were mean‐centered and scaled by the SD to obtain the *z*‐score; the heatmap was obtained with the Pheatmap package in R v.4.1.2. The RNA‐seq data were validated by measuring the relative expression of selected genes by RT‐qPCR (Table S1). All data of *atx1setm* RNA‐seq were deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information and are accessible through GEO accession no.: GSE252067.

### Growth analysis

Quantitative analysis of root development was performed as described previously (Napsucialy‐Mendivil *et al*., 2014). For the H_2_O_2_ treatment, 5 dag seedlings were transferred to the same medium or medium supplemented with 2 mM H_2_O_2_ and grown for an additional 3 d. The percentage of abnormal LRPs in 8 dag WT (Col‐0) and *prx35‐2* seedlings treated with 2 mM H_2_O_2_ (Sigma‐Aldrich) was estimated only in the LR formation zone.

### Chromatin immunoprecipitation analysis

Chromatin isolation and immunoprecipitation were performed as described previously (Saleh *et al*., 2008; Martínez‐Aguilar *et al*., 2016), with some modifications. For chromatin immunoprecipitation (ChIP) assays, whole root samples (500 mg) from *c*. 100 Ws and 250 *atx1setm* 8 dag plants were used. The samples were fixed with 1% formaldehyde (v/v), and the chromatin was isolated and digested at 37°C for 15 min with 15 U of micrococcal nuclease (cat. no.: 88216; Thermo Scientific) to generate 250‐bp fragments. The samples were centrifuged at 16430 ***g*** for 10 min at 4°C, and the digested chromatin was collected and frozen at −80°C until it was immunoprecipitated. Aliquots of the digested chromatin (diluted 10‐fold) were used in each immunoprecipitation. We utilized the EZ‐Magna ChIP Kit (cat. no.: 17‐408; Millipore) and the Magna ChIP Protein A + G Magnetic Beads (cat. no.: 16‐663; Millipore), following the manufacturer's instructions. The immunoprecipitation was performed overnight at 4°C, using 5 μl of ChIPAb + Trimethyl‐Histone H3 (Lys4, cat. no.: 17‐614; Millipore). Following immunoprecipitation, the Protein A + G bead‐antibody/chromatin complex was separated with the magnetic Magna Grip Rack separator (cat. no.: 20‐400; Millipore) and washed; the protein–DNA complexes were eluted, crosslinks were reversed to free DNA, and DNA was purified. An aliquot of the initially digested chromatin was used as a template for input samples after its purification. ChIP experiments were performed using two biological replicates with two technical replicates each; all PCR reactions were run in triplicate per sample. PCR amplification was carried out using the Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific Inc., following the manufacturer's instructions) on a C1000 Thermal Cycler (Bio‐Rad Laboratories Inc., Hercules, CA, USA). Primers used are listed in Table S1. ChIP‐qPCR data were normalized to the input sample (1% of input chromatin), according to the percent input method (% Input = 2^((Cq(IN)‐Log^_2_^(DF))‐Cq(IP))^ × 100; Solomon *et al*., 2021).

### Statistical analysis

All experiments were repeated at least two times. Statistical analysis for samples that passed the normality test was performed using a Student's *t*‐test by evaluating the two‐tailed *P*‐value, Brown–Forsythe test, or one‐way ANOVA. When the normality test failed, nonparametric multiple comparison procedures (Holm–Sidak method or Mann–Whitney rank sum test) were applied. The statistical analysis used in each case is indicated in the figure legends. For statistical analysis and graph preparation, SigmaPlot v.12 (Systat Software Inc., Chicago, IL, USA) and OriginPro (OriginLab Corp., Northampton, MA, USA) were used.

## Results

### Histone methyltransferase activity of ATX1 is essential for LR development

ATX1‐dependent H3K4me3 is required for efficient elongation of transcription, and histone methylation (Ding *et al*., 2012). To compare how root system formation depends on the complete loss of *ATX1* expression vs its development when only methyltransferase activity is compromised, we analyzed root development in the *atx1‐1* null mutant (Fig. S1a) and *atx1setm*, which possesses catalytically inactive ATX1 harboring five tyrosine‐to‐alanine substitutions in the SET domain in the *atx1‐1* background (Ding *et al*., 2012; Fig. S1b). Therefore, while ATX1 was absent in the *atx1‐1* mutant, the protein was present in the *atx1setm* mutant, but its methyltransferase activity was abolished. Surprisingly, the *atx1setm* seedlings were affected to a greater extent than the *atx1‐1* null mutant, as their primary roots were 65 and 40% shorter than those of the WT (Ws), respectively (Fig. 1a,b). This finding suggests that the ATX1 protein lacking methyltransferase activity prevents H3K4 methylation by other TrxG proteins in the proximity of the ATX1 DNA‐binding sites.

**Fig. 1:**
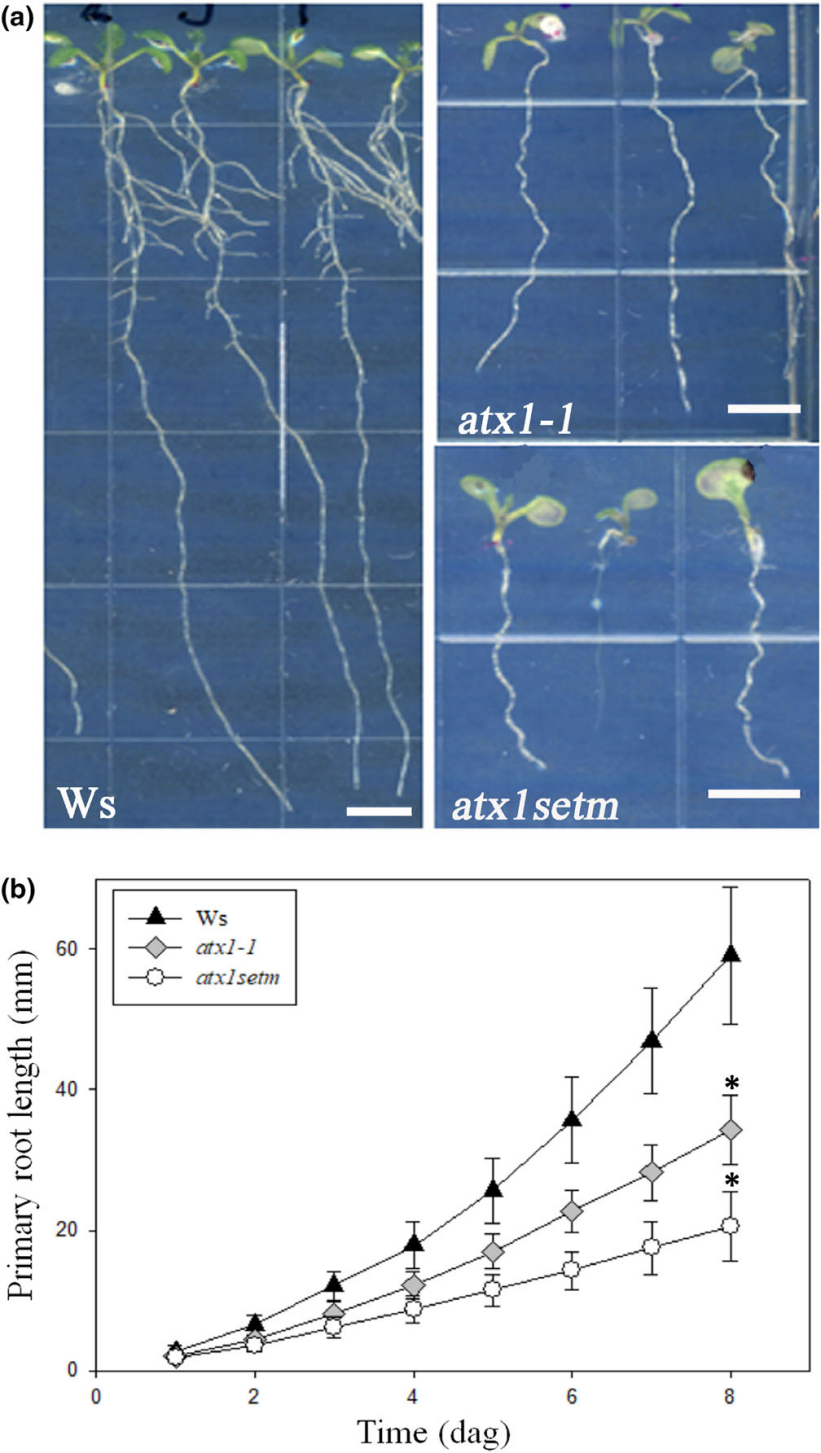
Histone methyltransferase activity of ARABIDOPSIS HOMOLOG OF TRITHORAX1 (ATX1) is essential for *Arabidopsis thaliana* root development. (a) Wild‐type (Wassilewskija (Ws)), *atx1‐1*, and *atx1‐1*; *ATX1‐setm* (*atx1setm*) seedlings at 8 d after germination (dag). Bars, 5 mm. (b) Primary root growth dynamics of Ws, *atx1‐1*, and *atx1setm*. Values are means ± SD (*n* = 25–31). Combined data of three independent experiments are shown; asterisks indicate statistical differences between each of the mutants and the Ws and among the two mutant alleles (*, *P* < 0.001, one‐way ANOVA).

We have previously shown that LR density in the root branching zone (a root portion with emerged LRs, Dubrovsky & Forde, 2012; Fig. 2) in *atx1‐1* was lower than that in the WT, but the LRP density in this zone was greater (Napsucialy‐Mendivil *et al*., 2014). Similar changes were found in the *atx1setm* mutant (Fig. 2), suggesting that LR emergence was delayed. This was in agreement with the finding that a fraction of *atx1setm* seedlings (50%) did not have emerged LRs at all (this phenotype was not present in *atx1‐1* mutant). Despite the higher density of LRPs in *atx1setm* seedlings, LRI was not affected. The density of LRPs in a subsample of seedlings without LRs was the same as the density of all LRI events (including both LRs and LRPs) in a subsample that formed LRs (Fig. 2, compare all LRI events). The density of all LRI events in *atx1‐1* was the same as in the WT, and in *atx1setm*, it was greater than in WT. However, because the fully elongated cortical cells were shorter in the *atx1setm* seedlings (Fig. S2a), the LRI index (i.e. the number of LRI events in a root portion corresponding to 100 cortical cells in a file; Dubrovsky *et al*., 2009) did not differ between the mutants and the WT (Fig. S2b). Therefore, LRI was quantitatively similar to WT in both *atx1* mutants. The finding that in *c*. half of 8 dag *atx1setm* seedlings no LR emerged suggests that the H3K4me3 marks in the ATX1 binding sites are required for normal timing of LRP development in WT plants.

**Fig. 2:**
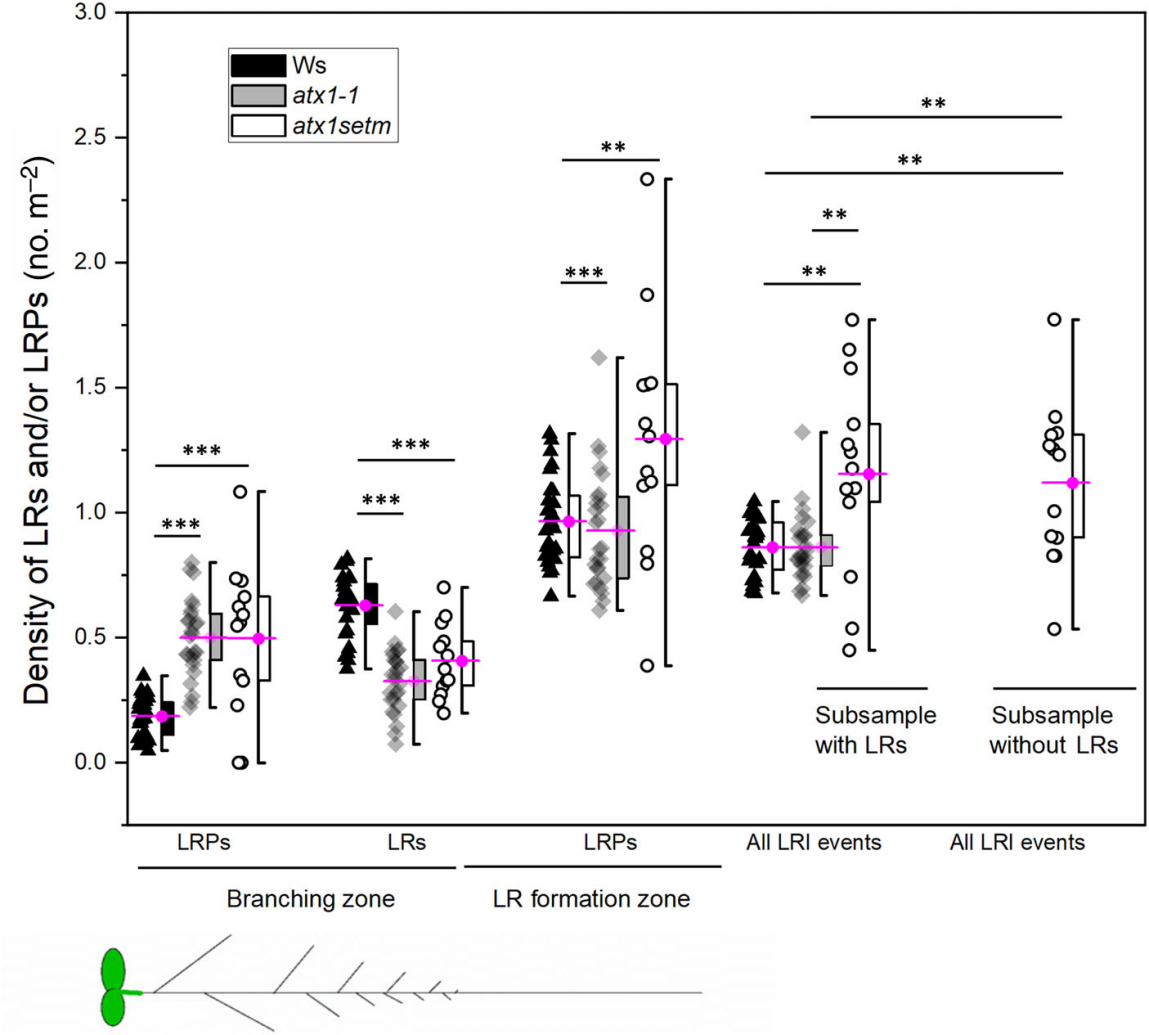
Quantitative analysis of *Arabidopsis thaliana* lateral root (LR) formation in the *atx1‐1* and *atx1setm* mutants in comparison with the wild‐type (Wassilewskija (Ws)) in seedlings 8 d after germination. Lateral root primordia (LRPs) were analyzed within branching and LR formation zones, depicted at the bottom. All lateral root initiation (LRI) events were compared separately for a subsample of *atx1setm* plants that formed LRs and for a subsample in which LRs did not emerge. All other data include *atx1setm* subsample with LRs. Only statistically significant differences are indicated for each parameter using pairwise comparison among different genotypes by the Holm–Sidak method at ***, *P* < 0.001 and **, *P* < 0.01. Mean values (magenta) are shown; boxes span from 25 to 75% percentiles, and whiskers range from a minimum to a maximum value. Combined data of three independent experiments are shown: *n* ranges from 26 to 28 seedlings.

Next, we addressed the possible reasons for the delayed or arrested LRP formation in the *atx1‐1* and *atx1setm* mutants. In the *atx1‐1* mutant, LRP morphogenesis is severely affected, and asymmetric one‐dome, extended, or two‐dome LRPs are formed (Napsucialy‐Mendivil *et al*., 2014). Similar abnormalities were observed in the roots of the *atx1setm* mutant (Figs 3a, S3), and their frequency was even greater than in *atx1‐1*: 50% of LRs and 60% of LRPs formed by the *atx1‐1* mutant exhibited abnormalities, whereas 67% of LRs and 67% of LRPs formed by the *atx1setm* mutant exhibited abnormalities (Fig. 3a,b). As expected, the percentage of LRP abnormalities when *ATX1* was overexpressed in *atx1‐1* background was similar to that of WT (Fig. S4).

**Fig. 3:**
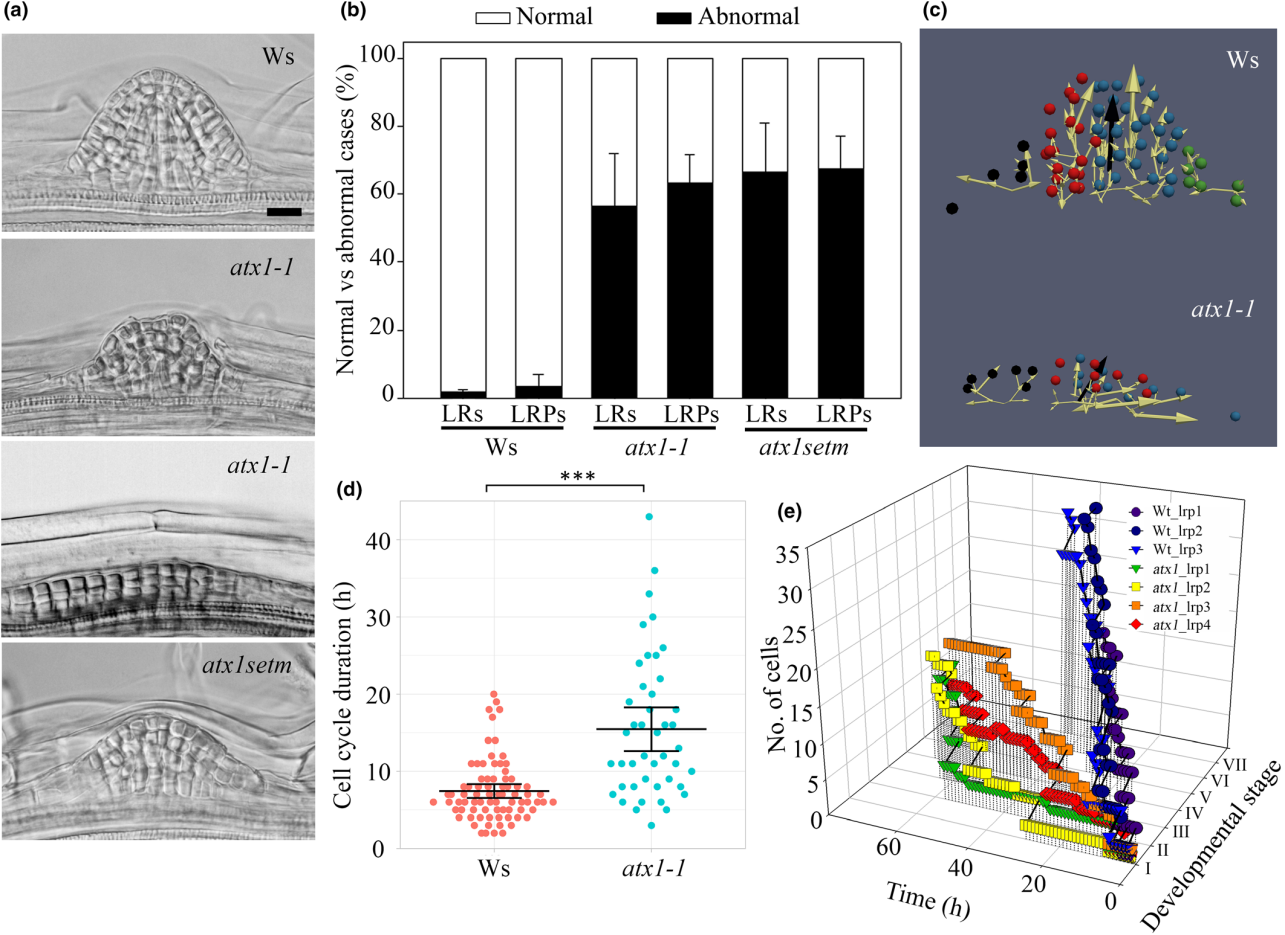
ARABIDOPSIS HOMOLOG OF TRITHORAX1 (ATX1) is required for correct timing during lateral root (LR) primordium (LRP) morphogenesis in *Arabidopsis thaliana*. (a) Representative images of LRPs in the wild type (Wassilewskija (Ws)), *atx1‐1*, and *atx1setm* mutants. Bar, 20 μm; all panels are at the same magnification. (b) Percentage of abnormal LRPs and LRs in Ws, *atx1‐1*, and *atx1setm* seedlings at 8 d after germination. Combined data of three independent experiments; mean ± SD, total *n* range from 26 to 28 seedlings. (c–e) Analysis of cell proliferation dynamics in Ws and *atx1‐1*, both transformed with the *pTCTP1::3x mVENUS* construct, using time‐lapse experiments. (c) Principal growth directions (PGDs) were analyzed in Ws and *atx1‐1* mutant LRPs over a 37‐h period after the time‐lapse experiment started. During this time, depicted LRPs reached Stages VII and III for Ws and *atx1‐1*, respectively. The progeny of each cell was followed from Stage I LRPs, and related color‐coded clones are shown. Yellowish arrows indicate the PGDs of each clone, and black arrows indicate the average PGD of all the clones. Note that the latter in *atx1‐1* is not perpendicular to the parent root growth axis, as in Ws. (d) Analysis of cell cycle duration in the developing LRPs in Ws and the *atx1‐1* mutant. Data show means ± SD. Individual values are shown. A statistical significance (***) is at *P* < 0.001, Mann–Whitney rank sum test; wild‐type *n* = 80 cells from three LRPs, developed from Stages I to VII; each LRP was from different seedlings; in *atx1‐1*, *n* = 46 cells from four LRPs developed from Stages I to V; each LRP was from a different seedling. (e) Analysis of LRP development showing the dynamics of cell number increase at each developmental stage. The data in (d) and (e) were extracted by tracking the progeny of each cell in the central portion of the master cell file from each LRP: *n* = 78 cells from three LRPs in Ws and 44 cells from four LRPs in the *atx1‐1* mutant. Time‐lapse experiments started at Stage I LRPs and spanned 72 h for the mutant; cell tracking for Ws was performed only until Stage VII that ranged between 34 and 40 h from the beginning of the experiment.

To investigate the cellular basis of these morphogenetic abnormalities and track the progeny of each cell, we created nuclear marker lines (*pTCTP1::3x mVENUS*) in *atx1‐1* and the WT (Ws). To address possible reasons for a lower density of emerged LRs in the root branching zone of the *atx1‐1* mutants (Fig. 2), we analyzed the distribution of LRP developmental stages by performing long‐term time‐lapse experiments. In *atx1‐1*, the LRP reached Stages II, III, IV, and V (as defined in Malamy & Benfey, 1997) two to three times slower than those in the WT (Fig. 3e; Table 1). During the 72‐h experiment, the LRPs in the *atx1‐1* mutant reached Stage V, while in the WT, Stage VII LRPs were observed by 38 h (Table 1; Fig. S5). To estimate cell cycle duration, starting from Stage I LRP, a progeny of each cell was followed. The Live Plant Cell Tracking (LiPlaCeT) Fiji plug‐in (Hernández‐Herrera *et al*., 2022) was used to record the time when each cell just divided. Each daughter cell was monitored in time‐lapse, and the time span until the next division was considered a duration of the cell cycle. The *pTCTP1::3x mVENUS* nuclear marker (Fig. S5) was used to identify each nucleus and cell progenies. This analysis showed that slow LRP formation and slow transition to each subsequent stage in the *atx1‐1* mutant were caused largely by extended cell cycle duration (Fig. 3d). In *atx1‐1* LRPs, the cell cycle was 2.1 times longer than that in the WT (Average of 7.44 h for WT and 15.45 h for *atx1‐1*).

**Table 1:** Timing of lateral root primordium (LRP) formation in mutant and wild‐type seedlings of *Arabidopsis thaliana*.

Developmental stage	Ws	*atx1‐1*	Statistical analysis, *P*
II	6 ± 2.0	13.5 ± 11.0	0.114^a^
III	14.3 ± 4.0	41.3 ± 15.6	0.0356
IV	17.7 ± 4.2	56.3 ± 10.2	0.002
V	22 ± 3.5	62.3 ± 8.0	0.0002
VI	28.3 ± 3.8	Did not reach the stage during 72 h	
VII	36.7 ± 6.5	Did not reach the stage during 72 h	

The data were extracted from time‐lapse experiments and show the duration in hours from Stage I LRP until the developmental stage indicated. Mean ± SD; *n* = 3 to 4. Two‐tailed Student's *t*‐test *P*‐values are indicated. ^a^Indicates that normality test failed, and a nonparametric Mann–Whitney rank sum test was used.

Furthermore, an analysis of the dynamics of cell number increase at each LRP stage revealed that the slow transitions between stages in the *atx1‐1* mutant (Fig. 3e) were associated with lower cell production. In the *atx1‐1* mutant, the transition from Stages II to III was 3.3‐fold longer than in the WT. As many LRPs in the *atx1‐1* mutant had abnormal shapes (Fig. 3a,b), we also conducted 3D visualization of PGDs obtained from cell tracking of progenies of Stage I LRP located in the master cell file defined by von Wangenheim *et al*. (2016). The PGD is the average vector from all cell division vectors of progenies of each individual cell present at the beginning of the experiment (Hernández‐Herrera *et al*., 2022). This analysis showed that while in the WT, the PGD is properly established during LRP morphogenesis, and it is orthogonal to the longitudinal axis of the parent root, in the *atx1‐1* mutant, this correct PGD fails to establish. The calculated growth direction in *atx1‐1* was intermediate between the longitudinal and transverse direction in relation to the parent root, tending to be tangential (Fig. 3c; Video S1). This explains why it was common to find longitudinally extended LRPs in the mutant (Napsucialy‐Mendivil *et al*., 2014; Fig. 3a).

Our observation that the *atx1setm* mutant exhibited even stronger developmental defects in LR formation than the *atx1‐1* null mutant (Figs 1, 2, 3) suggests that in the null mutant the H3K4me3 marks could be added also by other methyltransferases. In summary, comprehensive analysis of cell proliferation features in time‐lapse experiments revealed that ATX1 activity plays an important role during LRP morphogenesis through its impact on cell cycle duration, cell division orientation, and establishment of a new growth direction.

### Identification of differentially expressed genes related to plant development in the *atx1setm* mutant

To investigate the possible target genes of ATX1 related to its methyltransferase activity and linked to root development, we performed RNA‐Seq of the WT and *atx1setm* roots using 8–10 dag seedlings. 

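*ATX1* itself, the gene altered in the mutant, had 731 and 388 exon reads in Ws replicates 1 and 2, and 475 and 270 in *atx1setm* replicates 1 and 2. The *atx1setm* line carries an *ATX1* transgene without methyltransferase activity in the *atx1‐1* background, and transcripts of that transgene would map to the same locus (AT2G31650, chromosome 2 of TAIR10 from 13455272 to 13462181). Its level was 12.4 ± 3.44 CPM (counts scaled to library size; SD, n = 2 libraries) in the WT and 8.60 ± 2.24 CPM (SD, n = 2) in *atx1setm*. This is a log2 fold change of −0.53 (SE 0.34, adjusted p = 0.701 from edgeR's quasi‐likelihood test) and does not exceed the spread between replicates. Its intron reads were 0 and 2 in Ws and 44 and 43 in *atx1setm*. Markers of other tissues were compared as a check on what was collected. The 6 xylem, 3 phloem, 4 root cap and 11 green shoot markers measured had 0 members higher and 0 lower by edgeR's quasi‐likelihood test, over all genes, over each list alone and at an unadjusted p under 0.05, and 0 by edgeR's exact test and by DESeq2. The xylem protease gene *XCP1* had a log2 fold change of 0.35 (SE 0.30), the phloem sucrose carrier gene *SUC2* −0.32 (SE 0.24), the root cap regulator *BRN1* 0.85 (SE 0.38) and the light‐harvesting gene *LHCA1* −0.52 (SE 0.52), or −1.26 without *atx1setm* replicate 2. Over the list alone, leaving out a library changed this for the green shoot markers, with 11 of 11 lower without *atx1setm* replicate 2 and 2 higher without *atx1setm* replicate 1, and for 1 root cap marker, higher without *atx1setm* replicate 1 and with a replicate block. None of the 3 seed storage genes had enough reads to be tested. Among the green shoot markers, *RBCS1B* had 14 and 24 reads in Ws and 5 and 89 in *atx1setm*, a log2 fold change of 1.42 (SE 1.29). With such a spread between replicates, the 0 calls for these markers do not show that the genotypes held an equal share of shoot tissue.

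The RNA came from whole roots, with 2 biological replicates of each genotype sequenced on 1 lane. The labels give an age of 10 days, and the methods 8 days for RNA‐Seq and 8 to 10 days for RNA extraction. The labels and the methods also name different basal media. The deposited table holds the authors' exon read counts for 28642 loci, mapped to TAIR10 and counted in CLC Genomics Workbench, with totals of 46439122 and 38574293 exon reads in Ws and 42842799 and 45025842 in *atx1setm*. From these counts, 20714 genes passed edgeR's expression filter, libraries were scaled by the trimmed mean of M values (TMM) and genotypes were compared by edgeR's quasi‐likelihood test with Benjamini‐Hochberg adjustment. Against raw exon totals, without TMM, replicates differed by more than counting noise for 63.9% of genes in the WT and for 80.3% in *atx1setm*. The TMM factors were 1.06 and 1.01 in Ws and 1.09 and 0.855 in *atx1setm*. A difference that TMM would scale out is thus counted in these shares, more so in *atx1setm*.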

As in half of all *atx1setm* plants, LRs did not emerge, and in another half the density of LRs in the branching zone was significantly lower than that in WT (Fig. 2), for RNA‐Seq sample the whole roots were collected. Transcriptome profiling showed that 344 genes were differentially expressed (≥ threefold change) in roots of the *atx1setm* mutant. Of these, 189 genes were downregulated, and 155 were upregulated (Fig. 4a; Table S2). 

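*CDEF1*, a cutinase gene, had 36.3 ± 8.83 CPM (SD, n = 2) in the WT and 455 ± 68.0 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of 3.65 (SE 0.33). *ATHB21*, a homeobox gene, had 1.90 ± 0.362 CPM (SD, n = 2) in the WT and 0.0711 ± 0.00962 CPM (SD, n = 2) in the mutant, a log2 fold change of −4.69 (SE 0.49). *KIDARI*, which encodes an atypical bHLH protein of light signaling, had a log2 fold change of −1.91 (SE 0.25), and *PDF1*, expressed in the outer cell layer of meristems, −1.93 (SE 0.27). Their adjusted p over all genes from edgeR's quasi‐likelihood test lay between 0.0837 and 0.115. Of the 344 loci in Table S2, 341 were tested, and 338 of these differed in the direction of the paper's fold change at an unadjusted p under 0.05. The loci were chosen by the study on the same libraries, so this count is not independent evidence of their direction.

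At the paper's thresholds, edgeR's quasi‐likelihood test called 0 genes lower and 0 higher among the 20714 tested. At an unadjusted p under 0.05, it had 990 genes lower and 1022 higher, and its smallest adjusted p was 0.0837. With the same thresholds, edgeR's exact test called 247 genes lower and 166 higher, of which 313 in all are loci of Table S2 with the same direction. DESeq2 called 203 lower and 160 higher, with 291 at loci of Table S2. The authors' own gene‐level comparison in the deposited table holds 233 genes lower and 185 higher at these thresholds. With the replicate number as a block, which assumes that the same numbers mark a shared batch although no source says so, the quasi‐likelihood test called 414 lower and 340 higher, with 334 at loci of Table S2. The blocked fit has fewer residual degrees of freedom than the unblocked one, so its p-values lean more on the spread shared across genes. It sets the low end of many ranges of adjusted p given over the alternatives. Libraries were also simulated, drawn independently of each other with the estimated dispersion of each gene, and 200 genes were changed 3‐fold or 6‐fold. In the data, by contrast, deviations of same‐numbered libraries from their group means had a correlation of 0.71 over genes. At the paper's thresholds, the unblocked test called 61 simulated genes, against 0 in the data, and the exact test 120, against 413. At an adjusted p under 0.05, the unblocked test recovered 16% of the simulated 3‐fold and 81% of the 6‐fold changes with 8 unchanged genes called. The exact test recovered 40% and 91% with 41.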

To explore the molecular pathways affected in the *atx1setm* mutant, we performed Gene Ontology analysis of differentially expressed genes (DEGs) focusing on biological process (Fig. 4b). As H3K4me3 is a chromatin modification mark associated with active gene transcription (Benayoun *et al*., 2014), to identify putative targets of ATX1, we analyzed the downregulated genes in more detail. 

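Genes of root hair growth were lower in *atx1setm* roots. Of 36 root hair genes measured, 28 fell and 0 rose by edgeR's quasi‐likelihood test adjusted over the list alone, and the median log2 fold change was −1.78. *FLA6*, which encodes a fasciclin‐like arabinogalactan protein, had 13.8 ± 2.18 CPM (SD, n = 2) in the WT and 1.12 ± 0.136 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −3.61 (SE 0.32). The bHLH regulators of root hair development *RHD6* and *RSL2*, chosen after their values were seen, had log2 fold changes of −1.55 and −1.76. Extensins, structural proteins of the cell wall, and leucine‐rich repeat extensins were mostly lower as well. Of 22 measured, 12 fell and 1 rose adjusted over the list alone. *EXT7* fell with a log2 fold change of −2.46 (SE 0.23), *EXT8* with −2.75 (SE 0.25) and *EXT13* with −2.97 (SE 0.29), whereas *EXT18*, chosen after its value was seen, rose with 1.32 (SE 0.44). A list of genes of hairless epidermal cells and of epidermal patterning, called hairless epidermis genes below, was also examined. It mixes both kinds of genes. Its direction therefore does not show whether genes of hairless cells moved with the root hair genes or against them. Of 11 measured, 5 fell and 0 rose adjusted over the list alone, among them *TRY* (log2 fold change −1.79, SE 0.38) and *GL3* (−1.51, SE 0.34), which help to set the pattern of hair and hairless cells.

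Adjusted over all genes, the quasi‐likelihood test called 0 members of these 3 lists. At an unadjusted p under 0.05, it had 29 root hair genes lower and 0 higher, 12 extensins lower and 1 higher, and 6 hairless epidermis genes lower and 0 higher. For the same lists over all genes, edgeR's exact test had 24 root hair genes, 12 extensins and 2 hairless epidermis genes lower and 1 extensin higher, and DESeq2 had 23, 12 and 1 lower and 1 extensin higher. Against other genes, camera with a preset correlation gave an adjusted p of 8.03e-28 for the root hair genes, 4.7e-07 for the extensins and 1.31e-04 for the hairless epidermis genes. With an estimated correlation, these calls were lost, at an adjusted p = 0.232 for the root hair genes and an adjusted p = 0.333 for the other lists. The estimated correlation was 0.0139 for the root hair genes, close to the preset 0.01, and −0.0787 for the hairless epidermis genes. A higher correlation between members therefore does not account for the loss in those lists. By fry's test of a shared direction, the root hair genes (adjusted p = 0.0035), extensins (0.0255) and hairless epidermis genes (0.00282) were lower. Table S2, seen when the lists were fixed, holds 17 of the root hair genes and 12 of the extensins, so their counts are not independent evidence of direction. Over the list alone, the alternatives had 24 to 30 root hair genes, 8 to 12 extensins and 0 to 7 hairless epidermis genes lower, this last count being 0 without Ws replicate 1, with library totals and with limma‐trend on RPKM with either pseudocount, and 1 without Ws replicate 2, and *EXT18* did not pass with RLE normalization, at least 10 counts in every library, gene reads, the quasi‐likelihood test without the legacy fit, or without either Ws replicate.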

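Peroxidases and xyloglucan enzymes of the wall went both ways. Of 63 class III peroxidases measured, enzymes that make or use hydrogen peroxide in the wall, 6 fell and 4 rose by edgeR's quasi‐likelihood test adjusted over the list alone. *RHS18*, a root hair peroxidase gene, fell from 30.8 ± 3.40 CPM to 5.09 ± 0.109 CPM (SD, n = 2 each), a log2 fold change of −2.60 (SE 0.25). *RHS19* fell from 204 ± 5.35 CPM to 41.4 ± 5.33 CPM (SD, n = 2 each), a log2 fold change of −2.30 (SE 0.25). The peroxidases that rose, *PER28*, *PER48*, *PER53* and *PER54*, were chosen after their values were seen and had log2 fold changes of 1.17 to 2.38. Of 29 xyloglucan endotransglucosylase/hydrolases, which cut and rejoin wall xyloglucan, 5 fell and 3 rose adjusted over the list alone. *XTH12* and *XTH13* fell with log2 fold changes of −1.79 (SE 0.34) and −2.45 (SE 0.39), and *XTH20* and *XTH28*, chosen after their values were seen, rose with 1.40 and 1.25. Of 19 α‐expansins, which loosen walls, 1 rose and 0 fell adjusted over the list alone, and *EXPA17* was the one that rose, from 14.5 ± 3.11 CPM to 56.7 ± 11.4 CPM (SD, n = 2 each).

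None of these families had a member called over all genes by the quasi‐likelihood test (0 lower and 0 higher). Its counts at an unadjusted p under 0.05 were 9 peroxidases lower and 11 higher, 5 xyloglucan enzymes lower and 4 higher, and 2 expansins lower and 6 higher. By edgeR's exact test over all genes, 6 peroxidases and 5 xyloglucan enzymes were lower, and 7 peroxidases, 2 xyloglucan enzymes and 1 expansin were higher. DESeq2 had 5 of each of the first 2 families lower, and 3, 2 and 1 higher. By camera with a preset correlation, the expansins were higher than other genes (adjusted p = 0.0128), a call that was lost with an estimated correlation (adjusted p = 0.882). Over the list alone, the alternatives ran from 1 peroxidase higher (without either Ws replicate) to 18 (without *atx1setm* replicate 1) and from 4 lower (without Ws replicate 2) to 15 (replicate block). They ran from 0 xyloglucan enzymes higher (without either Ws replicate) to 8 (replicate block), with 4 to 6 lower, and from 0 expansins higher (without Ws replicate 1) to 11 (without *atx1setm* replicate 1), with 0 to 2 lower. The enrichment planned for the peroxidases and extensins could not be computed on the 0 genes called. Genes lower by the exact test at an adjusted p under 0.05 were used instead, a choice made after seeing the data. The 7 peroxidases and 1 extensin higher by the exact test were not tested for enrichment. The lower genes held 9.52% of the peroxidases against 2.2% of other genes (Fisher's exact test, two‐sided, odds ratio 4.67, p = 0.00274) and 54.5% of the extensins against 2.17% (odds ratio 54.1, p = 6.77e-15). Without the genes of Table S3, 3 of 59 peroxidases remained lower (p = 0.134 by Fisher's exact test) and 11 of 21 extensins (p = 1.17e-13).

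**Figure D1:**
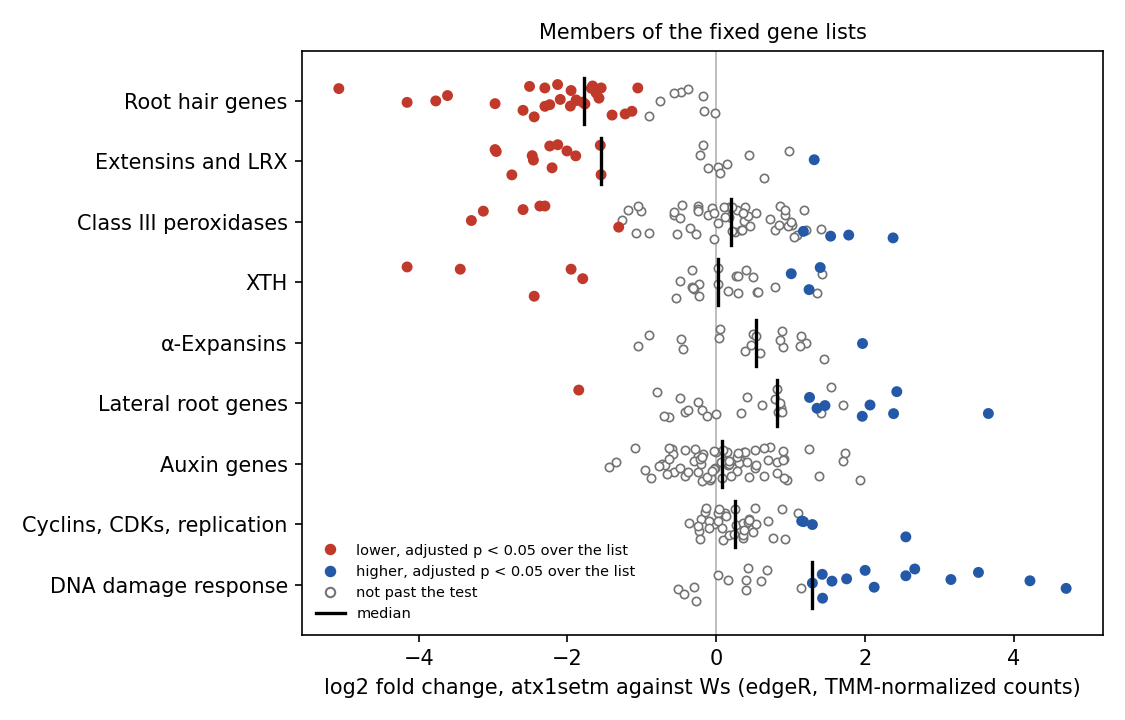
Log2 fold change of *atx1setm* against WT (horizontal axis) for each measured gene of 9 lists, as red points for genes lower and blue points for genes higher at an adjusted p under 0.05 over the list alone, open points for genes that did not pass, and a black line at each list's median. The root hair genes lie left of 0 around a median of −1.78 and the extensins around −1.55, while the peroxidases (median 0.19) and xyloglucan enzymes (median 0.03) lie on both sides of 0.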

In agreement with developmental defects identified in the *atx1setm* mutant, we found significant enrichment of genes important for plant‐type cell wall organization (*P* = 3.26 × 10^−9^), trichoblast differentiation (*P* = 4.61 × 10^−5^), hydrogen peroxide catabolic process (*P* = 3.57 × 10^−4^), cell tip growth (*P* = 3.75 × 10^−4^), and positive regulation of development (*P* = 1.28 × 10^−3^; Fig. 4b). We previously showed that the abnormalities in *atx1‐1* LRP morphogenesis were not directly related to auxin response (Napsucialy‐Mendivil *et al*., 2014). 

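Genes of auxin biology showed no shared shift in *atx1setm* roots. Of 73 genes of auxin metabolism, transport, perception and signaling measured, the median log2 fold change was 0.08. *YUC3*, which encodes an enzyme of auxin synthesis, had 10.7 ± 0.432 CPM (SD, n = 2) in the WT and 3.94 ± 0.201 CPM (SD, n = 2) in the mutant, a log2 fold change of −1.44 (SE 0.26). *PIN4*, an auxin efflux carrier gene, had 43.0 ± 11.4 CPM (SD, n = 2) and 16.9 ± 2.30 CPM (SD, n = 2), a log2 fold change of −1.35 (SE 0.30).

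The quasi‐likelihood test of edgeR called 0 of the 73 genes higher and 0 lower, over all genes and adjusted over the list alone, where *YUC3* and *PIN4* had an adjusted p of 0.141. Over the list alone, the replicate block had 14 higher and 13 lower, and the test without *atx1setm* replicate 1 had 9 higher and 9 lower. At an unadjusted p under 0.05, the quasi‐likelihood test had 10 higher and 6 lower. By edgeR's exact test over all genes, 2 were lower, *YUC3* (adjusted p = 0.00521, 3.99e-06 to 0.838 over the alternatives) and *PIN4* (adjusted p = 0.0186, 4.86e-07 to 0.857), and 3 were higher, *GH3.3*, *IAA5* and *YUC2*, with log2 fold changes of 1.71 to 1.94, these last chosen after their values were seen. DESeq2 called *YUC3* and *PIN4* lower and *GH3.3* higher. By camera, the list did not differ from other genes (adjusted p = 0.486), and none of its members is in Table S2.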

In accordance with our transcriptomic analysis, no genes involved in auxin metabolism, perception or signaling were found among up‐ and downregulated genes, and only three indirectly auxin‐related genes were detected (Fig. S6). 

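Among cell cycle and replication genes, those that passed the test were higher in *atx1setm* roots. Of 44 cyclins, cyclin‐dependent kinases (CDKs) and replication genes measured, 4 rose and 0 fell by edgeR's quasi‐likelihood test adjusted over the list alone. *CYCB1-1*, a cyclin of the passage from G2 into mitosis, rose from 17.3 ± 1.01 CPM in the WT to 42.5 ± 6.78 CPM in *atx1setm* (SD, n = 2 each), a log2 fold change of 1.29 (SE 0.25). *RNR1*, the large subunit of ribonucleotide reductase, and *CYCD3-1*, a cyclin of the G1 phase, were chosen after their values were seen and rose with log2 fold changes of 1.17 and 1.15. The small subunit gene *TSO2* was the other member that rose. Of 18 CDK inhibitor genes of the *KRP* and *SIAMESE‐RELATED* (*SMR*) families, which slow the cycle, 2 rose and 0 fell adjusted over the list alone, and these were *SMR5* and *SMR7*.

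Adjusted over all genes, 0 members of either list passed the quasi‐likelihood test. At an unadjusted p under 0.05, it had 7 cyclins, CDKs and replication genes higher and 0 lower, and 3 inhibitors higher and 0 lower. Over all genes, edgeR's exact test and DESeq2 each had 4 of the first list and 2 inhibitors higher and 0 of either lower. Over the list alone, the 4 cyclins, CDKs and replication genes became 0 without either Ws replicate and with the robust option of the quasi‐likelihood test, 1 with library totals and with limma‐trend on log2(RPKM + 0.1), 7 without either *atx1setm* replicate and 9 with the replicate block, and the 2 inhibitors became 4 with the block and 5 without *atx1setm* replicate 1. By camera with a preset correlation, the first list was higher than other genes (adjusted p = 7.56e-04, but adjusted p = 0.423 with an estimated correlation) and the inhibitors did not pass (adjusted p = 0.114, but 0.0282 with the replicate block, and adjusted p = 0.722 with the block and an estimated correlation). Table S2, seen when the lists were fixed, holds 1 gene of the first list and 2 inhibitors, so their direction is not independent evidence.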

Surprisingly, neither cell‐cycle‐related downregulated DEGs were found, although three DEGs were upregulated (Fig. S6).

**Fig. 4:**
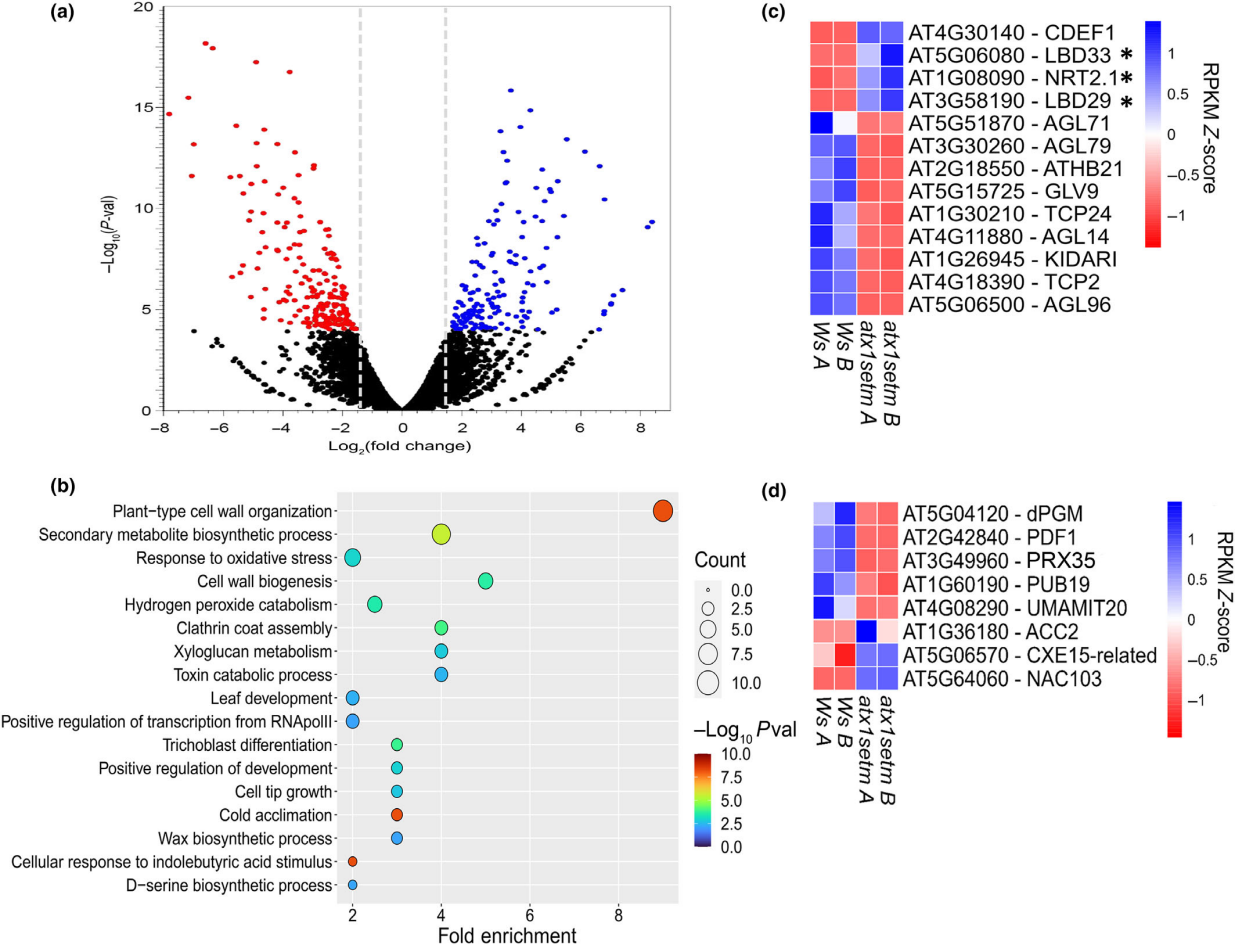
Transcriptomic analysis of the *atx1setm* mutant of *Arabidopsis thaliana*. (a) Volcano plot displaying upregulated (blue) and downregulated (red) genes in the *atx1setm* mutant compared with the wild type (Ws); fold change ≥ 3, *P*‐value ≤ 0.0001. (b) Gene Ontology (GO) enrichment analysis of downregulated genes; circle size is proportional to the number, or count, of occurrences for each biological process and filled with a color scale according to the −Log_10_ *P*‐value of the enrichment, which is given on the *X*‐axis. (c) Reads per kilobase per million mapped reads (RPKM) *Z*‐score of genes relevant for root system architecture. Genes reported as directly related to LRP development are indicated with an asterisk. Each column corresponds to a biological replicate of the indicated genotype. (d) RPKM Z‐score of genes differentially expressed in the *atx1setm* mutant, which were previously reported as being preferentially expressed in the pericycle (Parizot *et al*., 2012).

To validate the obtained RNA‐seq data, we performed RT‐qPCR analysis of selected genes (Table S1). We chose three downregulated genes (*GOLVEN 9* (*GLV9*), *RELATED TO AP2.1* (*RAP2.1*), and *COBRA‐LIKE9* (*COBL9*)) and three upregulated genes (*SIAMESE‐RELATED7* (*SMR7*), *NITRATE TRANSPORTER 2.1* (*NRT2.1*), and *SMR5*) in the *atx1setm* mutant. The RT‐qPCR and RNA‐seq data showed a similar transcript abundance trend for the evaluated genes (Fig. S7). 

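Among the 6 genes compared by RT‐qPCR, 2 were lower and 3 higher in the sequenced *atx1setm* libraries. The remaining gene, named *RAP2.1* in the paper, was lower at *RAP2.11*, the locus its primers match. *GLV9*, which encodes a root growth factor peptide, had 2.86 ± 0.457 CPM (SD, n = 2) in the WT and 0.194 ± 0.0928 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −3.88 (SE 0.50). *COBL9*, needed for tip growth of root hairs, had 55.4 ± 5.53 CPM and 17.5 ± 1.71 CPM (SD, n = 2 each), a log2 fold change of −1.66 (SE 0.24). *SMR7* had 0.520 ± 0.0100 CPM and 13.7 ± 8.26 CPM (SD, n = 2 each), a log2 fold change of 4.71 (SE 0.58). *SMR5* had 0.965 ± 0.160 CPM and 6.15 ± 3.57 CPM (SD, n = 2 each), a log2 fold change of 2.67 (SE 0.54). The high‐affinity nitrate transporter gene *NRT2.1* had 14.8 ± 7.58 CPM and 150 ± 57.5 CPM (SD, n = 2 each), a log2 fold change of 3.33 (SE 0.52). *RAP2.1* (AT1G46768), an ERF/AP2 transcription factor gene, had 4.40 ± 0.456 CPM and 7.11 ± 3.50 CPM (SD, n = 2 each), a log2 fold change of 0.69 (SE 0.43). The RAP2 primers of Table S1 match *RAP2.11* (AT5G19790) over their whole length, at 6689879 to 6689900 and 6689723 to 6689745 of chromosome 5. *RAP2.11* had a log2 fold change of −1.83 (SE 0.25). Table S2 holds *RAP2.11*, with a fold change of −3.56, and does not hold AT1G46768. Of the other primers for these genes, GLV9‐Fw matched its gene at 18 of 20 bases, COBL9‐Fw at 20 of 23 and COBL9‐Rv at 19 of 21. The rest matched over their whole length.

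By edgeR's quasi‐likelihood test over all genes, the adjusted p of these genes lay between 0.0976 for *SMR7* and 0.198 for *SMR5*, apart from *RAP2.1* at 0.691. By edgeR's exact test over all genes, all but *RAP2.1* passed, *GLV9* for example with an adjusted p of 2.31e-08 (8.53e-17 to 0.123 over the alternatives). Without *atx1setm* replicate 2, the log2 fold changes were 1.93 for *SMR5*, 3.92 for *SMR7* and 0.09 for *RAP2.1*, and without Ws replicate 2 that of *NRT2.1* was 3.99.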

The consistency of the results obtained by both methods validated our analysis of the identified DEGs.

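Transcripts of 2 TCP and 4 MADS‐box transcription factor genes were far less abundant in *atx1setm* roots. *TCP2* had 14.5 ± 0.715 CPM (SD, n = 2) in the WT and 0.919 ± 0.124 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −3.97 (SE 0.30). For *TCP24*, the levels were 23.1 ± 5.56 CPM and 2.34 ± 1.11 CPM (SD, n = 2 each), a log2 fold change of −3.30 (SE 0.45). *AGL14*, a regulator of root meristem growth, had 23.9 ± 7.52 CPM and 0.796 ± 0.208 CPM (SD, n = 2 each), a log2 fold change of −4.90 (SE 0.41). *AGL79* had a log2 fold change of −4.65 (SE 0.50). *AGL71* had 91 and 28 reads in Ws replicates 1 and 2, 119 together, and 3 together in *atx1setm*, a ratio of 38.3 (95% counting interval 12.8 to 188, which leaves out the spread between libraries). *AGL96* had 56 and 2 reads, a ratio of 27.0 (95% counting interval 7.14 to 228).

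By edgeR's quasi‐likelihood test over all genes, the adjusted p of these genes lay between 0.0837 for *TCP2* and *AGL14* and 0.145 for *AGL71*. The exact test of edgeR called all 6 lower, from an adjusted p of 2.16e-18 for *AGL14* (4.03e-53 to 0.117 over the alternatives) to 1.55e-05 for *AGL71* (2.32e-13 to 0.207). Without *atx1setm* replicate 1, the log2 fold changes of *TCP24* and *AGL79* were −3.89 and −5.34, and that of *AGL71* was −4.23 without Ws replicate 1 and −5.72 without *atx1setm* replicate 2. *AGL71* lies beside *AGL72*, a similar gene that was also lower by the exact test and was chosen after its value was seen.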

Among the downregulated DEGs involved in root development, we identified, as putative targets of ATX1 (Fig. 4c), the genes encoding plant‐specific transcription factors, such as *TEOSINTE BRANCHED*/*CYCLOIDEA*/*PROLIFERATING CELL FACTOR 2* (*TCP2*) and *TCP24* from the TCP gene family, which are involved in several developmental processes (Li, 2015), and *AGAMOUS‐LIKE14* (*AGL14*), *AGL79*, *AGL71*, and *AGL96*. The latter genes belong to the *MCM/AG/DEFICIENS*/*SERUM RESPONSE FACTOR* (MADS‐box) gene family, the members of which are involved in both shoot and root development (Alvarez‐Buylla *et al*., 2000a,b; Tapia‐López *et al*., 2008; Garay‐Arroyo *et al*., 2013; Gao *et al*., 2018) or mainly in root development (e.g., *AGL14*; Garay‐Arroyo *et al*., 2013, and *AGL79*; Gao *et al*., 2018). 

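Genes of LR initiation, patterning and emergence were more often higher than lower in *atx1setm* roots. Of 31 measured, 8 rose and 1 fell by edgeR's quasi‐likelihood test adjusted over the list alone, and the median log2 fold change was 0.81. *LBD29*, a transcription factor gene downstream of auxin response factors, rose from 1.95 ± 0.179 CPM in the WT to 10.5 ± 3.42 CPM in the mutant (SD, n = 2 each), a log2 fold change of 2.43 (SE 0.36). *LBD33*, from the same family, rose from 0.454 ± 0.0111 CPM to 5.78 ± 3.11 CPM (SD, n = 2 each), a log2 fold change of 3.66 (SE 0.53), or 2.99 without *atx1setm* replicate 2. The others that rose were *EXPA17* and, chosen after their values were seen, *LBD16*, *LBD17*, *WOX5*, *MAKR4* and *ADPG2*, with log2 fold changes of 1.26 to 2.39 for these last. The gene that fell, *UPB1*, a bHLH regulator of peroxidase genes, was also chosen after its value was seen and had a log2 fold change of −1.85. Among 10 genes of nitrate uptake and assimilation measured, 1 rose and 1 fell adjusted over the list alone. The transporter gene *NRT2.1* rose, and the nitrate reductase gene *NIA1* fell from 686 ± 81.2 CPM to 293 ± 46.7 CPM (SD, n = 2 each), a log2 fold change of −1.23 (SE 0.30).

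Over all genes, 0 members of either list passed the quasi‐likelihood test. At an unadjusted p under 0.05, 15 LR genes were higher and 2 lower, and 2 nitrate genes were higher and 1 lower. The exact test of edgeR and DESeq2 each had 7 LR genes higher and 1 lower over all genes, and 2 nitrate genes higher and 1 lower. By camera with a preset correlation, the LR list was higher than other genes (adjusted p = 5.57e-05). This call was lost with an estimated correlation (adjusted p = 0.333). By fry's test of a shared direction, the LR list was higher (adjusted p = 0.0404). Table S2, seen when the lists were fixed, holds 4 of the LR genes and 1 of the nitrate genes, so the direction of those is not independent evidence. The alternatives had 3 LR genes (without Ws replicate 1) to 17 (replicate block or without *atx1setm* replicate 1) higher and 0 to 6 lower over the list alone, and 1 to 4 nitrate genes higher and 0 (with RLE normalization or without either Ws replicate) to 2 lower.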

Other identified DEGs upregulated in the *atx1setm* background were reported to be involved in LR development (Fig. 4c), such as *LBD29* (Porco *et al*., 2016), *LBD33* (Berckmans *et al*., 2011), and *NITRATE TRANSPORTER2.1* (*NRT2.1*; Little *et al*., 2005).

Overall, the transcriptomic analysis revealed potential targets of ATX1 that are essential for plant development.

### Putative ATX1 targets involved in LR development

A previous study (Napsucialy‐Mendivil *et al*., 2014) and this work strongly suggest that ATX1 is required for LR development, specifically for LRP morphogenesis, cell cycle timing control, and coordination of cell proliferation and cell growth. LR development in *A. thaliana* starts in the xylem‐pole pericycle (XPP) cells (Laskowski *et al*., 1995; Dubrovsky *et al*., 2000; Beeckman *et al*., 2001), whose transcriptional profile differs significantly from the phloem‐pole pericycle (PPP) (Parizot *et al*., 2012). As XPP marker (J0121) is also expressed at early LRP stages (Laplaze *et al*., 2005; Dubrovsky *et al*., 2006), DEGs identified by Parizot *et al*. (2012) as enriched in XPP also included DEGs enriched in LRP cells. Thus, with the aim of identifying possible ATX1‐dependent players involved in LRP formation, we searched for downregulated DEGs identified in *atx1setm* roots by RNA‐seq and compared them with published data (Parizot *et al*., 2012) on transcripts preferentially expressed in XPP or PPP (Fig. 4d). These DEGs have different functions, which explains the pleiotropic phenotype of the *atx1setm* mutant. For example, some DEGs were preferentially expressed in XPP cells (Parizot *et al*., 2012), such as those encoding phosphoglycerate mutase (*dPGM*), peroxidase (*PRX35*), transcription factor (*NAC103*), and carboxylase (*ACC2*), whereas others were preferentially expressed in PPP cells, such as those encoding E3 ubiquitin ligase (*PUB19*), Nodulin MtN21‐like transporter (*UMAMIT20*), and a hydrolase, AT5G06570 (GEO accession no.: GSE252067). These genes were also enriched in other cell types (Fig. S8), such as phloem/pericycle and a sub‐cell type of stele as categorized in Zhang *et al*. (2019).

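Of these genes, *dPGM*, *PUB19* and *UMAMIT20* were less abundant in *atx1setm* roots, and *NAC103* and *ACC2* more abundant. *dPGM* had 21.8 ± 7.93 CPM (SD, n = 2) in the WT and 3.59 ± 0.444 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −2.60 (SE 0.36). *PUB19* had 27.9 ± 3.99 CPM and 4.66 ± 1.96 CPM (SD, n = 2 each), a log2 fold change of −2.58 (SE 0.38), and *UMAMIT20* had a log2 fold change of −2.21 (SE 0.38). *NAC103* had 2.52 ± 0.130 CPM and 22.5 ± 4.32 CPM (SD, n = 2 each), a log2 fold change of 3.16 (SE 0.29). *ACC2*, the plastid acetyl‐CoA carboxylase gene, had 11.8 ± 0.763 CPM in the WT and 57.8 ± 34.6 CPM in the mutant (SD, n = 2 each), a log2 fold change of 2.29 (SE 0.48), and without *atx1setm* replicate 1 the value was 1.50. The hydrolase gene AT5G06570 had 19.6 ± 3.15 CPM and 30.9 ± 5.50 CPM (SD, n = 2 each), a log2 fold change of 0.66 (SE 0.27). By edgeR's quasi‐likelihood test over all genes, the adjusted p was 0.0837 for *NAC103*, 0.115 for *dPGM*, 0.127 for *PUB19*, 0.156 for *UMAMIT20*, 0.213 for *ACC2* and 0.536 for AT5G06570. By edgeR's exact test and by DESeq2, all but AT5G06570 passed an adjusted p of 0.05 over all genes.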

One gene, *PRX35*, was particularly intriguing because (a) its expression level in *atx1setm* was significantly lower than that in the WT (Fig. 4d) and (b) *PRX35* could correspond to simultaneously more than one of the most enriched Gene Ontology categories that include cell wall organization, response to oxidative stress, hydrogen peroxide catabolic processes, and positive regulation of development (Fig. 4b). In addition, our preliminary experiments showed that a *PRX35* loss‐of‐function mutant had a peculiar LRP phenotype. Therefore, we studied *PRX35* as a putative ATX1 target.

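*PRX35* (AT3G49960, chromosome 3 from 18524084 to 18525687) was 5.17 times less abundant in *atx1setm* roots. The 2 Ws libraries held 4833 and 4557 of its reads and the 2 *atx1setm* libraries 794 and 945. Its level was 108 ± 13.4 CPM (SD, n = 2) in the WT and 20.8 ± 5.32 CPM (SD, n = 2) in *atx1setm*. This is a log2 fold change of −2.37 (SE 0.30), which varied from −2.64 to −2.13 over the alternatives. Among the class III peroxidases, it fell by edgeR's quasi‐likelihood test adjusted over the list alone (adjusted p = 0.00731). Over all genes, the same test gave an adjusted p of 0.10, edgeR's exact test 8.59e-08 and DESeq2 1.67e-07, with a range of 4.98e-21 to 0.142 over the alternatives. The paper takes genes downregulated in *atx1setm* as putative targets of ATX1, since H3K4me3 is a mark associated with active transcription. From the lower level of *PRX35*, the categories to which it could belong and its preliminary finding on the LRP of a loss‐of‐function mutant, the paper reasons that *PRX35* was a gene to study as a putative target.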

### *PRX35* is a new player in LRP morphogenesis

*PRX35* (AT3G49960) encodes class III plant peroxidase, and we explored its role in LR formation as a case study of an ATX1‐regulated gene involved in root development. First, we determined the abundance of *PRX35* transcript in the roots of homozygous loss‐of‐function *prx35‐2* mutant plants (Fig. S9). No *PRX35* mRNA was detected in root tissues. Next, we studied the root phenotype of this mutant. The primary root length in 3–8 dag *prx35‐2* seedlings was slightly but significantly longer compared with the WT (Fig. 5a). In agreement with this, the RAM was longer in the *prx35‐2* mutant compared with the WT (Fig. 5b). To substantiate these findings, we analyzed the primary root development of a second allelic mutant, *prx35‐1* (Jeong *et al*., 2022) and found a similar phenotype (Fig. S10a,b). These data suggest that changes in ROS balance affect primary root growth in the *prx35* mutants.

**Fig. 5:**
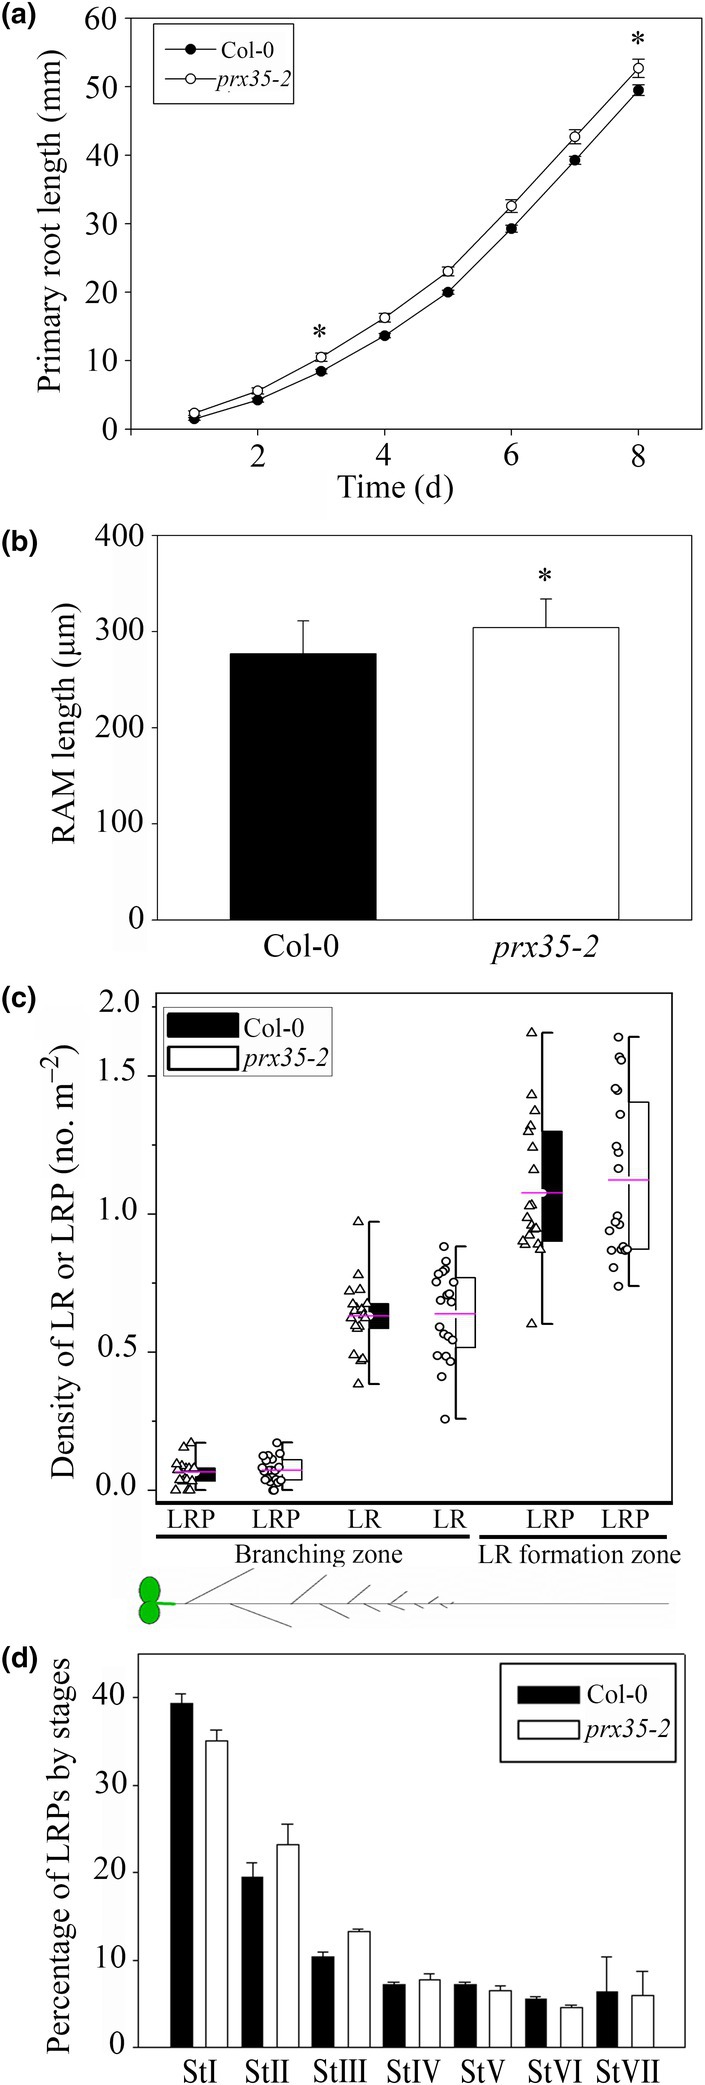
Phenotype of the *prx35‐2* mutant of *Arabidopsis thaliana*. (a) Primary root growth of wild‐type (Columbia‐0 (Col‐0)) and *prx35‐2* seedlings. Mean ± SE; * indicates statistically significant difference for root lengths at *P* = 0.020 and *P* = 0.049, Student's *t*‐test, three and 8 d after germination, respectively. (b) Root apical meristem (RAM) length in Col‐0 and *prx35‐2* seedlings. Two independent experiments. *n* = 21–22. Mean ± SD, * indicates a statistically significant difference at *P* = 0.008 (Student's *t*‐test). (c) Quantitative analysis of lateral root (LR) formation in Col‐0 and *prx35‐2* seedlings. In all cases, *P* > 0.05, Student's *t*‐test; all data and mean values are shown, boxes span from 25 to 75% percentiles, and whiskers range from a minimum to a maximum value. (d) Percentage of lateral root primordia (LRPs) by stage in Col‐0 and the *prx35‐2* mutant in the LR formation zone. Two independent experiments, *n* = 19–20. Mean ± SE. No statistically significant difference was observed (*P* > 0.05, Student's *t*‐test). All results are for seedlings at 8 d after germination.

As the *atx1setm* mutant was markedly affected in LR development and morphogenesis, we focused our analysis on similar processes in the *prx35‐2* mutant. No changes in the density of LRs and LRPs were found (Fig. 5c), and the length of fully elongated cortical cells in *prx35‐2* was the same as in the WT (Fig. S11), indicating that LRI was unaffected in this mutant, similarly to *atx1* mutants (Napsucialy‐Mendivil *et al*., 2014 and this study). Analysis of the distribution of LRPs by developmental stages showed no differences in *prx35‐2* plants compared with the WT (Fig. 5d), suggesting that primordium formation was not delayed in this mutant.

We found that abnormal LRPs were more abundant in the *prx35‐2* mutant (29%) than in the WT (5%; Fig. 6a). In contrast to the LRP domes typical of WT roots (Fig. 6b), the *prx35‐2* LRP domes were often asymmetric or flattened (Fig. 6a). Additionally, we found the LRPs with longitudinally extended base and LRPs with an extended base and a flattened dome (Fig. 6a). Similar abnormalities were found in *prx35‐1* LRPs (Fig. S10c–f). These abnormal phenotypes morphologically resembled those found in the *atx1‐1* and *atx1setm* mutants (Napsucialy‐Mendivil *et al*., 2014, Fig. 3). The *prx35* mutants are expected to have a higher endogenous level of H_2_O_2_, causing these abnormalities. To establish whether this effect can be exacerbated by an exogenous application of H_2_O_2_, we transferred 5 dag *prx35‐2* and WT seedlings to 0.2× MS medium supplemented with 2 mM H_2_O_2_ and grew them for an additional 3 d. This concentration was selected because our preliminary experiments showed that no effect was detected with a lower concentration of H_2_O_2_. The analysis was carried out specifically in the LR formation zone, where LRPs are initiated and developed during the treatment. In the *prx35‐2* mutant treated with 2 mM H_2_O_2_, we found a 25% increase in abnormal LRPs compared with untreated seedlings (Fig. 6a). Noteworthily, the percentage of abnormal LRPs in WT seedlings treated with H_2_O_2_ was similar to that in untreated *prx35‐2* seedlings (Fig. 6a; *P* > 0.05; Student's *t*‐test), indicating that H_2_O_2_ treatment in the WT phenocopied the mutant abnormalities. Together, these results indicate that *PRX35* has an essential role in LRP morphogenesis.

**Fig. 6:**
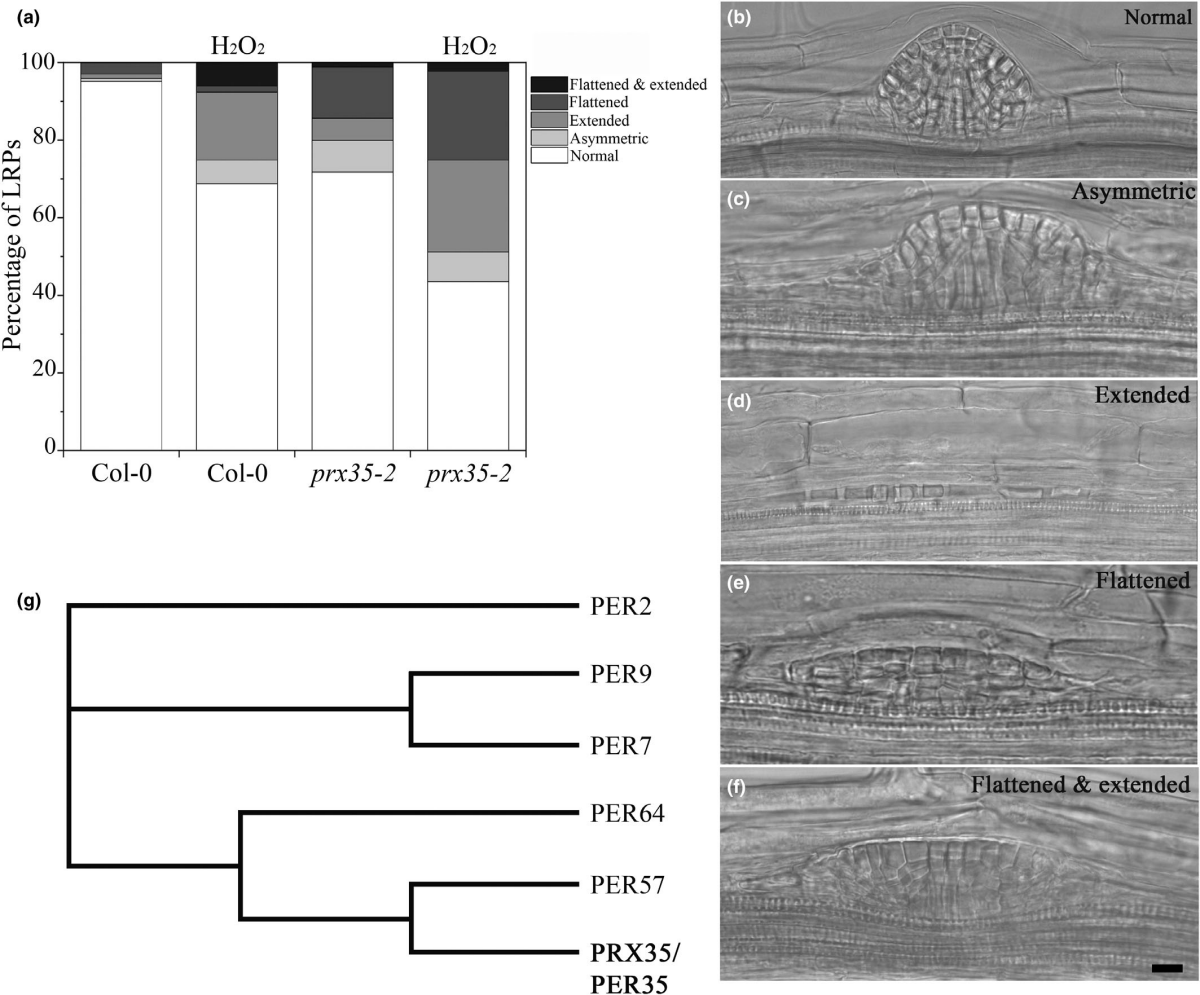
Lateral root (LR) primordium (LRP) morphogenesis in the *prx35‐2* mutant of *Arabidopsis thaliana*. (a) Percentage of abnormal LRPs in the LR formation zone wild‐type (Columbia‐0 (Col‐0)) and *prx35‐2* seedlings treated or not with 2 mM H_2_O_2_. Seedlings at 5 d after germination were transferred to a medium supplemented with 2 mM H_2_O_2_ where they grew for three additional days. Two independent experiments were performed; *n* = 19–22. (b) LRPs in the Col‐0. (c–e) Abnormalities in LRP formation in the *prx35‐2* mutant. All results are for seedlings at 8 d after germination. Bar, 20 μm (the same for (b–e)). (f) Cladogram of some members of the *A. thaliana* peroxidase protein family related to LR development.

Other peroxidases are known to be involved in LR development (Manzano *et al*., 2014; Orman‐Ligeza *et al*., 2016; Fernández‐Marcos *et al*., 2017). Therefore, the amino acid sequences of PER2, PER7, PER57, PER9, and PER64 proteins, which are all involved in LR development (Manzano *et al*., 2014; Fernández‐Marcos *et al*., 2017) (https://www.ebi.ac.uk/Tools/msa/clustalo/), were aligned with that of PRX35, and their levels of identity and similarity were analyzed (Fig. 6g). Strikingly, a low percentage of identity was found among these sequences. For example, PRX35 is more closely related to PER57 (42.3%) and PER64 (42.6%) than to the other members examined (Fig. 6g). This result suggests that there is low functional redundancy between these six peroxidases. Although there are 73 peroxidase genes in the *A. thaliana* genome (Cosio & Dunand, 2009), the phenotype of the *prx35* loss‐of‐function mutants, which have a flat‐dome‐shaped primordia and other abnormalities (Figs 6b–f, S10c–h), supports the notion that PRX35 activity is essential for normal LR morphogenesis. Also, we analyzed genes that are co‐expressed with *PRX35* (https://bar.utoronto.ca/) and found many genes involved in cell wall remodeling, such as *PECTIN METHYLESTERASE46* (*PME46*), which regulates pectin esterification between pericycle and endodermal cells; this enzymatic activity is essential for LRI (Wachsman *et al*., 2020; Table S3). Notably, *PME46* and the other seven genes involved in cell wall remodeling were co‐expressed with *PRX35* and were also downregulated in the *atx1setm* transcriptome data (Table S3, marked in bold). These results suggest that *PRX35* is part of a regulatory network that is important for LR development.

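Each of the 20 genes listed in Table S3 as co‐expressed with *PRX35* was lower in *atx1setm* roots. All 20 fell by edgeR's quasi‐likelihood test adjusted over the list alone, and 0 rose, with log2 fold changes of −4.16 to −0.90. All but *PME46*, *PER7*, AT4G25790 and *PER8* are also in the list of root hair genes above. The fall of this list is therefore largely the fall already given for the root hair genes. *PME46*, a pectin methylesterase gene, fell from 118 ± 10.6 CPM in the WT to 29.6 ± 5.82 CPM in *atx1setm* (SD, n = 2 each), a log2 fold change of −1.99 (SE 0.26). *PRP1*, which encodes a proline‐rich wall protein, fell from 84.4 ± 2.50 CPM to 6.18 ± 0.0753 CPM (SD, n = 2 each), a log2 fold change of −3.77 (SE 0.24). *XTH26*, a xyloglucan enzyme gene, fell with −4.16 (SE 0.40), the largest change among the 20. The peroxidase gene *PER8* fell with −3.29 (SE 0.30) and *XTH14* with −1.95 (SE 0.29). The smallest changes were those of the expansin genes *EXPA18*, −0.90 (SE 0.34), and *EXPA7*, −1.05 (SE 0.24).

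Over all genes, 0 of the 20 passed the quasi‐likelihood test, with adjusted p between 0.0837 and 0.496, and 20 were lower at an unadjusted p under 0.05. By edgeR's exact test and by DESeq2, 16 were lower over all genes. Without Ws replicate 2, 15 were lower over the list alone. By camera with a preset correlation, the list was lower than other genes (adjusted p = 1.07e-24). This call was lost with an estimated correlation (adjusted p = 0.333). By fry's test of a shared direction, the list was lower (adjusted p = 0.0324). Table S2 holds 13 of these genes and was seen when the list was fixed, so the count is not independent evidence of direction.

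**Figure D2:**
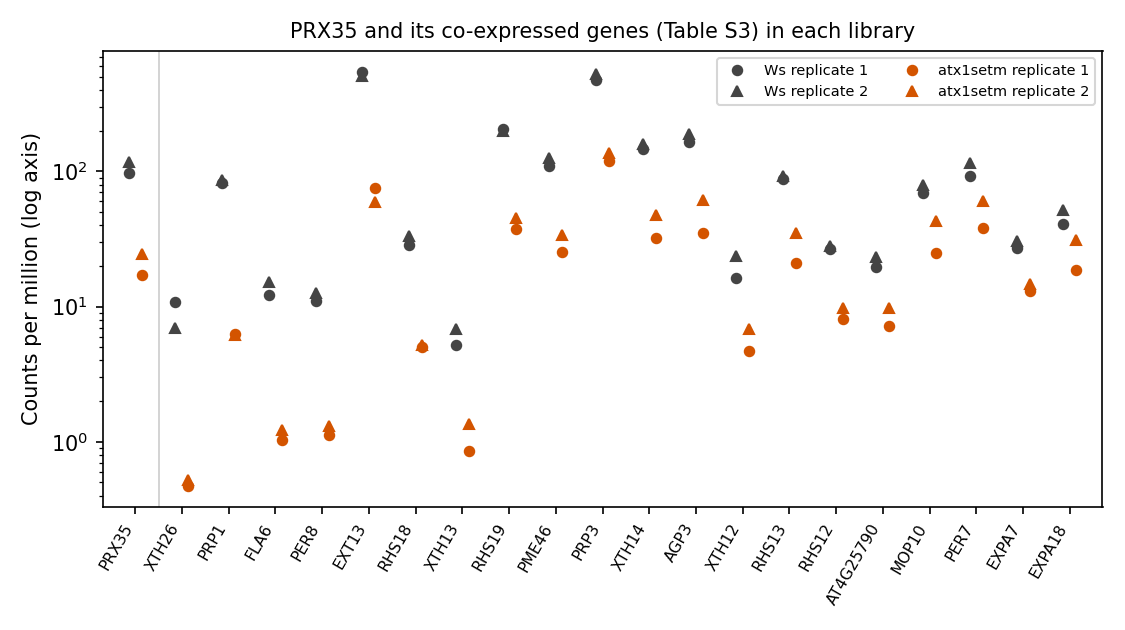
Level in CPM (log axis) of *PRX35* and of the 20 genes of Table S3 in each library, with WT in grey, *atx1setm* in orange, replicate 1 as circles and replicate 2 as triangles. *PME46* lies near 118 CPM in the WT and near 29.6 CPM in *atx1setm*.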

To assess whether the *PRX35* expression could be promoted by ATX1 activity, we performed an RT‐qPCR analysis of *PRX35* transcript abundance in the *atx1setm* mutant and *35S::ATX1* overexpression line (*ATX1OE*; Alvarez‐Venegas *et al*., 2003). We found a decrease in the transcript level of *PRX35* in the *atx1setm* background, where the ATX1 activity was compromised. In accordance with this result, the transcript level of *PRX35* was increased in the *ATX1OE* background (Fig. 7a). As expected, the *PRX35* abundance in the *atx1‐1* mutant was significantly decreased (Fig. S12). These results support the transcriptomic data, suggesting that ATX1 promotes *PER35* expression.

**Fig. 7:**
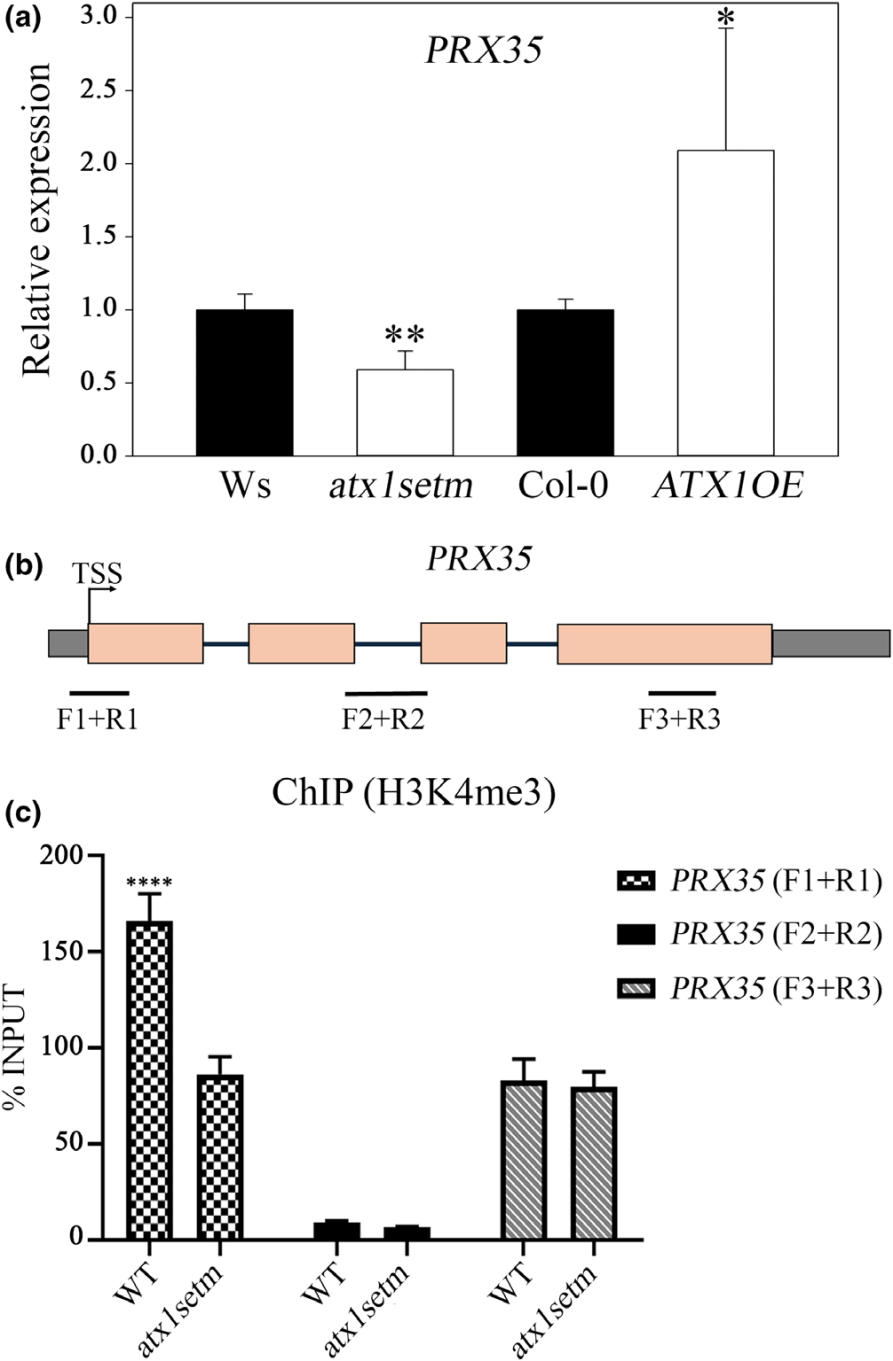
ARABIDOPSIS HOMOLOG OF TRITHORAX1 (ATX1) promotes *PRX35* expression in *Arabidopsis thaliana*. (a) Reverse transcription quantitative polymerase chain reaction (RT‐qPCR) quantification of transcript abundance in the wild type (WT) (Wassilewskija (Ws) and Columbia‐0 (Col‐0)), *atx1setm* mutant, and *35S::ATX1*overexpressing (ATX1OE) lines in roots at 8 d after germination. Mean data ± SD are from two biological replicates with three technical replicates. Significant difference was determined by Student's *t‐*test (**, *P* = 0.001; *, *P* = 0.002). (b) Schematic diagram of *PRX35* and PCR amplicons used for chromatin immunoprecipitation (ChIP)‐qPCR. TSS: transcription start site; amplicon positions are indicated as F + R (for forward and reverse primers of each amplicon). (c) Histone methylation profile. ChIP assays to determine the presence or absence of the histone H3 lysine‐4 trimethylation mark (H3K4me3) at three different regions within the *PRX35* locus. Data are means ± SD. Each ChIP experiment was performed for two biological replicates (each with two technical replicates). Statistical significance (****) was determined by a Brown–Forsythe test (*P*‐value < 0.0001).

Next, we investigated whether changes in the *PER35* expression were associated with changes in its chromatin structure. To this end, we performed ChIP assays in WT and *atx1setm* seedling roots using an anti‐H3K4me3 antibody. We examined three distinct regions of *PRX35*: the promoter–exon boundary region, Intron 2, and Exon 4 (also referred to as the 3′ −1 nucleosome; Fig. 7b). This analysis revealed a statistically significant enrichment of the H3K4me3 mark at the nucleosome putatively positioned at the promoter–exon boundary region in the WT, with a 165‐fold increase compared with an 80‐fold increase in *atx1setm* roots (normalized to the input sample of chromatin before immunoprecipitation; Fig. 7c). Despite this reduction in H3K4me3 enrichment at this region, *atx1setm* roots still exhibited the H3K4me3 mark at the +1‐nucleosome region when normalized to the input sample. By contrast, there was no enrichment for the H3K4me3 mark at the intronic region (amplified by the *PRX35* F2 + R2 primer set), indicating a lack of nucleosomes in this region, as expected (Fig. 7c). WT and *atx1setm* lines displayed a similar enrichment of the H3K4me3 mark at exon 4 (3′ −1 nucleosome; Fig. 7b), which was comparable to the enrichment at the +1‐nucleosome region in the *atx1setm* plants. As expected, the decrease in H3K4me3 mark enrichment at the promoter–exon boundary region in *atx1setm* roots was related to low *PRX35* expression levels. This finding indicates that the reduced deposition of H3K4me3 at the promoter–exon boundary of *PRX35* is linked to the downregulation of the *PRX35* expression in *atx1setm* mutant.

Together, our data suggest that ATX1 impacts LR development through epigenetic regulation of its targets, some of which are involved in LRP morphogenesis and root system architecture.

## Discussion

The role of epigenetic regulation in plant developmental processes is well established (Feng *et al*., 2010; He *et al*., 2011; Pikaard & Scheid, 2014; Kumar & Mohapatra, 2021), but the developmental control of LR development is yet to be determined. Importantly, in mutants compromised in ATX1, LRI is maintained the same as in the WT, and only LRP morphogenesis is affected. We previously showed that ATX1 is essential for LRP morphogenesis (Napsucialy‐Mendivil *et al*., 2014). Here, we attempted to discern possible mechanisms underlying the role of ATX1 in this process. Our data show that when the activity of the ATX1 catalytic SET domain is abolished, the extent of abnormalities in LRP formation is greater compared with a mutant devoid of the ATX1 protein, underlying the importance of methyltransferase activity in LRP morphogenesis. We also explored which particular LRP morphogenesis processes are affected in *atx1* mutants. This analysis showed that ATX1 is required for normal LRP morphogenesis through different mechanisms. Even though LRP initiation was not affected in *atx1* mutants at a quantitative level, it was qualitatively compromised. The *atx1* mutants can form abnormal multilayered early‐stage LRPs without a pronounced dome (Fig. 3a, third panel), suggesting that the differences in proliferation potential between the core and flanks of an LRP (Hernández‐Herrera *et al*., 2022; Stöckle *et al*., 2022) are not maintained. The extended LRP base in these mutants suggests that longitudinally a greater number of founder cells participate in the LRP initiation (Fig. S3b) and that the morphogenetic field boundaries are not perceived properly (Torres‐Martínez *et al*., 2020). Lateral inhibition mechanisms prevent closely spaced LRP initiation and maintain a certain average distance between the initiation events taking place in an acropetal pattern (Dubrovsky *et al*., 2006; Toyokura *et al*., 2019). Closely spaced LRP initiation in the mutants (Fig. S3e) suggests that these mechanisms are compromised in these plants. In addition to qualitatively affected LRI, LRP morphogenesis becomes severely affected and delayed because of (a) an extended cell cycle time, (b) asymmetric dome formation, (c) changed PGD, and (d) fused LRs (Fig. 3). These abnormalities also explain why in a fraction of *atx1setm* mutant seedlings LRs did not emerge. Our data showed that CDK inhibitor genes *SMR5* and *SMR7* were some of the most upregulated DEGs in *atx1‐1setm* (Figs S6a, S7). 

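Both inhibitor genes were more abundant in each *atx1setm* library than in each Ws library. *SMR7* had 26 and 20 reads in Ws replicates 1 and 2, and 365 and 751 in *atx1setm* replicates 1 and 2. *SMR5* had 42 and 42 reads in Ws, and 169 and 334 in *atx1setm*. Ranked by log2 fold change among all genes tested, *SMR7* was number 24 from the top and *SMR5* number 106. Adjusted over the list of CDK inhibitors alone, *SMR7* rose with an adjusted p of 0.00794 and *SMR5* with 0.0362, from edgeR's quasi‐likelihood test. *SMR4*, of the same family and chosen after its value was seen, had a log2 fold change of 2.16 and an adjusted p of 0.130 over the list.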

Higher expression of these genes results in an extended cell cycle duration (Yi *et al*., 2014); therefore, their upregulation in *atx1‐1setm* can explain the longer cell cycle during LRP formation in the *atx1* mutants. 

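Many genes of the DNA damage response were higher in *atx1setm* roots. Of 25 measured, 13 rose and 0 fell by edgeR's quasi‐likelihood test adjusted over the list alone, and the median log2 fold change was 1.29. *NAC044*, a transcription factor gene that acts downstream of the DNA damage regulator SOG1, rose from 3.06 ± 0.891 CPM in the WT to 35.3 ± 5.25 CPM in the mutant (SD, n = 2 each), a log2 fold change of 3.53 (SE 0.34). *TSO2*, the small subunit of the enzyme that makes deoxyribonucleotides, rose from 93.2 ± 15.4 CPM to 546 ± 208 CPM (SD, n = 2 each), a log2 fold change of 2.55 (SE 0.39). The repair gene *BRCA1*, chosen after its value was seen, rose with a log2 fold change of 2.12. This list shares *TSO2*, *CYCB1-1*, *SMR5* and *SMR7* with the lists of cell cycle genes and CDK inhibitors above, so these counts overlap.

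The quasi‐likelihood test called 0 of the 25 over all genes, with *TSO2* at an adjusted p of 0.128, and 13 were higher and 0 lower at an unadjusted p under 0.05. The exact test of edgeR and DESeq2 each had 12 higher and 0 lower over all genes. By camera with a preset correlation, the list was higher than other genes (adjusted p = 2.08e-09), a call lost with an estimated correlation (adjusted p = 0.333), and fry's test of a shared direction did not pass (adjusted p = 0.124). Of the 25, the alternatives had 9 (without Ws replicate 2) to 18 (without *atx1setm* replicate 2) higher over the list alone, and 0 to 5 (without *atx1setm* replicate 1) lower. Table S2, seen when the list was fixed, holds 7 of the 25, so the count is not independent evidence of direction.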

Another upregulated cell cycle related gen was *TSO2* (AT3G27060) that encodes a ribonucleotide reductase involved in control of cell proliferation and DNA damage (Wang & Liu, 2006).

To further explore the possible mechanisms underlying the abnormal development in the *atx1* mutants, we performed a transcriptomic analysis (Fig. 4) of the root tissues of the *atx1setm* mutant. Among the enriched Gene Ontology categories for genes downregulated in *atx1setm* were plant‐type cell wall organization and hydrogen peroxide catabolic process. Cell wall modifications and remodeling are closely linked to LR morphogenesis and emergence (Kumpf *et al*., 2013; Wachsman *et al*., 2020; Winter *et al*., 2023). The transcriptomic approach led us to identify genes implicated in LR development that are regulated by ATX1 at the epigenetic level (Fig. 4d). Some of the downregulated genes could be direct targets of ATX1 activity. Among them, we found transcription factors, transporters, carboxylases, hydrolases, and peroxidases, all of which can potentially be involved in LR development. The diverse functions of the affected genes can explain the pleiotropic phenotype of the *atx1setm* mutant (Figs 1, 3).

As the focus of this study was on LRP morphogenesis, we searched for candidate DEGs that could be required for this developmental process. Preliminary analysis of loss‐of‐function mutants in some of these genes suggested that *PRX35* might be regulated by ATX1. The abnormal LRP morphogenesis identified in the *prx35* mutants (Figs 5, 6, S10) was similar to that in the *atx1‐1* and *atx1setm* mutants, which showed a decreased *PRX35* abundance (Figs 7a, S12). These results suggested that *PRX35* transcription could indeed be controlled by ATX1 due to its methyltransferase activity (Fig. 7c). The finding that the percentage of abnormal LRPs in the *prx35* mutants is lower than in *atx1setm* (compare Fig. 3b with Fig. 6a) suggests that other genes whose active transcription depends on ATX1 can also be involved in LRP morphogenesis control. These data provide a link between LRP morphogenesis, ATX1 activity, and the role of PRX35 during root formation.

Members of the chromatin remodeling complex, such as SWR1 belonging to TrxG, are involved in the maintenance of RAM homeostasis, and oxidoreductase activity‐related gene expression is significantly downregulated in mutants of the SWR1 complex members. These changes were accompanied by decreased H3K4me3 enrichment and increased H3K27me3 enrichment in the respective mutants (Huang *et al*., 2023). In general, ROS signaling and redox state are central to many processes in plant development (Gilroy *et al*., 2016; Mase & Tsukagoshi, 2021; Peláez‐Vico *et al*., 2024), and peroxidases have a vital role during LR development (Manzano *et al*., 2014; Orman‐Ligeza *et al*., 2016).

Various ROS are essential for LR formation. Plant NADPH oxidases called Respiratory Burst Oxidase Homologs (RBOHs) generate superoxide anion followed by its dismutation to oxygen peroxide (Smirnoff & Arnaud, 2019). In *Phaseolus vulgaris*, PvRbohB and PvRbohA were shown to be involved in the maintenance of LR density (Montiel *et al*., 2012) and LR emergence (Arthikala & Quinto, 2018). Similarly, in *A. thaliana*, different RBOH genes are required for LR emergence, and this effect is mediated by cell wall remodeling in the endodermal, cortical, and epidermal cells overlying the developing LRP (Orman‐Ligeza *et al*., 2016). Furthermore, H_2_O_2_ promotes LR emergence (Manzano *et al*., 2014; Orman‐Ligeza *et al*., 2016), while peroxidases participate in H_2_O_2_ elimination. Here, we show that in the *prx35* mutants, neither primary root growth (Figs 5a, S10a) nor LR density (Fig. 5c) were negatively affected compared with the WT, suggesting that the level of endogenous increase in H_2_O_2_ in this mutant was not significantly elevated in the root of these mutants. However, the *prx35* LRP morphogenesis was abnormal (Figs 6a–e, S10c–h), which could be explained by the H_2_O_2_ involvement in cell wall remodeling, influencing cell wall loosening and in pectin biosynthesis and modifications (O'Brien *et al*., 2012; Gall *et al*., 2015; Xiong *et al*., 2015; Barnes & Anderson, 2018; Mase & Tsukagoshi, 2021; Zhang *et al*., 2022). Importantly, *PRX35* was co‐expressed with many genes related to cell wall remodeling (Table S3). Also, H_2_O_2_ is involved in a redox homeostasis required for the quiescent center establishment and function (Kerk & Feldman, 1995; Jiang *et al*., 2003), which could be altered in the mutant, thereby affecting LRP morphogenesis and new RAM establishment. Interestingly, despite that in *c*. half of all 8 dag *atx1setm* plants LRs did not emerge (Fig. 2), other peroxidases involved in LR emergence (Fig. 6g) were not found among *atx1setm* DEGs, suggesting that ATX1 does not maintain their active transcription. 

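Of the peroxidases whose sequences the paper compares with PRX35 in Fig. 6g, *PER7* had 104 ± 15.3 CPM (SD, n = 2) in the WT and 49.3 ± 16.0 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −1.08 (SE 0.32). *PER9* had a log2 fold change of −0.24 (SE 0.22), *PER57* 0.18 (SE 0.37) and *PER64* −0.27 (SE 0.31). *PER2* had 2 and 0 reads in Ws and 1 and 3 in *atx1setm* and was not tested, and it has a near‐identical paralog while only uniquely mapped reads were counted. By edgeR's quasi‐likelihood test over all genes, *PER7* had an adjusted p of 0.361, by its exact test 0.109 and by DESeq2 0.151, with a range of 4.12e-05 to 1 over the alternatives. Adjusted over the list of Table S3 alone, which holds *PER7*, the quasi‐likelihood test gave an adjusted p of 0.0202, and over the list of class III peroxidases alone 0.0755, which does not pass. *PER9*, *PER57* and *PER64* had adjusted p between 0.749 and 0.874 over all genes. The sign of *PER57* turned without *atx1setm* replicate 2 (−0.31) and that of *PER64* without *atx1setm* replicate 1 (0.04).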

Our results show that changes in *PRX35* expression were associated with changes in its chromatin structure. Specifically, the H3K4me3 levels in the *PRX35* promoter region were lower in the *atx1setm* roots than in the corresponding WT. This indicates that ATX1 is involved in active *PRX35* transcription. Furthermore, the enrichment of the H3K4me3 mark in the promoter region of *PRX35* was 50% lower in *atx1setm* plants than in the corresponding WT, suggesting that other SDG proteins also mediate H3K4me3 enrichment at this site (Fig. 7c). In *A. thaliana*, COMPASS‐like complexes associate with multiple H3K4 methyltransferases that could deposit H3K4me3 marks in the *atx1setm* mutant to promote expression of the target genes (Miller *et al*., 2001; Jiang *et al*., 2011; Shang *et al*., 2021). Stronger phenotype of the *atx1setm* that of *atx1‐1* mutant suggests that ATX1 with abolished methyltransferase activity competes for the common target loci. Decreased level of H3K4me3 methylation marks at the promoter region of *PRX35* and its reduced expression in *atx1setm* roots suggest their profound effect on LRP morphogenesis described in this work. Furthermore, the nucleosome occupancy seen at the last *PRX35* exon (3′ −1 nucleosome) could impact gene transcription levels or play a role in transcriptional plasticity (Chen *et al*., 2017). At this exon, the enrichment of H3K4me3 marks in the *atx1setm* mutant and the WT were similar, suggesting that the identified H3K4me3 marks result from the activities of other methyltransferases and that ATX1 is essential for the promotion of *PRX35* transcription.

In summary, we showed that ATX1 is involved in the epigenetic regulation of LRI and morphogenesis. Through transcriptomic analysis, we proposed candidate targets of ATX1. A link established in this study between *ATX1* and *PRX35* involved in redox homeostasis, revealed a novel aspect of epigenetic regulation of LR morphogenesis that operates both in the pericycle and its derivatives. How this link is related to cell cycle control and cell division orientation and the details of this link at the molecular level await further clarification.

## Competing interests

None declared.

## Author contributions

SN‐M and JGD designed the study. SN‐M performed most of the experiments. SN‐M, GR‐A and SS performed the transcriptome analyses. SN‐M and MAJ‐V generated the transgenic plants. DMR‐T and RA‐V performed the ChIP‐qPCR analysis. HHT‐M and SN‐M performed the time‐lapse experiments. SN‐M and JGD analyzed the data and wrote the manuscript. SS and JGD supervised the study.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Fig. S1** Gene structure of *ATX1* and schematic representation of ATX1 protein domains.
**Fig. S2** Length of fully elongated cells and lateral root initiation index in wild‐type (Ws), *atx1‐1*, and *atx1setm* seedlings.
**Fig. S3** Abnormalities in lateral root development and lateral root primordium morphogenesis in the *atx1setm* mutant.
**Fig. S4** Percentages of abnormalities in lateral root primordium development in ATX1OE and Col‐0.
**Fig. S5** Developmental stages of lateral root primordia in Ws *TCTP1::3VENUS and atx1‐1 TCTP1::3VENUS* lines.
**Fig. S6** Venn diagrams of auxin‐ and cell‐cycle‐related genes in the *atx1setm* mutant.
**Fig. S7** Validation of selected differentially expressed genes.
**Fig. S8** Expression of selected genes of interest in cell populations of the wild‐type *Arabidopsis thaliana* root apex.
**Fig. S9** Genotyping of two mutants in *PRX35* gene and *PRX35* transcript abundance.
**Fig. S10** Phenotype of *prx35‐1* mutant.
**Fig. S11** Length of fully elongated cortical cells in Col‐0 and *prx35‐2* primary root.
**Fig. S12** Abundance of *PRX35* mRNA in the *atx1‐1* mutant background.
**Table S1** Primers used in this study.
**Table S2** Differentially expressed genes in *atx1setm* vs Ws.
**Table S3** Genes co‐expressed with *PRX35*.

**Video S1** Cell lineages of the lateral root primordia (LRPs) and their 3D visualization in a time‐lapse experiment.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

Transcriptomic data were deposited in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information and are accessible through GEO accession number GSE252067. The data that support the findings of this study are also available in the Supporting Information of this article.

# Supplementary material for: ARABIDOPSIS HOMOLOG OF TRITHORAX1 impacts lateral root development by epigenetic regulation of targets involved in root system architecture
**Source:** New Phytol. 2025 Jul 7;247(5):2180–95. doi: 10.1111/nph.70349
**Supplement:** Supplementary file 1 — Fig. S1 Gene structure of ATX1 and schematic representation of ATX1 protein domains. Fig. S2 Length of fully elongated cells and lateral root initiation index in wild‐type (Ws), atx1‐1, and atx1setm seedlings. Fig. S3 Abnormalities in lateral root development and lateral root primordium morphogenesis in the atx1setm mutant. Fig. S4 Percentages of abnormalities in lateral root primordium development in ATX1OE and Col‐0. Fig. S5 Developmental stages of lateral root primordia in Ws TCTP1::3VENUS and atx1‐1 TCTP1::3VENUS lines. Fig. S6 Venn diagrams of auxin‐ and cell‐cycle‐related genes in the atx1setm mutant. Fig. S7 Validation of selected differentially expressed genes. Fig. S8 Expression of selected genes of interest in cell populations of the wild‐type Arabidopsis thaliana root apex. Fig. S9 Genotyping of two mutants in PRX35 gene and PRX35 transcript abundance. Fig. S10 Phenotype of prx35‐1 mutant. Fig. S11 Length of fully elongated cortical cells in Col‐0 and prx35‐2 primary root. Fig. S12 Abundance of PRX35 mRNA in the atx1‐1 mutant background. Table S1 Primers used in this study. Table S2 Differentially expressed genes in atx1setm vs Ws. Table S3 Genes co‐expressed with PRX35.

New Phytologist Supporting Information

Article title: **ARABIDOPSIS HOMOLOG OF TRITHORAX1 impacts lateral root development by epigenetic regulation of targets involved in root system architecture**

Authors: Selene Napsucialy-Mendivil, Héctor H. Torres-Martínez, Gustavo Rodríguez-Alonso, Diana Marcela Rivera-Toro, Raúl Alvarez-Venegas, Marco Adán Juárez-Verdayes, Svetlana Shishkova, and Joseph G. Dubrovsky

Article acceptance date: 10 June 2025

The following Supporting Information is available for this article:

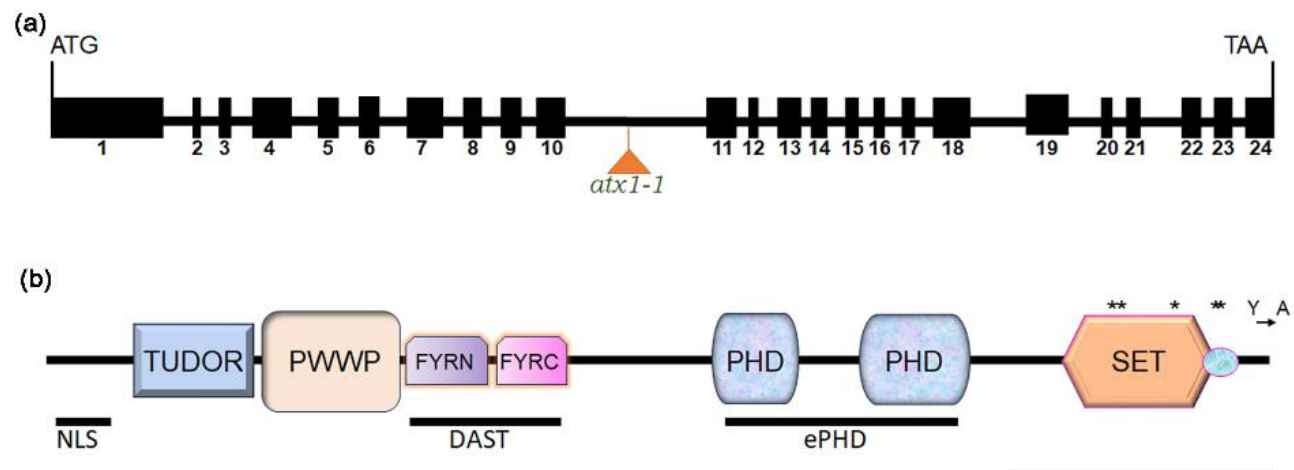

Fig. S1 Gene structure of *ATX1* and schematic representation of ATX1 protein domains

(a) Gene structure of *ATX1*. Numbered boxes indicate exons, and lines indicate introns. The triangle represents the T-DNA insertion site in the *atx1-1* mutant. (b) Schematic representation of ATX1 protein domains. The asterisks indicate the positions of the five amino acid substitutions [Tyr (Y) by Ala (A)] that inactivate the catalytic SET domain in the *atx1setm* mutant.

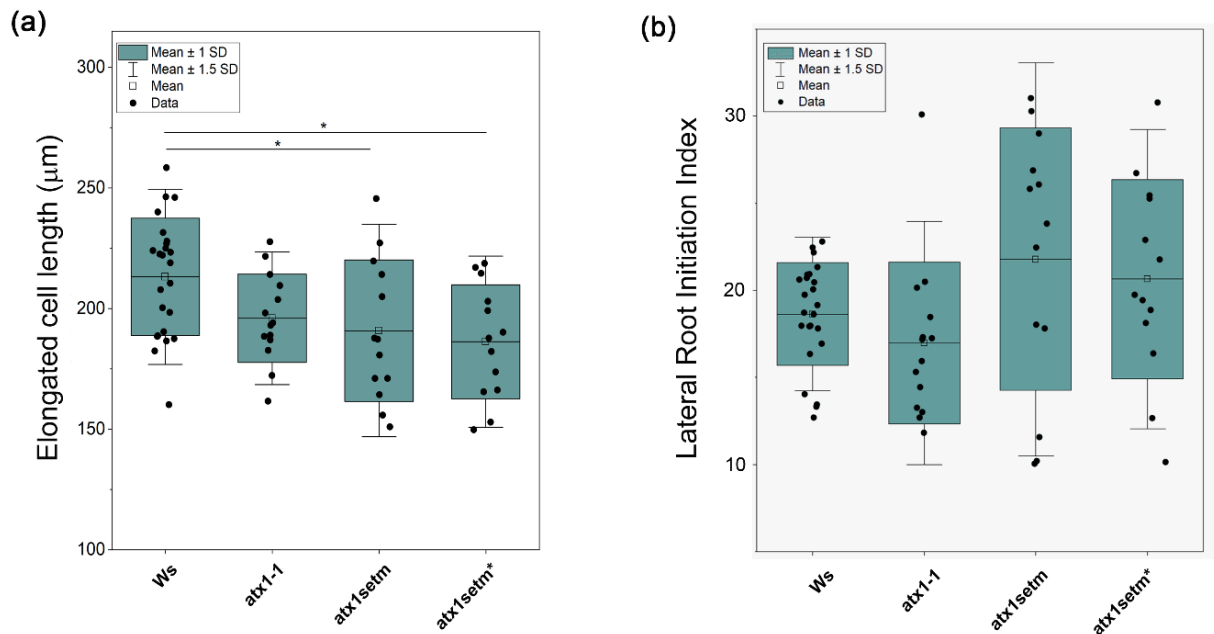

Fig. S2 Length of fully elongated cells and lateral root initiation index in wild-type (Ws), *atx1-1*, and *atx1setm* seedlings Subsample labeled *atx1setm** indicates plants in which no lateral roots (LRs) were present. (a) Length of fully elongated cortical cells. Asterisks indicate statistical difference at $P < 0.05$; One-way ANOVA. (b) LR initiation index shows the number of all LR initiation events (LR and LR primordia) in a root portion corresponding to 100 cortical cells. One-way ANOVA showed no differences between samples ($P = 0.073$). For both plots, combined data of three independent experiments are shown; n ranges from 13 to 24 seedlings at eight days after germination; dots indicate individual data points; each data point in (a) shows average cell length of 10 cells.

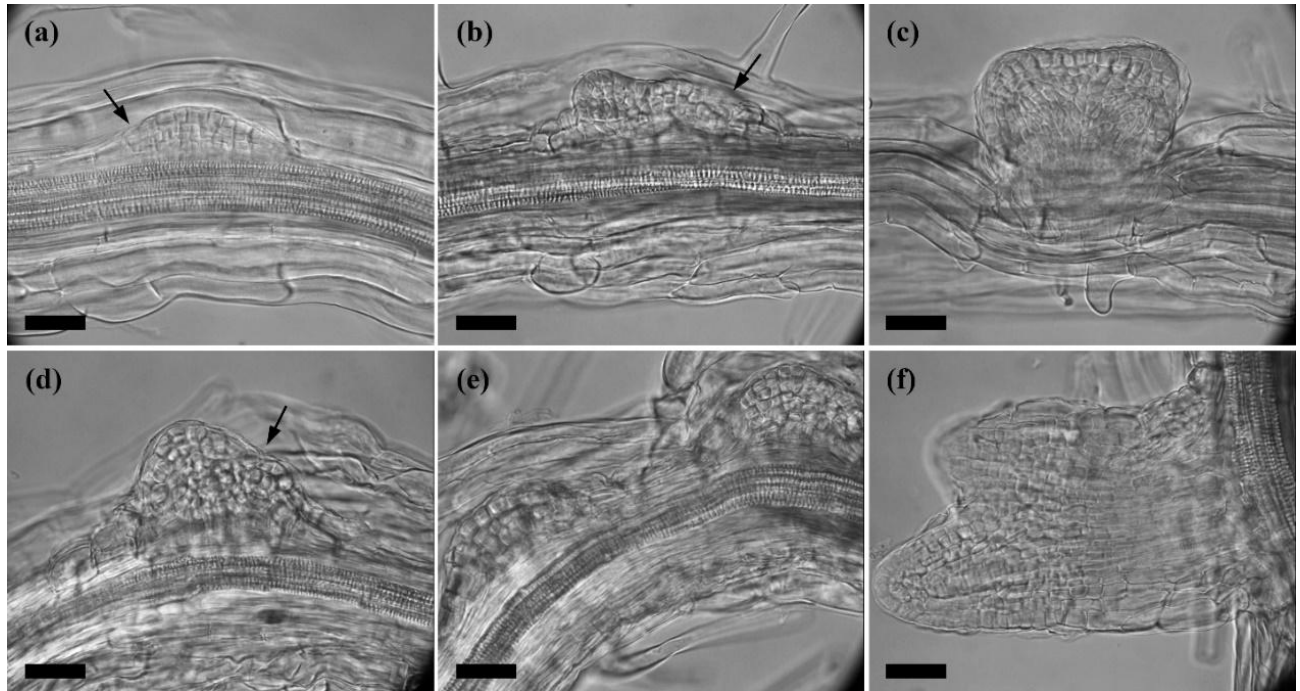

Fig. S3 Abnormalities in lateral root development and lateral root primordium morphogenesis in the *atx1setm* mutant Seedling roots were cleared at eight days after germination. Arrows denote the asymmetry in the lateral root primordium (LRP) dome (a, b, d). Asymmetric LRPs sometimes developed two domes that were fused as in (c) that eventually emerged as fused (fasciated) lateral roots as in (f). When two developing LRPs were not close enough to fuse, a short distance between them was maintained (e). Scale bars, 40 μ m.

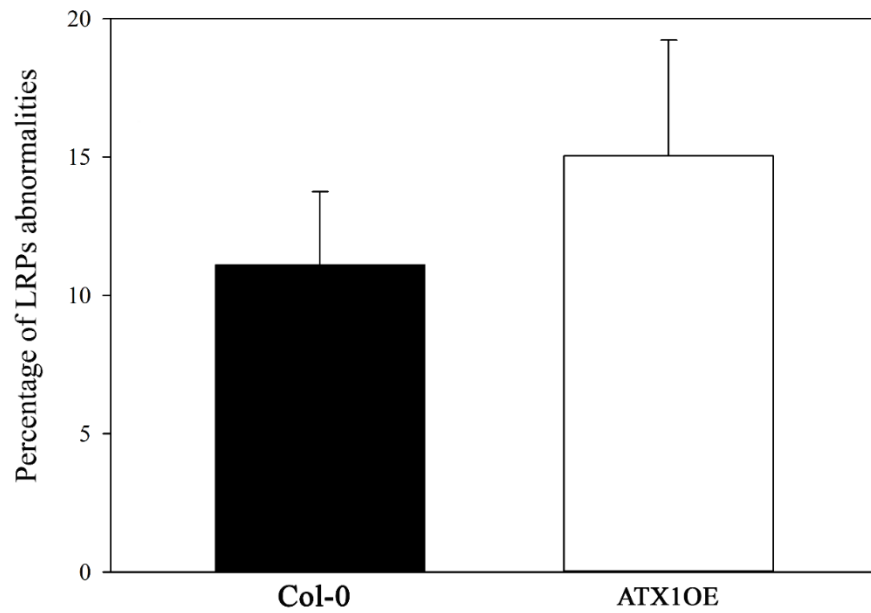

Fig S4. Percentages of abnormalities in lateral root primordium development in ATX1OE and Col-0 Mean $\pm$ SD; $n = 7-11$; eight days after germination. ATX1OE line was created by *atx1-1* complementation with *35S::ATX1*. No statistically significant difference was found, $P = 0.477$, Student's *t*-test.

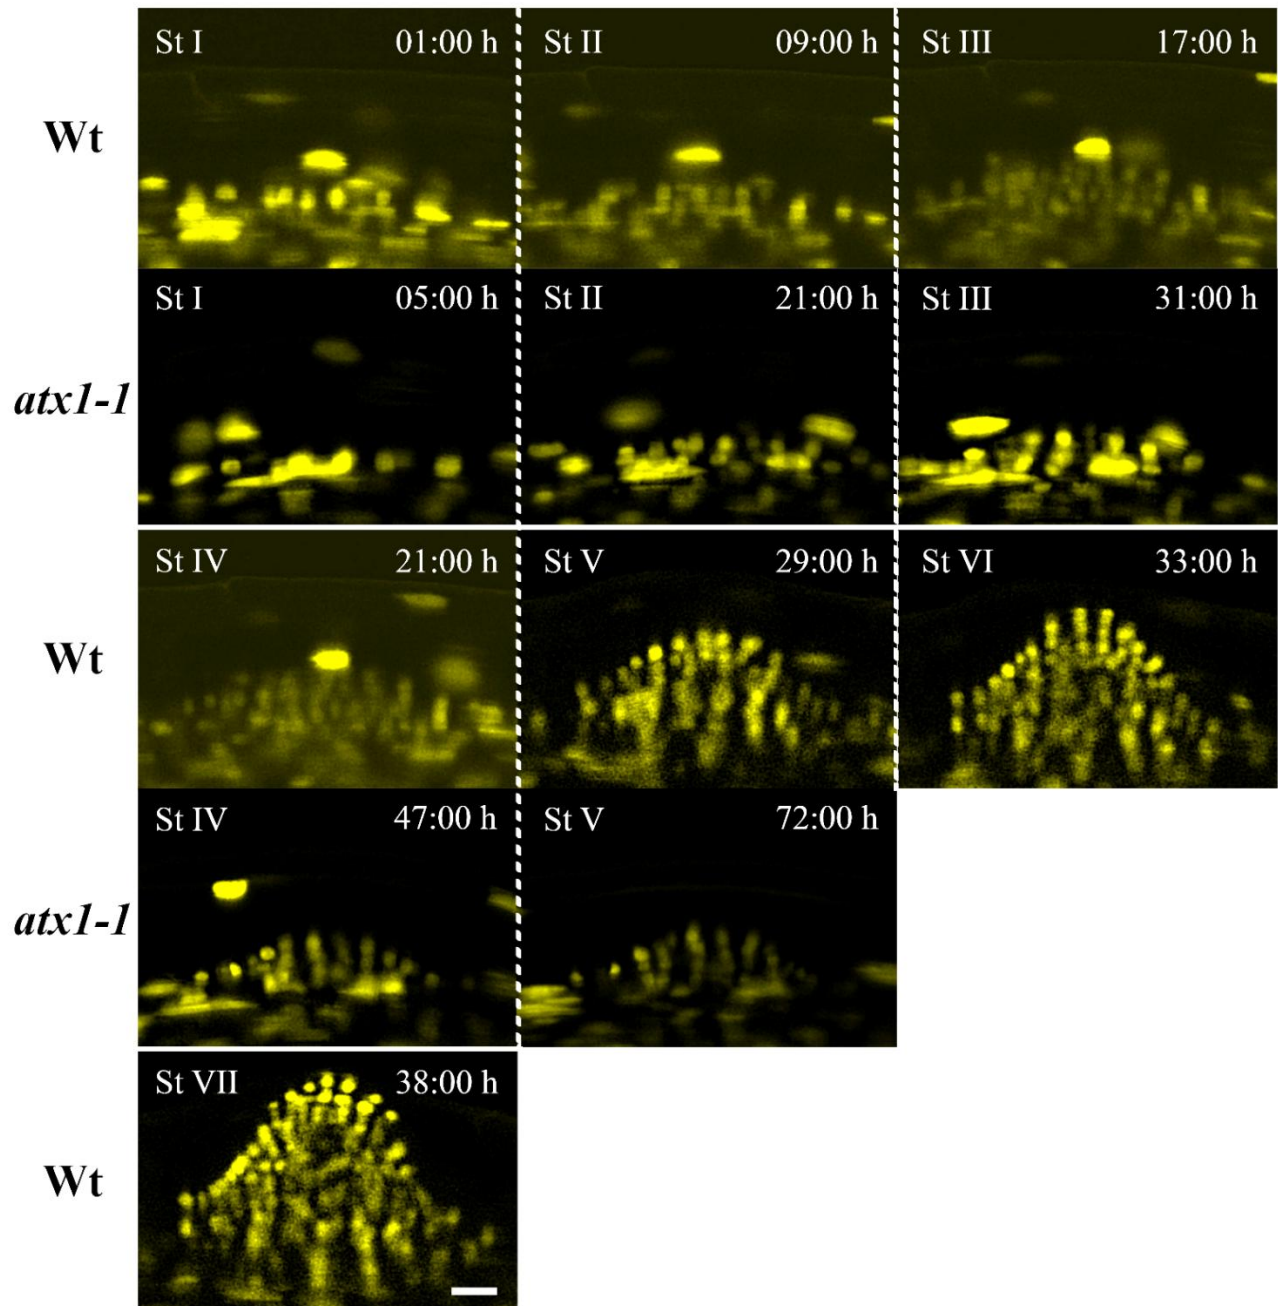

Fig. S5 Developmental stages of lateral root primordia in *Ws TCTP1::3VENUS* and *atx1-1 TCTP1::3VENUS* lines Representative images from one time-lapse experiment. In each panel elapsed time from the beginning of the experiment is shown; Stage I lateral root primordium of seedlings at five days after germination was selected as starting point. Each image represents a projection of 9 to 11 Z slices (4.5–5.5 μm total thickness). All panels were adjusted with increased exposure (+2) and gamma correction (1.1). Scale bar, 20 μm .

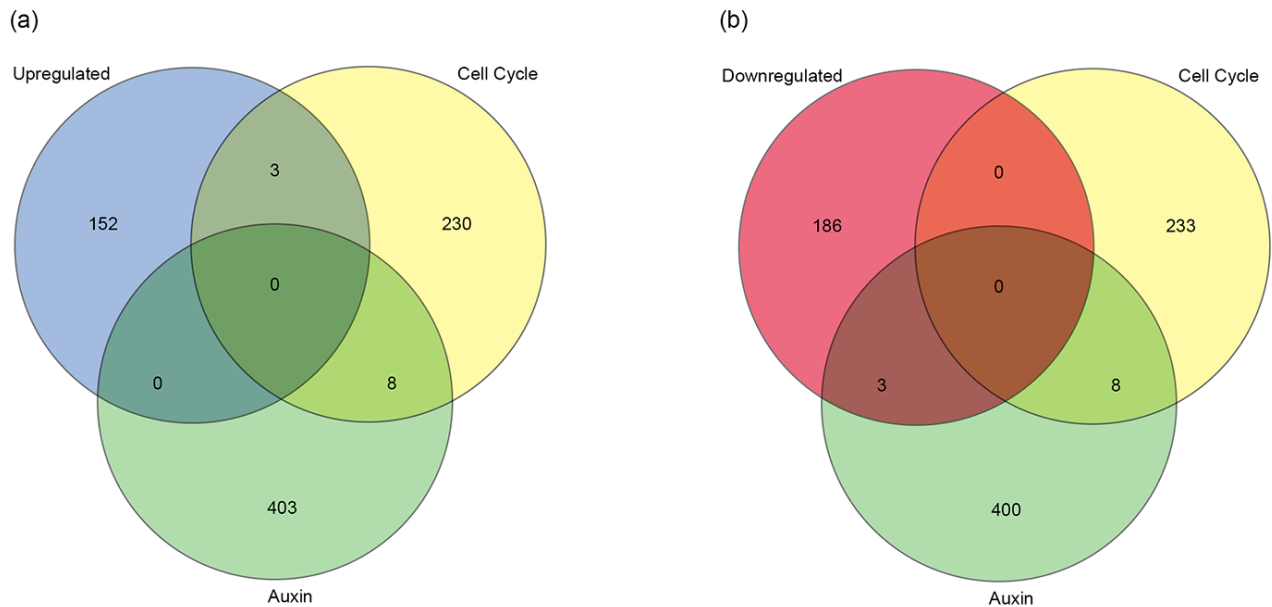

Fig S6. Venn diagrams of auxin- and cell-cycle-related genes in the *atx1setm* mutant The genes annotated as involved to auxin metabolism, perception or signaling and those cell-cycle-related were retrieved based on their gene ontology annotations. Venn diagram showing the number of up- and down-regulated genes in the *Arabidopsis atx1setm* vs wild type (Ws) transcriptome. Among up-regulated differentially expressed genes (DEGs) (a) and down-regulated DEGs (b) no genes involved in auxin metabolism, perception or signaling were found. No significant overlap between the up- and down-regulated genes in *atx1setm* and auxin- or cell-cycle-related genes was found. (a) The three genes in the overlap between the up-regulated and cell-cycle-related genes were *SIAMESE-RELATED5* (*SMR5*, AT1G07500), *SMR7* (AT3G27630, see Fig. S7) and *TSO2* (AT3G27060, see main text). (b) The three genes in the overlap between the down-regulated and indirectly related to auxin genes were *PROLINE-RICH PROTEIN* (AT3G62680), *XAANTAL2* (AT4G11880), and *ROOT HAIR DEFECTIVE 6-LIKE 4* (AT1G27740).

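The gene AT3G62680 (*PRP3*), which encodes a proline‐rich wall protein of root hairs, had 500 ± 34.4 CPM (SD, n = 2) in the WT and 128 ± 12.2 CPM (SD, n = 2) in *atx1setm*, a log2 fold change of −1.96 (SE 0.27). *RSL4*, a bHLH regulator of root hair length, had 8.37 ± 1.35 CPM and 1.91 ± 0.0926 CPM (SD, n = 2 each), a log2 fold change of −2.13 (SE 0.30). *XAANTAL2* is another name of *AGL14*. Adjusted over the list of root hair genes alone, *PRP3* fell with an adjusted p of 0.00285 and *RSL4* with 0.00312 from edgeR's quasi‐likelihood test. Over all genes, the same test gave them an adjusted p of 0.113 and 0.117.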

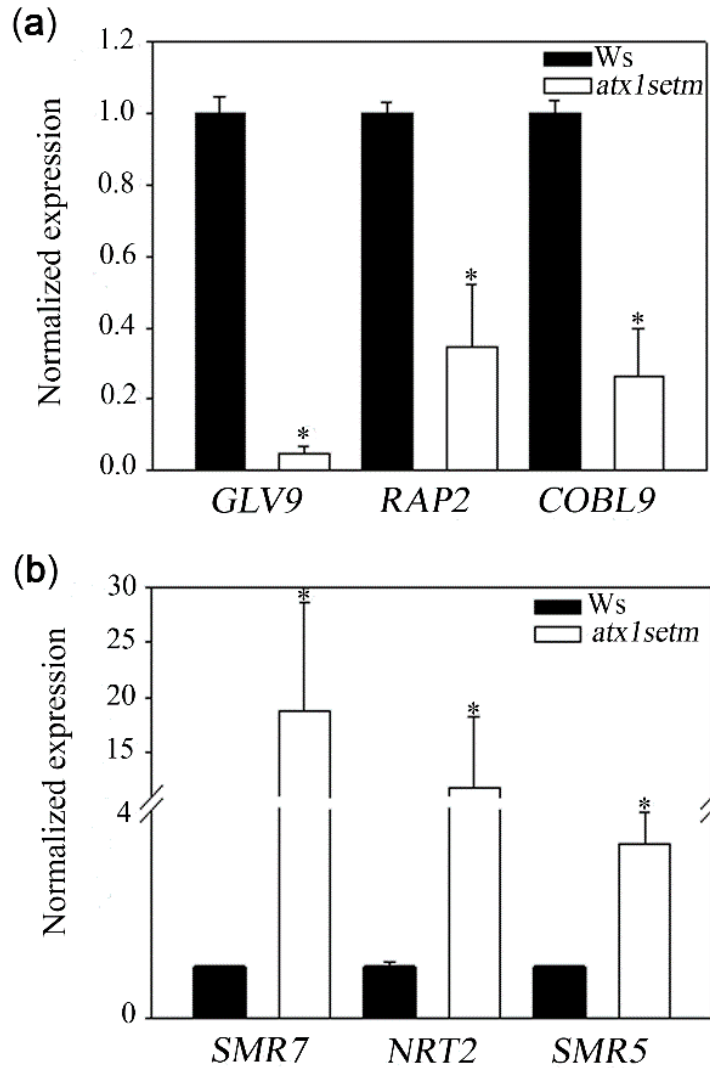

Fig. S7. Validation of selected differentially expressed genes Selected differentially expressed genes identified in the transcriptomic analysis of the *atx1 setm* mutant versus the wild type (Ws) were validated with RT-qPCR. Three biological replicates with two technical replicates were performed using whole roots of seedlings at eight days after germination. Mean $\pm$ SD; * indicates a statistically significant difference at $P < 0.05$, Student's *t*-test. *UBQ10* and *EF1a* were used as reference genes. Selected genes: *GOLVEN9* (*GLV9*), *RELATED TO AP2.1* (*RAP2.1*), *COBRA-LIKE9* (*COBL9*), *SIAMESE-RELATED7* (*SMR7*), *NITRATE TRANSPORTER2* (*NRT2.1*), and *SMR5*.

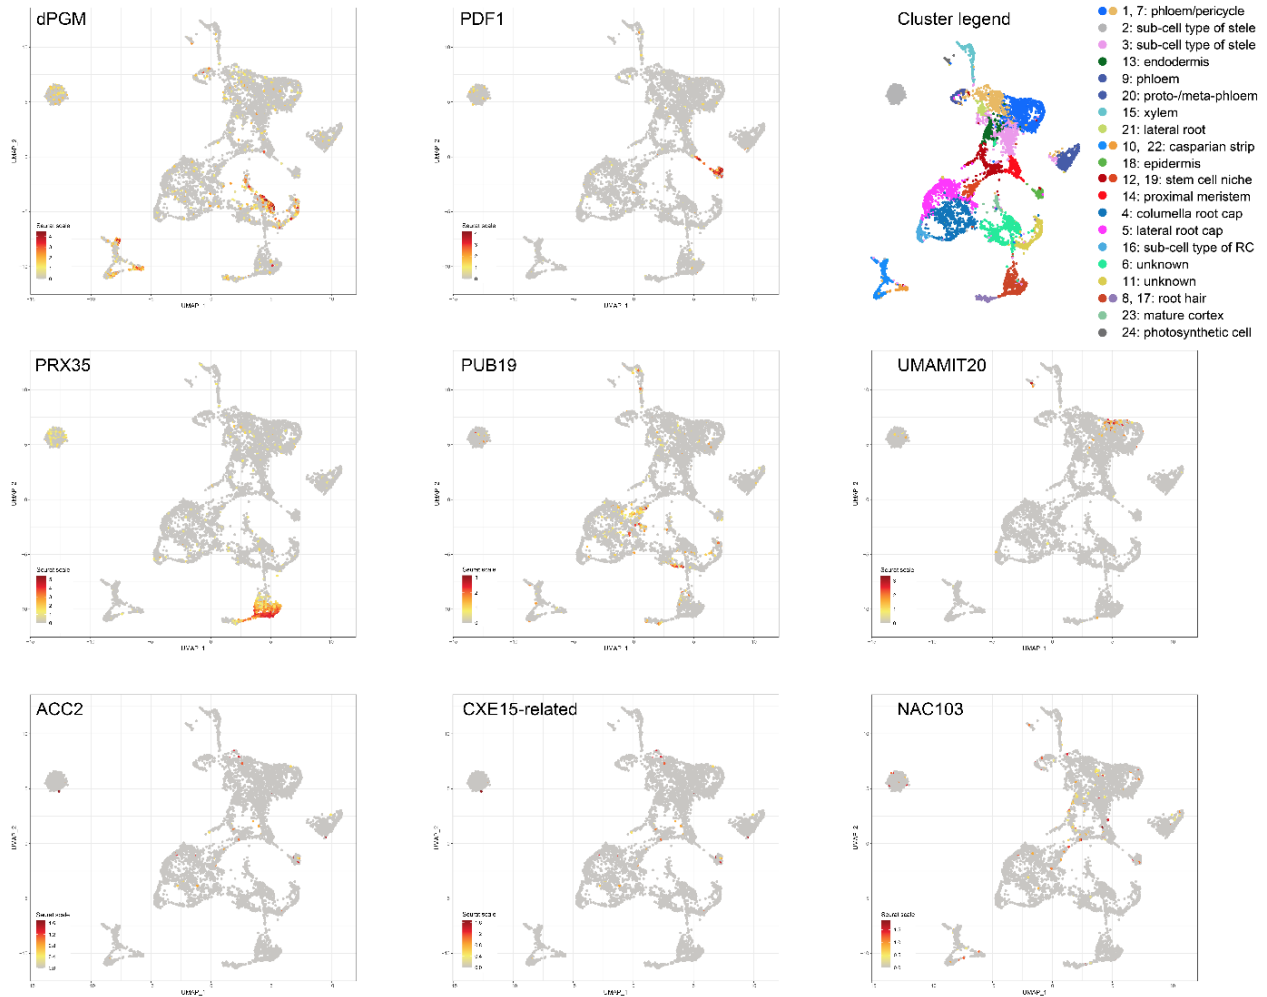

Fig. S8. Expression of selected genes of interest in cell populations of the wild type *Arabidopsis thaliana* root apex The selected genes were differentially expressed in the *atx1setm* mutant, which were previously reported as being preferentially expressed in the pericycle and some other cell types, such as phloem/pericycle and sub-cell type of stele (Parizot et al, 2012). Each dot represents a cell, and each cluster a population as shown in the figure legend (top right). The cluster identity is based on reference marker genes. Original data and categorization are from Zhang et al. (2019).

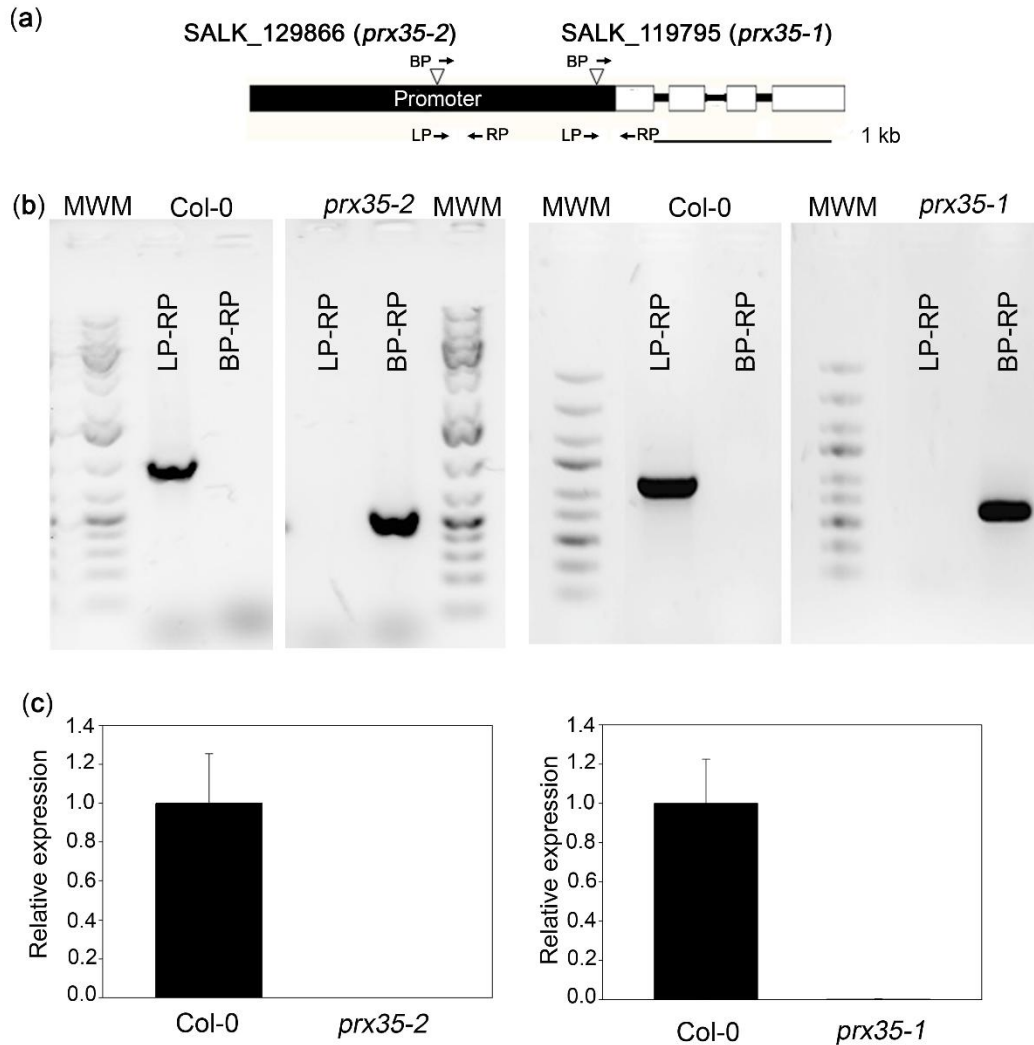

Fig. S9. Genotyping of two mutants in *PRX35* gene and *PRX35* transcript abundance (a) Gene structure of *PRX35*. The black box indicates the promoter, white boxes indicate exons, and lines indicate introns. The triangles in the promoter region indicate the location of T-DNA insertions in the two allelic mutations. (b) Genotyping of two *prx35* mutants. Genomic DNA was isolated, and PCR analyses were performed using gene-specific primers. The genotype was analyzed using the genomic primers (indicated for each allelic mutant as LP and RP) and a T-DNA primer LBb1.3 (indicated as BP); MWM, molecular weight marker. (c) Abundance of *PRX35* transcript in the *prx35* mutants, as determined by RT-qPCR. Two experiments were performed, three technical replicates each. Values are means $\pm$ SD; for both alleles $P < 0.001$, Student's *t*-test.

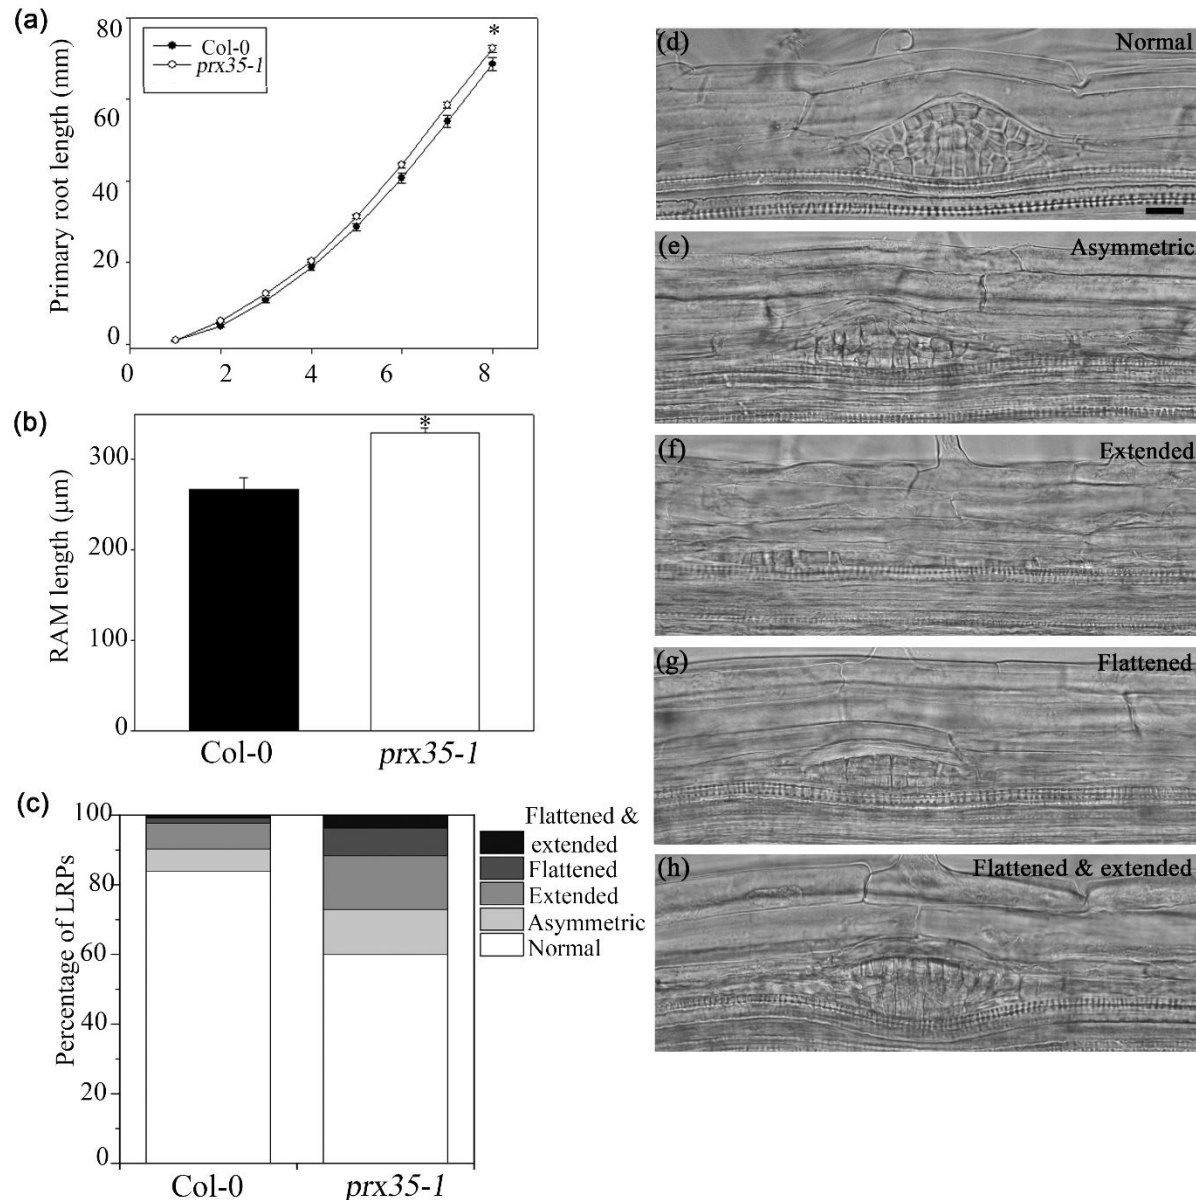

Fig. S10. Phenotype of *prx35-1* mutant. (a) Primary root growth of wild type (Col-0) and *prx35-1* seedlings. Mean $\pm$ SE; * indicates statistically significant difference for root lengths at $P = 0.035$ (Student's *t*-test). (b) Root apical meristem (RAM) length in Col-0 and *prx35-1* seedlings. Col-0, $n = 8$; *prx35-1*, $n = 15$. Mean $\pm$ SE; * indicates a statistically significant difference at $P = <0.001$ (Student's *t*-test). (c) Percentage of normal and abnormal LRPs in Col-0 and the *prx35-1* mutant in the LR formation zone; Col-0, $n = 8$; *prx35-1*, $n = 15$. (d) A representative image of a normal lateral root primordium (LRP) in the Col-0. (e) to (h) images of categorized LRP abnormalities in the *prx35-1* mutant. All results are for seedlings at eight days after germination. Scale bar, 20 μ m.

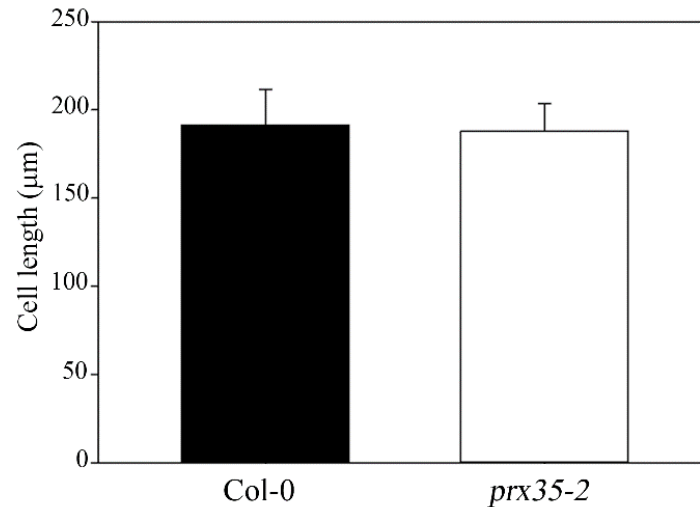

Fig. S11 Length of fully elongated cortical cells in Col-0 and *prx35-2* primary root Cell length was determined in the differentiation zone of seedlings at eight days after germination on cleared preparations. Two independent experiments; total $n = 19$ – 20 roots. Mean $\pm$ SD. No statistical difference was found ($P > 0.05$, Student's t -test).

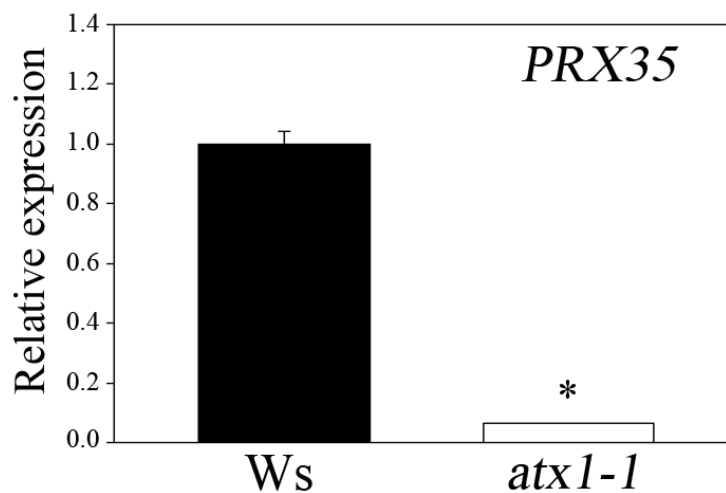

Fig. S12 Abundance of *PRX35* mRNA in the *atx1-1* mutant background The RT-qPCR was performed in one experiment with three technical replicates. Values are means $\pm$ SD. $P = < 0.001$, Student's t -test.

Table S1. Primers used in this study

Primer	Sequence (5' to 3')	Purpose
LP-Fw	TTGATACCAAACCATCGAACC	To genotype <i>prx35-1</i>
RP-Rv	GCAAACCACATCTCCACTTTC	
LP-Fw	AAAAAGGGCATTGCTTTTCTC	To genotype <i>per35-2</i>
RP-Rv	TGGTTGTATCGGGAAAGACAG	
BP (LBb1.3)-Fw	TGGTTCACGTAGTGGGCCATCG	To genotype both <i>prx35</i> alleles
UBQ10-Fw	CACCAGTCTAGCTCAACAGAGC	To generate the <i>pk7p</i> containing
UBQ10-Rv	CGAGGGTATTGTTTTATAGAAGAAG	<i>TCTP13VENUS</i> and
03Wave 5782-Fw	CTTAATAGCGGTGGCAGCCCAGAA<br>GGAGATATAACCATGGCGTCTGAAT<br>TGCCG	<i>pUB10mRFP-WAVE</i>
bGH-Rv	CGAGGCGGTTCGAGAAATGG	
NLSYFP-Fw	CTGAGTTTTTCTGATTAACAGGATC<br>CAAC	
RE9ter-Rv	TACGTAAAGCTTAGGTCGATTGATG<br>CATGTTGTCAATCAATTGGC	
AtTCTP-Fw	CACCCAACACTCGAATCCCCACC	
AtTCTP-Rv	GGTCGCTTATTGATTGTTTTCTCTCT<br>CCG	
EF1A-Fw	AGGCTGGTATCTCCAAGGATGG	To perform RT-qPCR
EF1A-Rv	TGGCATCCATCTTGTTACAACAGC	
UBQ10-Fw	TGACAACGTGAAGGCCAAGATCC	
UBQ10-Rv	ATACCTCCACGCAGACGCAACAC	
GLV9-Fw	CGAGGCGGTTCGAGAAATGG	
GLV9-Rv	CATCAGACGATCAACCTCTTCC	

RAP2-Fw	CGGATGTGGCTCGGAACCTTTG	
RAP2-Rv	GCTGCTTCATGCTCTGCTTCTGG	
COBL9-Fw	CCTGTGCCTACTCTTCAAAGCAA	
COBL9-Rv	GTCAAGTCTCCGGGTTGTCTG	
SMR7-Fw	GCCAAAACATCGATTCGGGCTTC	
SMR7-Rv	TCGCCGTGGGAGTGATACAAAT	
NRT2-Fw	AACAAGGGCTAACGTGGATG	
NRT2-Rv	CTGCTTCTCCTGCTCATTCC	
SMR5-Fw	AAACTACGACGACGGAGATACG	
SMR5-Rv	GCTACCACCGAGAAGAACAAGT	
PER35-Fw	GTTGTTGCGGCTGGAGGACCG	
PER35-Rv	GGGTGTGAGCCGCTGAAAGAGC	
F1-Fw	ACAACACTCTCTCTCTCTCGGT	To perform ChIP-qPCR; primer pair for region –34 to +79 nt of <i>PRX35</i>
R1-Rv	GTTGTGCGGTGGTTGTATCG	
F2-Fw	CCGAGATGTTGTTGTTGCGG	ChIP-qPCR; primer pair for region +487 to 644 nt of <i>PRX35</i>
R2-Rv	ACGGTCCTCCAGCCTATACA	
F3-Fw	CGCCCAAGACGTTTGACAAC	ChIP-qPCR; primer pair for region +1063–1192 nt of <i>PRX35</i>
R3-Rv	GTAGAGTTTGAGGCCCAAGC	

Table S2. Differentially expressed genes in *atx1 setm* vs wild type (Ws)

AGI ID	P-value	Fold Change	FDR p-value	Ws expression			<i>atx1 setm</i> - Expression		
				Rep 1	Rep 2	Mean	Rep 1	Rep 2	Mean
AT1G01453_1	4.22E-05	-5.526	0.0050	265	301	283	37	61	49
AT1G01580_1	1.05E-06	4.341	0.0003	1485	2032	1758.5	8928	6388	7658
AT1G01750_1	1.87E-05	-3.557	0.0026	1754	1261	1507.5	447	368	407.5
AT1G02205_1	8.01E-07	-8.260	0.0002	301	583	442	51	56	53.5
AT1G02570_1	6.99E-06	-6.610	0.0012	162	143	152.5	27	18	22.5
AT1G04150_1	6.53E-05	-6.025	0.0071	84	55	69.5	13	9	11
AT1G05020_1	6.70E-05	-5.823	0.0072	85	66	75.5	15	10	12.5
AT1G05650_1	1.39E-07	8.667	0.0000	38	63	50.5	418	450	434
AT1G07500_1	2.67E-05	6.349	0.0034	42	42	42	169	334	251.5
AT1G08090_1	6.05E-11	10.062	0.0000	468	788	628	5078	7323	6200.5
AT1G08430_1	2.03E-05	-3.601	0.0028	2233	1683	1958	690	378	534
AT1G09380_1	5.20E-06	5.698	0.0009	75	85	80	387	494	440.5
AT1G09750_1	1.75E-08	-5.043	0.0000	6104	5873	5988.5	1194	1114	1154
AT1G11600_1	2.12E-08	8.013	0.0000	73	79	76	533	644	588.5
AT1G12040_1	3.16E-08	-4.729	0.0000	13294	9914	11604	2473	2236	2354.5
AT1G12630_1	2.41E-05	7.752	0.0032	14	29	21.5	122	205	163.5
AT1G13400_1	6.34E-07	20.978	0.0002	2	2	2	32	52	42
AT1G13710_1	5.78E-06	-5.841	0.0010	430	400	415	54	81	67.5
AT1G15330_1	7.39E-07	-14.009	0.0002	157	54	105.5	10	4	7
AT1G15540_1	5.89E-14	-29.536	0.0000	596	306	451	19	10	14.5
AT1G16440_1	2.55E-05	-4.932	0.0033	379	285	332	80	51	65.5
AT1G18870_1	8.62E-06	-3.875	0.0014	1654	1816	1735	545	347	446
AT1G19900_1	2.96E-05	-3.699	0.0037	1496	1028	1262	296	348	322
AT1G21530_2	6.56E-05	-6.374	0.0071	93	59	76	16	7	11.5
AT1G21890_1	9.93E-06	-24.892	0.0016	17	38	27.5	1	1	1
AT1G23720_1	9.20E-05	-2.932	0.0093	149560	91672	120616	46856	32252	39554
AT1G24485_1	2.78E-05	-25.088	0.0035	16	16	16	0	1	0.5
AT1G25240_1	2.55E-06	-9.090	0.0005	117	78	97.5	8	12	10
AT1G26360_1	2.45E-05	-6.054	0.0032	164	170	167	23	30	26.5
AT1G26390_1	2.06E-08	14.053	0.0000	112	20	66	1105	615	860
AT1G26945_1	4.44E-05	-3.756	0.0052	892	637	764.5	213	178	195.5
AT1G27140_1	6.23E-06	-4.002	0.0011	1554	1707	1630.5	385	408	396.5
AT1G27740_1	5.87E-05	-4.397	0.0065	460	289	374.5	86	76	81
AT1G29395_1	7.52E-06	-9.578	0.0013	55	37	46	5	4	4.5
AT1G29660_1	1.15E-07	-6.903	0.0000	555	477	516	73	71	72
AT1G30170_1	1.10E-06	167.895	0.0003	0	0	0	15	25	20
AT1G30210_1	1.50E-09	-10.769	0.0000	440	555	497.5	54	38	46
AT1G30370_1	5.56E-06	-4.854	0.0010	1027	517	772	146	151	148.5
AT1G30760_1	4.18E-05	3.272	0.0050	869	912	890.5	2811	2856	2833.5
AT1G33090_1	5.16E-05	-4.785	0.0059	279	313	296	62	59	60.5

AT1G34042_1	2.57E-06	16.488	0.0005	4	5	4.5	38	104	71
AT1G34047_1	9.07E-05	11.564	0.0092	7	0	3.5	27	48	37.5
AT1G34510_1	1.31E-09	-9.811	0.0000	544	492	518	52	50	51
AT1G34540_1	8.44E-10	-15.404	0.0000	222	179	200.5	14	11	12.5
AT1G36180_1	3.21E-06	4.911	0.0006	554	477	515.5	3833	1282	2557.5
AT1G48930_1	9.25E-05	-3.044	0.0093	2818	2119	2468.5	937	640	788.5
AT1G51770_1	3.32E-05	-7.573	0.0041	58	51	54.5	10	4	7
AT1G52690_1	1.81E-11	-40.221	0.0000	185	114	149.5	6	1	3.5
AT1G52790_1	8.13E-15	-47.412	0.0000	563	247	405	11	5	8
AT1G52800_1	2.41E-06	-7.291	0.0005	242	144	193	26	24	25
AT1G52820_1	1.23E-27	-63.594	0.0000	5476	2674	4075	83	40	61.5
AT1G53130_1	8.19E-06	8.404	0.0014	56	112	84	357	1002	679.5
AT1G53680_1	1.99E-05	-5.022	0.0028	433	276	354.5	82	54	68
AT1G54890_1	2.73E-05	4.525	0.0035	305	203	254	725	1395	1060
AT1G54940_1	1.99E-05	-6.074	0.0028	237	141	189	39	21	30
AT1G54970_1	1.78E-17	-13.674	0.0000	4075	3359	3717	291	236	263.5
AT1G55650_1	2.00E-06	136.370	0.0004	0	0	0	16	17	16.5
AT1G58270_1	1.14E-09	-5.892	0.0000	5280	4532	4906	978	655	816.5
AT1G60050_1	2.42E-07	-9.539	0.0001	198	215	206.5	28	15	21.5
AT1G60190_1	1.74E-07	-6.002	0.0001	1517	979	1248	282	126	204
AT1G62500_1	2.53E-07	-4.845	0.0001	1501	1461	1481	341	259	300
AT1G63450_1	8.79E-05	-3.875	0.0090	702	513	607.5	198	109	153.5
AT1G63570_1	5.88E-07	8.725	0.0002	18	18	18	160	147	153.5
AT1G63600_1	6.11E-12	-33.429	0.0000	220	240	230	4	9	6.5
AT1G65370_1	6.89E-05	6.948	0.0074	10	4	7	59	36	47.5
AT1G65680_1	1.78E-05	5.179	0.0026	94	79	86.5	612	281	446.5
AT1G66960_1	3.40E-07	-8.659	0.0001	293	204	248.5	38	18	28
AT1G68040_1	8.14E-13	-29.433	0.0000	296	233	264.5	8	9	8.5
AT1G69240_1	1.12E-06	-4.797	0.0003	1004	901	952.5	197	187	192
AT1G69880_1	6.47E-06	4.115	0.0011	1852	2349	2100.5	6800	9907	8353.5
AT1G70460_1	9.26E-06	-3.712	0.0015	2295	1612	1953.5	626	397	511.5
AT1G71030_1	2.00E-05	-7.369	0.0028	212	104	158	13	26	19.5
AT1G72100_1	4.58E-05	-9.257	0.0054	32	28	30	2	4	3
AT1G73010_1	6.33E-07	4.061	0.0002	1339	1168	1253.5	5254	4615	4934.5
AT1G73120_1	5.02E-12	11.321	0.0000	120	132	126	1152	1590	1371
AT1G73260_1	5.95E-05	3.489	0.0065	5233	4631	4932	11641	20680	16160.5
AT1G74830_1	1.88E-06	-7.161	0.0004	271	170	220.5	35	24	29.5
AT1G77210_1	9.66E-05	23.541	0.0096	0	1	0.5	11	17	14
AT1G79860_1	1.13E-06	-7.731	0.0003	199	197	198	28	22	25
AT1G80160_1	9.38E-15	15.630	0.0000	88	57	72.5	1028	1118	1073
AT1G80320_1	1.76E-06	-13.742	0.0004	70	34	52	5	2	3.5
AT1G80580_1	7.42E-05	16.472	0.0079	1	1	1	14	21	17.5
AT2G05160_1	5.18E-05	-7.124	0.0059	577	180	378.5	80	22	51

AT2G14247_1	7.48E-06	9.171	0.0013	26	33	29.5	135	375	255
AT2G15780_1	8.08E-05	7.157	0.0084	10	6	8	40	68	54
AT2G18550_1	1.51E-09	-25.870	0.0000	81	84	82.5	3	3	3
AT2G18600_1	2.10E-07	5.466	0.0001	269	337	303	1420	1799	1609.5
AT2G18640_1	9.54E-05	-5.433	0.0095	108	80	94	17	16	16.5
AT2G18720_1	3.25E-06	7.473	0.0006	22	35	28.5	231	195	213
AT2G19500_1	2.62E-06	8.382	0.0005	17	16	16.5	184	93	138.5
AT2G19990_1	6.20E-10	8.443	0.0000	179	205	192	1243	1868	1555.5
AT2G20520_1	3.14E-11	-12.252	0.0000	603	597	600	48	47	47.5
AT2G20800_1	1.29E-05	5.987	0.0020	52	110	81	531	453	492
AT2G24255_1	2.66E-09	36.981	0.0000	2	1	1.5	72	45	58.5
AT2G24720_1	3.87E-10	9.182	0.0000	91	71	81	875	579	727
AT2G24800_1	7.34E-05	-8.776	0.0078	28	28	28	3	3	3
AT2G24980_1	7.31E-13	-7.782	0.0000	38260	28727	33493.5	4946	3421	4183.5
AT2G25150_1	1.19E-07	-7.903	0.0000	414	524	469	74	45	59.5
AT2G25160_1	1.75E-05	-3.552	0.0025	2255	2558	2406.5	800	548	674
AT2G25900_2	5.41E-05	-3.483	0.0060	2308	1235	1771.5	441	507	474
AT2G26560_1	1.13E-05	6.346	0.0018	230	66	148	1277	511	894
AT2G27535_1	1.74E-05	11.709	0.0025	7	12	9.5	50	162	106
AT2G27550_1	2.62E-05	4.662	0.0034	1208	1926	1567	4519	9549	7034
AT2G29150_1	1.70E-05	109.141	0.0025	0	0	0	18	9	13.5
AT2G29220_1	1.17E-05	9.477	0.0018	11	13	12	181	54	117.5
AT2G29250_1	3.98E-05	16.110	0.0048	3	1	2	54	14	34
AT2G29350_1	2.23E-06	9.585	0.0005	17	5	11	123	79	101
AT2G30660_1	9.66E-12	22.650	0.0000	11	23	17	443	338	390.5
AT2G30750_1	1.59E-08	8.223	0.0000	414	143	278.5	3016	1353	2184.5
AT2G30766_1	8.25E-05	8.676	0.0086	4	5	4.5	28	48	38
AT2G31141_2	5.44E-05	6.385	0.0061	47	73	60	217	516	366.5
AT2G31470_1	5.02E-05	10.026	0.0058	1	5	3	33	29	31
AT2G33020_1	4.93E-06	7.963	0.0009	13	11	12	115	74	94.5
AT2G33460_1	2.33E-06	-8.046	0.0005	285	210	247.5	46	15	30.5
AT2G33790_1	2.97E-06	-4.048	0.0006	12775	6407	9591	2078	2328	2203
AT2G34315_1	1.30E-05	19.148	0.0020	1	1	1	26	16	21
AT2G34340_1	7.04E-05	4.356	0.0075	139	135	137	432	700	566
AT2G35990_1	4.41E-05	-9.867	0.0052	32	22	27	2	3	2.5
AT2G36261_1	4.65E-10	334.725	0.0000	0	0	0	38	43	40.5
AT2G37450_2	3.49E-05	-7.572	0.0043	201	89	145	29	8	18.5
AT2G38340_1	4.20E-07	10.251	0.0001	10	11	10.5	118	95	106.5
AT2G38540_1	1.21E-05	5.399	0.0019	328	522	425	1361	3047	2204
AT2G39530_1	6.76E-05	3.270	0.0073	2135	1595	1865	4721	6739	5730
AT2G40000_1	3.94E-05	-3.445	0.0047	17356	7585	12470.5	4004	2827	3415.5
AT2G41240_1	6.62E-06	8.182	0.0012	11	22	16.5	164	111	137.5
AT2G41810_1	1.49E-10	14.953	0.0000	23	33	28	402	423	412.5

AT2G41850_1	9.25E-05	5.212	0.0093	44	20	32	186	132	159
AT2G42250_1	2.84E-12	-54.474	0.0000	140	103	121.5	1	3	2
AT2G42840_1	2.00E-06	-3.807	0.0004	12497	12109	12303	3167	3103	3135
AT2G43570_1	5.78E-05	3.478	0.0064	407	493	450	1464	1594	1529
AT2G44110_2	2.80E-05	-4.271	0.0035	897	546	721.5	214	114	164
AT2G45180_1	8.86E-05	3.808	0.0091	440	487	463.5	1164	2186	1675
AT2G45360_1	2.26E-05	5.811	0.0030	60	44	52	211	354	282.5
AT2G46860_1	2.49E-06	-5.037	0.0005	682	712	697	164	110	137
AT2G47240_1	1.32E-06	-8.003	0.0003	252	174	213	36	16	26
AT2G47780_1	2.52E-10	22.238	0.0000	9	16	12.5	218	326	272
AT3G01600_1	4.37E-13	11.507	0.0000	120	144	132	1473	1501	1487
AT3G02100_1	6.70E-14	-127.285	0.0000	199	100	149.5	2	0	1
AT3G03670_1	1.42E-06	5.186	0.0003	196	129	162.5	703	881	792
AT3G05155_1	5.18E-07	-10.355	0.0001	407	182	294.5	42	13	27.5
AT3G05950_1	5.65E-05	5.487	0.0062	28	19	23.5	125	122	123.5
AT3G07070_1	3.72E-07	-5.753	0.0001	722	597	659.5	134	90	112
AT3G07800_1	4.96E-05	3.999	0.0057	303	282	292.5	826	1384	1105
AT3G09922_1	1.64E-05	4.667	0.0024	314	372	343	1018	2024	1521
AT3G10870_1	2.52E-05	4.214	0.0033	227	296	261.5	916	1225	1070.5
AT3G11385_1	4.79E-06	-5.662	0.0009	530	348	439	99	52	75.5
AT3G12410_1	1.93E-06	10.632	0.0004	7	10	8.5	71	105	88
AT3G12540_1	6.67E-06	-6.242	0.0012	374	261	317.5	70	30	50
AT3G12900_1	1.41E-15	19.715	0.0000	55	33	44	854	798	826
AT3G13080_4	5.34E-07	-6.846	0.0001	384	326	355	52	48	50
AT3G13400_1	6.19E-05	-7.523	0.0068	39	33	36	4	5	4.5
AT3G13840_1	6.33E-09	-10.909	0.0000	308	334	321	34	24	29
AT3G13960_1	6.59E-08	-40.612	0.0000	69	27	48	2	0	1
AT3G14440_1	5.51E-07	-4.753	0.0001	1455	1079	1267	303	214	258.5
AT3G15670_1	1.28E-08	-18.016	0.0000	107	67	87	5	4	4.5
AT3G17520_1	2.47E-12	-133.541	0.0000	112	64	88	0	1	0.5
AT3G21180_1	7.16E-06	-4.786	0.0012	1000	611	805.5	220	108	164
AT3G21352_1	1.77E-06	7.240	0.0004	72	41	56.5	280	475	377.5
AT3G21520_1	1.16E-05	4.759	0.0018	108	104	106	480	496	488
AT3G21720_1	1.12E-05	5.318	0.0018	362	689	525.5	1878	3574	2726
AT3G23860_1	1.42E-05	32.613	0.0021	1	0	0.5	14	24	19
AT3G24780_1	7.82E-05	7.656	0.0082	20	3	11.5	85	78	81.5
AT3G26040_1	1.80E-05	-6.480	0.0026	360	181	270.5	59	22	40.5
AT3G26290_1	4.64E-05	-8.613	0.0054	44	39	41.5	3	6	4.5
AT3G26740_1	5.93E-08	-10.013	0.0000	650	518	584	32	76	54
AT3G27060_1	6.25E-09	5.846	0.0000	4058	4057	4057.5	18607	26683	22645
AT3G27250_1	4.33E-06	-17.462	0.0008	44	85	64.5	1	6	3.5
AT3G27630_1	1.19E-12	26.028	0.0000	26	20	23	365	751	558
AT3G27950_1	7.29E-05	4.320	0.0078	166	77	121.5	472	505	488.5

AT3G28310_1	5.07E-10	-14.596	0.0000	319	480	399.5	33	22	27.5
AT3G28320_1	2.27E-12	-11.160	0.0000	1484	2264	1874	182	154	168
AT3G28500_1	1.53E-11	31.875	0.0000	11	22	16.5	312	705	508.5
AT3G28550_1	8.71E-05	-2.953	0.0090	267070	174001	220535.5	88762	55917	72339.5
AT3G28917_1	9.77E-05	97.618	0.0097	0	0	0	7	16	11.5
AT3G29410_1	8.32E-07	-3.976	0.0002	8462	6107	7284.5	1967	1564	1765.5
AT3G30260_1	1.72E-10	-25.187	0.0000	154	133	143.5	8	3	5.5
AT3G30778_1	1.54E-05	8.673	0.0023	7	6	6.5	47	62	54.5
AT3G32030_1	2.36E-05	-6.121	0.0031	144	119	131.5	27	15	21
AT3G46190_1	7.64E-05	5.505	0.0081	20	29	24.5	160	111	135.5
AT3G47340_2	1.62E-13	10.563	0.0000	541	616	578.5	5157	6650	5903.5
AT3G48740_1	1.68E-06	-5.332	0.0004	1028	843	935.5	127	203	165
AT3G49960_1	3.00E-08	-5.182	0.0000	4833	4557	4695	794	945	869.5
AT3G50150_1	3.29E-06	-15.676	0.0006	112	39	75.5	8	1	4.5
AT3G52630_2	1.90E-05	4.896	0.0027	242	213	227.5	667	1411	1039
AT3G52780_1	1.31E-07	19.820	0.0000	4	1	2.5	54	45	49.5
AT3G52970_1	3.32E-16	-144.399	0.0000	343	154	248.5	2	1	1.5
AT3G53232_1	2.11E-05	17.215	0.0029	2	1	1.5	18	34	26
AT3G54450_1	9.55E-09	-13.724	0.0000	177	185	181	17	9	13
AT3G54580_1	6.95E-07	-4.028	0.0002	241740	161802	201771	60637	36722	48679.5
AT3G54590_1	1.66E-06	-3.711	0.0004	103744	73796	88770	27301	19044	23172.5
AT3G54820_1	1.89E-05	4.120	0.0027	375	487	431	1379	2054	1716.5
AT3G56350_1	7.87E-05	6.962	0.0082	7	6	6.5	41	47	44
AT3G58190_1	7.21E-06	5.372	0.0012	90	81	85.5	378	498	438
AT3G58270_1	4.26E-10	7.525	0.0000	210	140	175	1311	1202	1256.5
AT3G59930_1	4.35E-11	27.535	0.0000	19	7	13	223	432	327.5
AT3G60140_1	2.62E-09	16.259	0.0000	210	97	153.5	4175	799	2487
AT3G60270_1	4.13E-05	4.266	0.0049	174	208	191	635	934	784.5
AT3G60470_1	6.33E-05	-6.529	0.0069	56	46	51	9	6	7.5
AT3G61090_1	1.16E-05	16.295	0.0018	2	1	1.5	22	28	25
AT3G61930_1	4.60E-05	4.969	0.0054	52	41	46.5	229	216	222.5
AT3G61970_1	3.81E-05	-5.806	0.0046	127	131	129	21	22	21.5
AT3G62460_1	7.58E-05	6.506	0.0080	21	18	19.5	78	160	119
AT3G62680_1	8.01E-07	-3.899	0.0002	23431	20417	21924	5587	5275	5431
AT3G62760_1	1.68E-13	-12.099	0.0000	1232	1062	1147	101	83	92
AT3G63360_1	1.55E-05	4.427	0.0023	143	121	132	553	570	561.5
AT4G01630_1	4.70E-06	3.896	0.0009	608	652	630	2270	2492	2381
AT4G02270_1	8.45E-05	-3.210	0.0087	4343	3588	3965.5	982	1356	1169
AT4G05370_1	9.02E-09	28.709	0.0000	3	1	2	72	46	59
AT4G05380_1	1.02E-05	36.447	0.0016	0	1	0.5	35	11	23
AT4G08290_1	2.54E-06	-5.318	0.0005	1181	522	851.5	146	151	148.5
AT4G08300_1	1.79E-06	-3.950	0.0004	2762	2008	2385	631	530	580.5
AT4G08400_1	2.30E-09	-5.505	0.0000	6494	4854	5674	1115	876	995.5

AT4G08410_1	4.77E-10	-6.731	0.0000	2149	1643	1896	325	223	274
AT4G10500_1	4.41E-08	5.094	0.0000	500	519	509.5	3076	2068	2572
AT4G11650_1	4.21E-06	3.722	0.0008	17518	18485	18001.5	59139	70266	64702.5
AT4G11880_1	5.75E-18	-29.888	0.0000	1440	724	1082	44	25	34.5
AT4G12940_1	6.82E-08	26.600	0.0000	2	4	3	49	108	78.5
AT4G12950_1	4.90E-06	129.301	0.0009	0	0	0	13	18	15.5
AT4G13090_1	1.13E-05	-10.886	0.0018	40	31	35.5	2	4	3
AT4G13390_1	3.59E-08	-4.628	0.0000	30894	21080	25987	6200	4620	5410
AT4G13420_1	1.73E-08	-5.632	0.0000	3923	4355	4139	952	523	737.5
AT4G13720_1	9.45E-12	-15.941	0.0000	572	563	567.5	49	22	35.5
AT4G14280_1	3.52E-06	-12.197	0.0007	157	91	124	18	2	10
AT4G15370_1	2.90E-08	17.310	0.0000	5	4	4.5	74	79	76.5
AT4G15990_1	1.47E-05	-7.472	0.0022	105	66	85.5	15	7	11
AT4G16220_1	1.05E-05	-7.440	0.0017	101	80	90.5	10	13	11.5
AT4G16230_1	1.41E-06	-6.441	0.0003	350	299	324.5	56	42	49
AT4G17710_1	1.54E-13	70.227	0.0000	1	4	2.5	243	129	186
AT4G18390_1	6.53E-14	-18.235	0.0000	729	535	632	40	27	33.5
AT4G19690_2	2.48E-05	4.229	0.0033	2749	5677	4213	15802	19756	17779
AT4G19770_1	5.01E-10	-18.274	0.0000	174	149	161.5	10	7	8.5
AT4G19800_1	4.57E-05	-13.597	0.0054	27	18	22.5	3	0	1.5
AT4G21680_1	1.17E-05	6.066	0.0018	167	54	110.5	874	402	638
AT4G21750_2	3.39E-05	-4.410	0.0042	509	407	458	124	79	101.5
AT4G22080_1	1.42E-05	-4.295	0.0021	720	615	667.5	180	124	152
AT4G22105_1	1.39E-06	17.205	0.0003	4	1	2.5	35	49	42
AT4G22214_1	2.48E-10	-10.649	0.0000	719	715	717	55	74	64.5
AT4G22217_1	1.11E-08	-18.350	0.0000	123	130	126.5	4	9	6.5
AT4G22950_1	5.14E-05	-6.666	0.0059	261	112	186.5	41	13	27
AT4G22960_1	1.12E-05	4.947	0.0018	159	109	134	906	403	654.5
AT4G25310_1	2.35E-05	3.617	0.0031	441	437	439	1441	1623	1532
AT4G25330_1	8.40E-10	302.340	0.0000	0	0	0	40	34	37
AT4G25820_1	3.03E-06	-3.875	0.0006	7204	6276	6740	1490	1829	1659.5
AT4G26770_1	2.71E-08	-10.850	0.0000	275	178	226.5	24	16	20
AT4G28850_1	2.03E-11	-17.882	0.0000	530	272	401	22	20	21
AT4G29180_2	5.53E-05	-4.051	0.0061	1334	730	1032	344	152	248
AT4G30140_1	1.45E-16	12.520	0.0000	1483	1659	1571	19007	19382	19194.5
AT4G31940_1	5.60E-12	11.056	0.0000	388	728	558	7569	5048	6308.5
AT4G31970_1	4.49E-12	37.324	0.0000	40	6	23	1154	472	813
AT4G32950_1	1.38E-08	12.230	0.0000	17	30	23.5	318	260	289
AT4G33467_2	7.74E-05	-5.864	0.0081	71	79	75	14	11	12.5
AT4G33560_1	2.17E-05	4.840	0.0029	298	481	389.5	1248	2398	1823
AT4G33730_1	1.65E-05	-4.273	0.0024	726	623	674.5	147	156	151.5
AT4G34380_1	7.06E-06	-6.894	0.0012	221	119	170	29	18	23.5
AT4G34580_1	3.42E-05	-4.290	0.0042	1419	815	1117	363	147	255

AT4G35690_1	1.44E-10	-33.633	0.0000	101	145	123	3	4	3.5
AT4G37220_1	1.27E-14	-24.743	0.0000	512	505	508.5	22	18	20
AT4G38230_1	5.04E-06	-6.608	0.0009	398	197	297.5	55	31	43
AT4G39500_1	2.59E-05	18.182	0.0033	2	0	1	22	17	19.5
AT4G40090_1	1.23E-05	-3.694	0.0019	8189	7392	7790.5	1642	2361	2001.5
AT5G04120_1	1.64E-07	-6.078	0.0000	799	1069	934	182	126	154
AT5G04960_1	1.40E-06	-3.987	0.0003	5429	4874	5151.5	1187	1296	1241.5
AT5G05840_1	5.14E-05	-5.344	0.0059	154	158	156	31	26	28.5
AT5G06080_1	4.73E-08	12.609	0.0000	22	18	20	167	307	237
AT5G06500_1	9.66E-07	-24.134	0.0002	32	24	28	1	1	1
AT5G06570_1	6.38E-08	6.083	0.0000	172	140	156	832	977	904.5
AT5G06630_1	1.08E-09	-5.569	0.0000	28987	22285	25636	5350	3620	4485
AT5G06640_1	7.93E-08	-4.389	0.0000	67402	49035	58218.5	14938	10754	12846
AT5G06730_1	1.85E-05	3.432	0.0026	642	543	592.5	2253	1710	1981.5
AT5G06900_1	1.18E-18	-82.042	0.0000	753	324	538.5	6	6	6
AT5G06905_1	5.94E-23	-142.111	0.0000	1026	551	788.5	2	8	5
AT5G07050_1	3.44E-05	-16.858	0.0042	20	80	50	4	2	3
AT5G07610_1	1.56E-06	4.878	0.0003	174	152	163	779	756	767.5
AT5G08000_1	1.06E-06	5.856	0.0003	110	97	103.5	501	654	577.5
AT5G13170_1	6.55E-06	6.373	0.0012	55	98	76.5	409	552	480.5
AT5G13490_2	4.33E-06	16.311	0.0008	4	3	3.5	31	78	54.5
AT5G14490_1	5.04E-07	18.477	0.0001	1	7	4	100	56	78
AT5G14650_1	8.50E-06	3.491	0.0014	1714	1422	1568	6333	4371	5352
AT5G15380_1	3.59E-11	110.669	0.0000	1	0	0.5	85	50	67.5
AT5G15725_1	3.22E-08	-14.750	0.0000	125	124	124.5	6	10	8
AT5G16970_1	3.63E-05	3.816	0.0044	438	608	523	1655	2234	1944.5
AT5G18910_1	7.51E-06	-9.180	0.0013	56	41	48.5	6	4	5
AT5G19240_1	5.34E-05	-3.561	0.0060	3553	1455	2504	754	565	659.5
AT5G19650_1	2.14E-05	5.816	0.0029	72	75	73.5	275	533	404
AT5G19790_1	4.45E-05	-3.560	0.0052	1137	1034	1085.5	349	249	299
AT5G20045_1	3.37E-05	4.425	0.0042	212	172	192	576	1014	795
AT5G21080_1	1.33E-07	-11.858	0.0000	374	227	300.5	40	10	25
AT5G22410_1	1.00E-08	-6.061	0.0000	1401	1295	1348	234	199	216.5
AT5G22800_1	2.58E-05	4.788	0.0033	410	270	340	2535	725	1630
AT5G24770_1	1.55E-08	-5.231	0.0000	5233	5716	5474.5	1209	865	1037
AT5G26080_1	3.15E-05	-4.884	0.0039	485	328	406.5	66	90	78
AT5G33355_1	4.39E-07	29.004	0.0001	1	1	1	27	35	31
AT5G35190_1	1.06E-12	-7.871	0.0000	27009	19837	23423	3496	2296	2896
AT5G36150_1	4.83E-05	-6.012	0.0056	154	247	200.5	45	23	34
AT5G38910_1	4.41E-08	5.616	0.0000	247	277	262	1675	1240	1457.5
AT5G40780_1	7.16E-07	4.373	0.0002	895	669	782	2856	3606	3231
AT5G40860_1	9.93E-06	-6.357	0.0016	242	136	189	29	27	28
AT5G41730_1	2.60E-05	-7.598	0.0033	69	43	56	9	5	7

AT5G42510_1	3.90E-05	-3.505	0.0047	1359	1329	1344	369	374	371.5
AT5G42590_1	1.17E-05	-3.829	0.0018	1578	1276	1427	459	273	366
AT5G42600_1	8.35E-09	-23.994	0.0000	136	450	293	13	12	12.5
AT5G43120_1	2.46E-07	-52.376	0.0001	50	19	34.5	1	0	0.5
AT5G43175_1	2.42E-06	-33.733	0.0005	21	22	21.5	0	1	0.5
AT5G43230_1	6.75E-06	-5.810	0.0012	440	239	339.5	57	53	55
AT5G43330_1	9.24E-05	3.874	0.0093	1126	1633	1379.5	3507	6773	5140
AT5G43570_1	8.29E-08	6.513	0.0000	103	90	96.5	647	572	609.5
AT5G44130_1	9.20E-05	3.499	0.0093	566	477	521.5	1302	2130	1716
AT5G44260_1	1.20E-05	-5.124	0.0019	604	339	471.5	80	92	86
AT5G44440_1	3.52E-05	-3.671	0.0043	1434	1627	1530.5	360	447	403.5
AT5G45105_1	4.05E-08	12.192	0.0000	12	11	11.5	143	131	137
AT5G46950_1	5.56E-08	13.981	0.0000	6	8	7	99	95	97
AT5G48100_1	4.61E-12	-24.493	0.0000	296	197	246.5	10	9	9.5
AT5G49270_1	5.29E-05	-3.169	0.0060	2539	2312	2425.5	761	721	741
AT5G50360_1	9.38E-08	-28.897	0.0000	47	105	76	1	4	2.5
AT5G51750_1	5.67E-06	-4.575	0.0010	746	668	707	179	124	151.5
AT5G51870_3	1.55E-07	-43.074	0.0000	83	22	52.5	1	1	1
AT5G52300_1	1.31E-06	-14.657	0.0003	104	43	73.5	3	6	4.5
AT5G52390_1	5.24E-05	6.318	0.0059	45	79	62	242	515	378.5
AT5G53190_1	5.38E-05	-6.762	0.0060	90	46	68	12	7	9.5
AT5G53230_1	8.12E-13	98.865	0.0000	0	2	1	102	114	108
AT5G53240_1	4.25E-10	25.945	0.0000	4	11	7.5	173	216	194.5
AT5G54320_1	8.67E-08	24.735	0.0000	1	4	2.5	48	77	62.5
AT5G55135_1	5.68E-06	128.658	0.0010	0	0	0	22	10	16
AT5G55270_1	1.12E-11	31.074	0.0000	6	5	5.5	153	180	166.5
AT5G56080_1	1.52E-14	9.851	0.0000	691	653	672	7173	5771	6472
AT5G56450_1	2.13E-15	-225.566	0.0000	147	139	143	1	0	0.5
AT5G56460_1	6.81E-19	-96.988	0.0000	417	311	364	4	3	3.5
AT5G56600_1	8.97E-05	3.679	0.0091	246	306	276	900	1078	989
AT5G57200_1	1.57E-08	-27.740	0.0000	81	42	61.5	3	1	2
AT5G57260_1	8.28E-05	6.171	0.0086	21	14	17.5	153	62	107.5
AT5G57540_1	2.59E-05	-5.461	0.0033	258	265	261.5	40	52	46
AT5G60250_1	4.57E-23	33.025	0.0000	70	97	83.5	2837	2622	2729.5
AT5G60350_1	2.16E-05	-7.316	0.0029	234	85	159.5	27	14	20.5
AT5G61070_1	4.73E-10	16.863	0.0000	17	9	13	243	181	212
AT5G61350_1	2.30E-06	-4.950	0.0005	782	558	670	136	123	129.5
AT5G61730_1	2.35E-10	42.955	0.0000	1	3	2	120	63	91.5
AT5G61740_1	3.77E-14	45.957	0.0000	5	14	9.5	603	306	454.5
AT5G61890_1	3.39E-07	10.029	0.0001	24	9	16.5	174	140	157
AT5G62210_1	2.61E-06	-4.457	0.0005	2346	2358	2352	396	609	502.5
AT5G62330_1	6.05E-09	-12.236	0.0000	387	269	328	19	31	25
AT5G62340_1	1.44E-05	-3.935	0.0021	4020	2154	3087	586	860	723

AT5G64060_1	1.30E-10	8.895	0.0000	120	102	111	909	985	947
AT5G66400_1	2.03E-05	-12.016	0.0028	71	37	54	1	7	4
AT5G67400_1	1.86E-08	-4.946	0.0000	10253	7810	9031.5	1755	1738	1746.5

Table S3. Genes co-expressed with *PRX35*

AGI ID	Symbol	LS
AT5G04960	**PME46**	15.7814
AT5G67400	**RHS19**	13.6689
AT5G57530	XTH12	13.432
AT5G57540	XTH13	12.8397
AT1G54970	**PRP1**	12.5238
AT5G22410	RHS18	12.2277
AT4G25820	**XTH14**	11.9513
AT1G30870	PER7	11.6946
AT5G05500	MOP10	11.5762
AT3G62680	**PRP3**	11.5367
AT5G35190	EXT13	11.4972
AT4G02270	RHS13	11.4182
AT1G62980	EXPA18	11.3985
AT3G10710	RHS12	11.1221
AT4G28850	**XTH26**	11.1023
AT1G12560	EXPA7	11.0234
AT4G25790	AT4G25790	10.8457
AT4G40090	AGP3	10.7667
AT2G20520	FLA6	10.4706
AT1G34510	**PER8**	10.3126

AGI ID: Locus identifier for Arabidopsis Genome Initiative. Logic Score (LS) is a monotonic transformation (negative logit) of the mutual rank index. A higher LS indicates stronger co-expression. Bold font indicates identified differentially expressed genes in the *atx1setm* transcriptome.

Video S1 Cell lineages of the lateral root primordia (LRPs) and their 3D visualization in a time-lapse experiment. Every cell lineage of the LRPs was monitored for 37 h for Ws *TCTP1::3VENUS* (left) and 72 h for *atx1-1 TCTP1::3VENUS* (right), starting from Stage I LRP. Images were acquired every hour. The data were processed using Live Plant Cell Tracking (LiPlaCeT) Fiji plugin and then analyzed with ParaView software. Small arrows indicate cell division directions, and thick arrows show the principal growth direction within an LRP. The magnification is the same as in Fig. S5.

References

- Parizot B, Roberts I, Raes J, Beeckman T, De Smet I. 2012.** In silico analyses of pericycle cell populations reinforce their relation with associated vasculature in *Arabidopsis*. *Philosophical Transactions of the Royal Society B: Biological Sciences* **367**(1595): 1479-1488.
- Zhang T-Q, Xu Z-G, Shang G-D, Wang J-W. 2019.** A single-cell RNA sequencing profiles the developmental landscape of *Arabidopsis* root. *Molecular plant* **12**: 648-660.

How the deposited data were processed for this re-analysis (not part of the article)

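RNA from whole roots of WT (Ws) and *atx1setm* seedlings was sequenced by the study as single‐end reads, with 2 biological replicates of each genotype, 4 libraries in all. The labels give a seedling age of 10 days. The methods give 8 days for RNA‐Seq and 8 to 10 days for RNA extraction, and the results 8 to 10 days. The authors trimmed the reads, checked them with FastQC according to the submitters' processing notes, mapped them to TAIR10 and counted them per gene in CLC Genomics Workbench. Mapping settings and strandedness are not given in the sources used here, so reads of overlapping genes on opposite strands may be assigned to either. The 1 deposited table has 87 columns for 28642 loci. Its exon, intron, gene and junction reads are raw counts by the authors, and gene reads equal exon plus intron reads and hold only uniquely mapped reads. The authors' RPKM in the deposited table is scaled by exon length and by the reads mapped to genes. The deposited p-value, its FDR correction and the fold change come from the authors' EDGE comparison of the genotypes. Of the per‐sample columns, 52 were not used here. The table holds 146 genes of the mitochondrial genome and 0 of the chloroplast genome, 1314 loci without an exon length and 4069 with 0 exon reads in every library. Gene names come from the reference name table, which holds 28009 of the loci.

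Exon reads per library were 46439122 and 38574293 in Ws and 42842799 and 45025842 in *atx1setm*. Genes were kept by filterByExpr of edgeR (20714 genes) and libraries were scaled by TMM, with factors of 1.06 and 1.01 for Ws and 1.09 and 0.855 for *atx1setm*. The common dispersion was 0.0920, a biological coefficient of variation of 0.303. Genotypes were compared by the quasi‐likelihood test of edgeR 4.0.16 with the legacy fit, in R 4.3.3, and p-values were adjusted by the Benjamini‐Hochberg method. CPM are counts scaled to library size and TMM, and an error given beside them is the SD of 2 libraries. Log2 fold changes are *atx1setm* against WT, and the SE is from the fitted model. Genes were called at the paper's thresholds (fold change of at least 3, p at most 0.0001, adjusted p at most 0.01) and at an adjusted p under 0.05. The tests were also run on simulated data, in which 100 genes were changed 3‐fold and 100 genes 6‐fold among 20714 with the dispersion of each gene as estimated, and in which the quasi‐likelihood test recovered 97% and 98% when the dispersion was set to 0.01.

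The groups, tests, alternatives and 28 gene lists with 605 genes were fixed before the data were examined, although the fold changes of Table S2 had been seen. The lists were root hair genes, class III peroxidases, extensins, α‐expansins, xyloglucan endotransglucosylase/hydrolases, auxin genes, cyclins with CDKs and replication genes, CDK inhibitors, DNA damage response genes, iron deficiency genes, ferritins, phosphate starvation genes, nitrate genes, sugar starvation genes, ABA response and LEA genes, LR genes, suberin and Casparian strip genes, triterpene genes, defence and camalexin genes, H3K4 methyltransferases with COMPASS and Polycomb genes, genes linked to ATX1 before, the genes of Table S3, and markers of hairless epidermis, xylem, phloem, root cap, green shoot and seed storage. A member whose locus and symbol disagree with the name table was left out, which removed 1 peroxidase. Members were counted over all genes tested and adjusted over the list alone. Lists were compared with other genes by camera of limma 3.58.1 with a correlation of 0.01 and with an estimated one, and tested for a shared direction by fry. With an estimated correlation, camera tests on the few residual degrees of freedom of 4 libraries. A call lost there does not by itself show that the members are correlated. The genes named were every gene the paper names from its RNA‐Seq, every gene of Table S3, the 10 rising and 10 falling genes with the largest changes past an adjusted p of 0.05 (0 passed), and up to 2 members of each list with the smallest p. This gave 88 genes, and any other gene was chosen after its values were seen.

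The alternatives were a replicate block, DESeq2 1.42.0, edgeR's exact test, RLE normalization, library totals without TMM, no filter on low counts, at least 10 counts in every library, gene reads in place of exon reads, limma‐trend on log2 RPKM with 0.5 or 0.1 added, and leaving out each library in turn, 14 in all. Summing table entries per locus was not run, since no locus has more than 1 entry. Options of the quasi‐likelihood test (robust and without the legacy fit), the authors' EDGE p-values over the tested genes, and the enrichment and neighbour tests on calls of the exact test and DESeq2 were chosen after seeing the data. Enrichment used Fisher's exact test against all genes tested. Neighbouring called genes were compared with 10000 random placements, and similar neighbours were found with BLAST+ 2.17.0 at an e‐value limit of 1e-05. Intron reads were compared by edgeR's exact test. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The Gene Ontology enrichment was not repeated, as no annotation of terms was at hand. With 2 libraries per genotype, a test for outlying samples does not apply. Leaving out each library was run instead, and the split by replicate number was examined as a block and by fold differences between replicates.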

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

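Of the tests in this part, those of the whole transcript, of other annotated genes and of inserted DNA were chosen only after the result was seen. Intron reads, which the paper does not analyse, were higher in *atx1setm* for 18 of 6353 genes and lower for 11 by edgeR's exact test. Of these, *ATX1* and AT5G16130, chosen after their values were seen, were far higher on introns, while their exon reads did not pass the quasi‐likelihood test. *ATX1* had 0 and 2 intron reads in Ws and 44 and 43 in *atx1setm*, a log2 fold change of 5.53 (adjusted p = 7.95e-07 from edgeR's exact test on intron reads, number 3 of 6353 genes by p). AT5G16130, on chromosome 5 from 5268421 to 5270156, had 10 and 6 intron reads in Ws and 288 and 329 in *atx1setm*, a log2 fold change of 5.62 (adjusted p = 2.88e-08, number 1 of 6353).

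For this pattern of intron reads, a general rise of intron reads in the *atx1setm* libraries is argued against by their median log2 fold change of 0.0105 over the genes tested. A higher level of the whole transcripts is argued against by their exon log2 fold changes, −0.53 (SE 0.34) for *ATX1* and −0.0477 (SE 0.34) for AT5G16130, and reads of another annotated gene by the 0 other annotated genes with an exon in these introns. Inserted DNA that carries its introns, such as the T‐DNA of *atx1‐1* or the *ATX1* transgene, may be a source for *ATX1* and stays open. Nothing in the sources used here says that such DNA carries introns of AT5G16130, which lies on another chromosome. The share of *ATX1* exon reads that span a junction was 28.6% and 26.3% in Ws and 18.7% and 23.33% in *atx1setm*. For AT5G16130, this share was 29.45% and 29.15% in Ws and 27.2% and 26.83% in *atx1setm*. Inserted DNA cannot be told apart from retained introns by these shares without the sequence of the construct. No biological explanation was tested.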

How the results depend on the processing

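The alternatives using the authors' EDGE p-values, the quasi‐likelihood options, and the enrichment and neighbour tests on other calls were chosen after seeing the data. The log2 fold changes of 85 of 89 genes kept their sign under every alternative run, and the count of called genes was 0 with RLE, library totals, at least 10 counts in every library, gene reads, limma‐trend with either pseudocount and both quasi‐likelihood options, as with the quasi‐likelihood test (2012 genes at an unadjusted p under 0.05). Library totals moved the median log2 fold change of all genes from −0.0116 to −0.104. With a replicate block (correlation of the replicate difference between genotypes 0.71, although no source says that the numbers mark a batch), 414 genes were lower and 340 higher at the paper's thresholds, 2050 and 1838 at an adjusted p under 0.05, list members 115 and 127 over all genes, and 129 and 139 over the list alone. DESeq2 gave 203 and 160, 363 and 303, 57 and 51, and 81 higher over the list alone. The exact test gave 247 and 166, 461 and 351, 61 and 55, and 78 higher over the list alone. The EDGE p-values gave 233 and 181, 412 and 327, 63 and 50, and 83 higher over the list alone. Without a filter on low counts, 55 genes were lower and 26 higher at an adjusted p under 0.05, with 16 and 7 list members over all genes. Leaving out 1 library gave 60 to 363 lower and 30 to 350 higher at the paper's thresholds, 90 to 2413 and 56 to 2153 at an adjusted p under 0.05, list members 22 to 104 and 13 to 116 over all genes, and 50 to 124 and 30 to 129 over the list alone (67 and 49 with all libraries). The highest of these are without *atx1setm* replicate 1 and the lowest without Ws replicate 1 (for the 50, without Ws replicate 2), where the lone library of a genotype is assumed to vary like the others. Camera lists, 7 lower and 6 higher, were 0 and 0 with an estimated correlation. Fry's test of a shared direction had 1 list higher, the LR genes (adjusted p = 0.0404). It also passed for the root hair (0.0035), hairless epidermis (0.00282), extensin (0.0255), ABA and LEA (0.0255) and Table S3 genes (0.0324), all lower. Lower peroxidases and extensins were 6 and 12 by the exact test and 5 and 12 by DESeq2, and neighbouring pairs 30 and 25, all from 0. Among named genes, 0 passed over all genes, and 75 of 89 did with the replicate block, 63 with DESeq2, 64 with the exact test, 64 with the EDGE p-values, 23 with no filter and 34 to 71 without 1 library. Without 1 library, the sign turned for *PER57* (−0.31 without *atx1setm* replicate 2, up to 0.55), *RBCS1B* (−2.00 without the same library, up to 2.38), *PER64* (0.0417 without *atx1setm* replicate 1, down to −0.64) and AT5G16130 (0.25 without *atx1setm* replicate 1 and 0.0417 without Ws replicate 2, down to −0.41). For all of these the cause was not tested. At the depth of these libraries, simulated 3‐fold changes were recovered at 16% with the dispersion as estimated. They were recovered at 97% with a dispersion of 0.01, below the common dispersion of 0.092 here. Within the simulation, the spread limited recovery more than the depth. It drew libraries independently and called 61 genes at the paper's thresholds against 0 in the data, so it cannot settle what limits the calls here.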

Differences from the paper's values

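The test with the authors' EDGE p-values was chosen only after the values were seen. The paper's number of differentially expressed genes is 344, the paper's 189 lower and the paper's 155 higher. The quasi‐likelihood test of edgeR gave 0, with 0 lower and 0 higher, at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (363, with 203 lower and 160 higher), edgeR's exact test (413, with 247 and 166) and the fit without *atx1setm* replicate 2 (407, with 235 and 172) fall within 1.5 times the paper's values. The replicate block (754, with 414 and 340), the fits without Ws replicate 1 (90), Ws replicate 2 (128) and *atx1setm* replicate 1 (713) do not. RLE, library totals, no filter, at least 10 counts, gene reads and limma‐trend with either pseudocount, each at 0, do not either. The authors' EDGE p-values over the tested genes, an alternative chosen after seeing the values, gave 233 lower and 181 higher and drop 11 of the loci of Table S2. The fold changes of Table S2 are per transcript and those computed here per gene.

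For AT5G06570, the paper's log2 fold change in Table S2 is 2.60, for 1 transcript, and the value per gene was 0.66 (SE 0.27). No alternative falls within the paper's value, with a range of 0.48 to 0.83. For *ASN1*, the paper's log2 fold change is 3.40 and the value here 2.85 (SE 0.27), with 2.69 to 3.03 over the alternatives, none within the paper's value.

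The paper states that *RAP2.1* was lower in *atx1setm*. AT1G46768, the locus of that name, had a log2 fold change of 0.69 (SE 0.43), or 0.09 without *atx1setm* replicate 2, and *RAP2.11*, which the primers of Table S1 match, −1.83 (SE 0.25). Table S2 holds *RAP2.11*, with a fold change of −3.56, and does not hold AT1G46768. The paper's direction is thus that of *RAP2.11*. *NAC103*, *ACC2* and AT5G06570 are given by the paper's text within its search among downregulated genes, but their log2 fold changes were 3.16, 2.29 and 0.66, and those of *dPGM*, *PUB19* and *UMAMIT20*, named with them, were −2.60, −2.58 and −2.21. The paper describes *SMR5* and *SMR7* as among the most upregulated of its differentially expressed genes. By log2 fold change, they were number 106 and number 24 of all genes tested, a wider group that holds genes not called. For auxin, the paper reports no changed gene of metabolism, perception or signaling, and only genes related to it indirectly. The list here also holds auxin transport genes. On it, edgeR's exact test called 2 lower, among them the efflux carrier gene *PIN4*, and 3 higher over all genes at an adjusted p under 0.05. This was without the paper's fold threshold. The quasi‐likelihood test called 0 (10 higher and 6 lower at an unadjusted p under 0.05). The paper reports *SMR5*, *SMR7* and *TSO2* as its upregulated cell cycle genes, all higher here, and adjusted over the list alone *CYCB1-1*, *CYCD3-1* and *RNR1* rose too, with fold changes under 3. It does not list other peroxidases of LR emergence as changed, and *PER7* fell adjusted over the list of Table S3 alone (adjusted p = 0.0202, fold change 2.11, under the paper's threshold) but did not pass over the list of class III peroxidases (adjusted p = 0.0755), while *PER9*, *PER57* and *PER64* did not pass. In Table S2, 2 fold changes lie under the threshold of 3 that the paper states. In Table S3, 7 genes are in bold in the copy used here, and 13 of its 20 genes are in Table S2.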

Other observations

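The tests of replicates 1 and 2 were chosen only after the result was seen, and the neighbour tests used calls of edgeR's exact test, a choice made after seeing the data. Part of the genes of iron deficiency were higher in *atx1setm* roots. Of 31 measured, 9 rose and 0 fell by edgeR's quasi‐likelihood test adjusted over the list alone, with a median log2 fold change of 1.22. *S8H*, which makes the iron‐mobilising coumarin fraxetin, rose from 0.981 ± 0.190 CPM to 19.5 ± 1.72 CPM (SD, n = 2 each), a log2 fold change of 4.31 (SE 0.31), and *NAS2*, for nicotianamine synthesis, from 15.4 ± 1.94 CPM to 152 ± 2.71 CPM, 3.30 (SE 0.25). The iron transporter gene *IRT1* and the reductase gene *FRO2*, chosen after their values were seen, rose with log2 fold changes of 2.08 and 2.12. Of 3 iron‐induced ferritins, 0 rose and 0 fell, with *FER1* at −0.82 (SE 0.30). Of 24 phosphate starvation genes, 1 rose and 0 fell, the phosphatase gene *PPSPASE1* (log2 fold change 2.03, SE 0.23), and of 13 sugar starvation genes 2 rose and 0 fell, *ASN1* and the glucosidase gene *DIN2* (4.03, SE 0.81, with 2.61 and 4.74 without *atx1setm* replicates 1 and 2). Of 31 ABA response and LEA genes, 5 fell and 0 rose, among them *LEA7* (−5.42, SE 0.58, and −6.44 without *atx1setm* replicate 1), which encodes a late embryogenesis abundant protein, and *NCED3* (−2.25, SE 0.25), the key enzyme of ABA synthesis. Of 14 triterpene genes, 7 fell and 1 rose, with *LUP5* at −3.11 (SE 0.41) and the baruol synthase gene *BARS1* at 4.12 (SE 0.46). Of 16 defence and camalexin genes, 4 rose and 1 fell, with *CYP82C2* at 5.21 (SE 0.84, with 4.53 to 6.88 without 1 library, the highest without Ws replicate 1 and the lowest without Ws replicate 2) and *VSP2* at −2.36 (SE 0.28). Of 20 suberin and Casparian strip genes and 18 H3K4 methyltransferase, COMPASS and Polycomb genes, 0 rose and 0 fell over the list alone, and *REF6*, a histone demethylase gene, had −0.75 (SE 0.49, adjusted p = 0.703 over all genes), with −1.52 without *atx1setm* replicate 1 (past an adjusted p of 0.05), −0.23 without *atx1setm* replicate 2 and an adjusted p of 0.00329 with the replicate block (0.00329 to 1 over the alternatives). Of 3 genes linked to *ATX1* before this study, *NCED3* fell and *XTH33* rose (1.01, SE 0.25).

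The quasi‐likelihood test called 0 members of these lists over all genes. At an unadjusted p under 0.05, higher and lower members were 13 and 1 for iron, 0 and 1 for ferritins, 6 and 0 for phosphate, 3 and 0 for sugar starvation, 0 and 13 for ABA and LEA, 2 and 7 for triterpenes, 4 and 3 for defence, 1 and 2 for suberin, 0 and 0 for methyltransferases and 1 and 1 for genes linked to *ATX1*. By edgeR's exact test over all genes, there were 10 iron, 2 phosphate, 2 sugar starvation, 1 triterpene and 4 defence genes higher, and 7 ABA and LEA, 6 triterpene, 1 defence and 1 *ATX1*‐linked gene lower, with 0 ferritins, suberin genes and methyltransferases either way. DESeq2 had 12, 2, 2, 1 and 4 higher, and 5, 6, 2 and 1 lower, with 0 in the same 3 lists. By camera with a preset correlation, the iron genes were higher (adjusted p = 3.07e-08, but adjusted p = 0.356 with an estimated correlation and adjusted p = 0.108 by fry's test of a shared direction), the phosphate genes higher (5.62e-05, but adjusted p = 0.467), and the ABA and LEA genes lower (2.47e-10, but adjusted p = 0.255), the triterpene genes lower (6.09e-04, but adjusted p = 0.333) and the methyltransferase genes lower (0.0363, but adjusted p = 0.798). Fry's test passed for the ABA and LEA genes, lower (adjusted p = 0.0255), but not for the phosphate (0.306), triterpene (0.164) or methyltransferase genes (0.659). Table S2, seen when the lists were fixed, holds 7 of the iron, 2 of the phosphate, 2 of the sugar starvation, 5 of the ABA, 5 of the triterpene and 4 of the defence genes, so these counts are not independent evidence of direction. The counts over the list alone moved with the setting. Higher iron genes ran from 5 (without Ws replicate 1) to 20 (without *atx1setm* replicate 1), with 0 to 3 lower, and higher phosphate genes from 0 (without Ws replicate 1) to 13 (replicate block). Lower ABA and LEA genes ran from 1 (at least 10 counts in every library) to 19 (replicate block), and lower triterpene genes from 4 (without Ws replicate 2) to 9 (replicate block), with 0 (at least 10 counts) to 2 higher. Sugar starvation genes ran from 1 (library totals and limma‐trend with either pseudocount) to 5 higher and from 0 to 3 lower, both highest with the replicate block, and defence genes from 3 to 8 higher and from 1 to 4 lower, both highest without *atx1setm* replicate 2. Lower methyltransferase, COMPASS and Polycomb genes ran from 0 to 12 (without *atx1setm* replicate 1), with 7 for the block. Suberin genes reached 2 higher and 2 lower with the block, and ferritins 1 lower with the block, library totals, limma‐trend with either pseudocount and without *atx1setm* replicate 2. *XTH33* did not pass over the list alone without either Ws replicate.

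Some genes had reads in nearly 1 genotype alone. With at least 20 reads in both libraries of a genotype and at most 5 in both of the other, 27 genes were found in Ws and 21 in *atx1setm*. The examples were chosen after their values were seen. *CYP76G1*, a cytochrome P450 gene, had 421 and 229 reads in Ws and 4 and 3 in *atx1setm*, and *PM-ANT*, an adenine nucleotide transporter gene, 147 and 139 against 1 and 0. *HDG4*, a homeobox gene, had 1 and 4 reads in Ws and 243 and 129 in *atx1setm*, and AT4G25330 0 and 0 against 40 and 34.

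Genes called by the exact test at the paper's thresholds often lay next to each other. The 413 genes made 30 neighbouring pairs of 1 direction, 20 lower and 10 higher, such as *EXT7* and *EXT8* or the marneral cluster genes *MRN1* and *MRO*. Chance placement of the called genes is argued against, since random placements gave 4.26 pairs on average and at most 14 (one‐sided permutation p = 0.0001, the smallest they can give). For duplicated neighbours that share sequence, 15 pairs have no BLAST match between their genes, against 4.00 expected and at most 14 at random. These 15 include neighbours with names of 1 family, such as *ABCA9* and *ABCA10* or *UMAMIT20* and *UMAMIT17*. The match thus misses some related neighbours, and whether duplication accounts for the pairs stays open. Segments of the genome that differ between the 2 lines may contribute and cannot be told apart from shared regulation, as 23.33% of the pairs hold a gene with reads in nearly 1 genotype alone and no genome sequence of the lines was used here.

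Replicates 1 and 2 differed in the same direction in both genotypes for many genes. Over 2‐fold differences in both genotypes were found for 310 genes higher in replicate 1, 58 higher in replicate 2 and 1 in opposite directions, and 3 of 6 jasmonate genes (*JAZ10*, *LOX3* and *JAZ1*) were higher in replicate 1 of both, while *VSP1* and *LOX2* were lower in replicate 1 of both and *VSP2* went both ways. The sequencing lane is argued against, since all libraries were on 1 lane, and library depth too, since replicate 1 had 0.9515 times the exon reads of replicate 2 in *atx1setm* and 1.2039 times in Ws. Plants of a replicate number grown or harvested together could give such a pattern, with 1 gene in opposite directions, but no source names a shared batch, so this stays open. No biological explanation was tested.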
